# Sulforaphane reduces obesity by reversing leptin resistance

**DOI:** 10.7554/eLife.67368

**Published:** 2022-03-24

**Authors:** Işın Çakır, Pauline Lining Pan, Colleen K Hadley, Abdulrahman El-Gamal, Amina Fadel, Dina Elsayegh, Omnia Mohamed, Nasser M Rizk, Masoud Ghamari-Langroudi

**Keywords:** obesity, leptin sensitizers, sulforaphane, body weight, NRF2 activators, isothiocyanate, Mouse

## Abstract

The ascending prevalence of obesity in recent decades is commonly associated with soaring morbidity and mortality rates, resulting in increased health-care costs and decreased quality of life. A systemic state of stress characterized by low-grade inflammation and pathological formation of reactive oxygen species (ROS) usually manifests in obesity. The transcription factor nuclear factor erythroid-derived 2-like 2 (NRF2) is the master regulator of the redox homeostasis and plays a critical role in the resolution of inflammation. Here, we show that the natural isothiocyanate and potent NRF2 activator sulforaphane reverses diet-induced obesity through a predominantly, but not exclusively, NRF2-dependent mechanism that requires a functional leptin receptor signaling and hyperleptinemia. Sulforaphane does not reduce the body weight or food intake of lean mice but induces an anorectic response when coadministered with exogenous leptin. Leptin-deficient *Lep^ob/ob^* mice and leptin receptor mutant *Lepr^db/db^* mice display resistance to the weight-reducing effect of sulforaphane, supporting the conclusion that the antiobesity effect of sulforaphane requires functional leptin receptor signaling. Furthermore, our results suggest the skeletal muscle as the most notable site of action of sulforaphane whose peripheral NRF2 action signals to alleviate leptin resistance. Transcriptional profiling of six major metabolically relevant tissues highlights that sulforaphane suppresses fatty acid synthesis while promoting ribosome biogenesis, reducing ROS accumulation, and resolving inflammation, therefore representing a unique transcriptional program that leads to protection from obesity. Our findings argue for clinical evaluation of sulforaphane for weight loss and obesity-associated metabolic disorders.

## Introduction

There has been a sharp increase in the prevalence of obesity in the past decades. About 2 billion people in the world are either obese or overweight (Finucane et al., 2011; National-Heart-Lung-Blood-Institute, 2013; Flegal et al., 2016; OECD, 2017; WHO, 2020). Obesity commonly causes comorbidities, including diabetes, stroke, hypertension, cancer, liver failure, and arthritis. In fact, diabetes is becoming a pandemic disorder, and the most common underlying cause of diabetes is obesity. These comorbidities are associated with a measurable diminished quality of life and pose an enormous burden on health-care costs. Efforts to address the obesity epidemic pharmaceutically have been largely unsuccessful. To date, the most effective treatment available for obesity is the invasive bariatric surgery, which is associated with short- and long-term complications. Therefore, development of pharmaceutical tools to tackle this pandemic is overdue.

The balance between food intake and energy expenditure (EE), that is, energy homeostasis, is regulated by central circuitries that integrate, among others, nutritional, hormonal, and visual cues to generate homeostatic or hedonic responses (Andermann and Lowell, 2017; Rossi and Stuber, 2018). Leptin-melanocortin circuitry is the major regulator of homeostatic feeding in mammals and represents a well-characterized system of peripheral-to-central communication of energy homeostasis. While lean or leptin-deficient animals are responsive to the anorectic and weight-reducing effect of leptin, diet-induced obesity manifests itself as a leptin-resistant state where hyperleptinemia is accompanied by lack of response to exogenous leptin administration (Frederich et al., 1995; Myers et al., 2010). Consequently, reversing leptin resistance or increasing leptin sensitivity has been a consideration to combat obesity (Andreoli et al., 2019). There are several mechanisms proposed in regard to the etiology of leptin resistance; however, whether the pharmacological approaches to potentiate leptin action can be effectively utilized therapeutically is not clear. For instance, earlier studies proposed that peripheral CB1R inverse agonism results in central leptin sensitization through cell-nonautonomous mechanisms, leading to a leptin-dependent weight loss in diet-induced obese (DIO) mice (Tam et al., 2012). Reported more recently, the central blockade of the glucose-dependent insulinotropic polypeptide receptor signaling reverses obesity in DIO mice but not in *Lep^ob/ob^* mice, proposing a central and potentially cell-autonomous mechanism of leptin sensitization (Kaneko et al., 2019). Therefore, the origin and mechanism of action of signals that can alleviate leptin resistance seem diverse and largely unclear.

Obesity is usually accompanied by elevated markers of oxidative stress and low-grade systemic inflammation resulting, at least in part, from excess saturated free fatty acids (FAAs) and glucose (Weisberg et al., 2003; Wellen and Hotamisligil, 2003; Manna and Jain, 2015; Ellulu et al., 2017). FFAs act on TLR4 to initiate the expression of chemotactic pro-inflammatory signaling, including necrosis factor-alpha (TNF-α) and interleukin-6 (IL-6) (Yeop Han et al., 2010). TNF-α results in further lipolysis and activation of nuclear factor κB (NF-κB)/IKKβ pathway and increased phosphorylation of insulin receptor substrate 1 (IRS1). Signaling through the JAK-STAT3 pathway, IL-6 suppresses the expression of GLUT4 and IRS1 in skeletal muscle, resulting in further insulin resistance (Kaul and Forman, 1996; Kahn and Flier, 2000; Qatanani and Lazar, 2007; Chen et al., 2015). The insulin resistance decreases glucose uptake and increases FFA consumption in adipocytes, leading to increased β-oxidation in mitochondria. Overloading the electron flow to the mitochondrial electron transport chain results in excess reactive oxygen species (ROS) generation, leading to further activation of pro-inflammatory molecules (Kaul and Forman, 1996). The ROS accumulation and inflammatory response are further exacerbated by eventual suppression of β-oxidation, and the resulting reduction of nicotinamide adenine dinucleotide phosphate (NADPH) oxidase 4 (NOX4) activity (Lugrin et al., 2014). Therefore, interventions that increase mitochondrial biogenesis and beta-oxidation enzymes can potentially diminish ROS production and alleviate the inflammation and insulin resistance accompanying obesity.

The nuclear factor erythroid-derived 2-like 2 (NRF2) is the master transcriptional regulator of cytoprotective pathways involving detoxification, antioxidation, metabolism, and inflammation (Vomund et al., 2017). Accumulation of ROS and depletion of antioxidant capacity activate NRF2 (Diotallevi et al., 2017). Under normal conditions, NRF2 is sequestered in the cytosol by Kelch-like ECH-associated protein 1 (KEAP1), which recruits NRF2 for the proteasome-mediated degradation (McMahon et al., 2003). Molecules that interact with the reactive cysteine residues on KEAP1, such as ROS, set NRF2 free to translocate into the nucleus. NRF2 activation induces expression of antioxidative genes, including NAD(P)H quinone oxidoreductase 1, glutathione S-transferases, and glutamate cysteine ligase, which subsequently reduce ROS (McWalter et al., 2004). ROS formation also triggers inflammatory responses, which lead to activation of IκB kinase (IKK) β and phosphorylation of IκBα, resulting in nuclear translocation of the transcription factor NF-κB, the master regulator of the inflammatory signals (Napetschnig and Wu, 2013; Wenzel et al., 2017).

Similar to NRF2, IKKβ contains a motif allowing KEAP1 binding. Under basal conditions, KEAP1-dependent degradation of IKKβ results in IκBα inhibition of NF-κB activation. In response to pathological ROS formation, KEAP1 is inhibited, resulting in IKKβ stabilization, and subsequent phosphorylation and degradation of IκBα. The absence of IκBα inhibition on NF-κB permits its activation and nuclear translocation (Lee et al., 2009). Therefore, the antioxidant role of NRF2 also helps in the resolution of inflammation (Wenzel et al., 2017; Cuadrado et al., 2018).

The role of NRF2 in obesity and diabetes has been controversial. Global deletion of NRF2 in mice on high-fat diet (HFD) results in lower body weight compared to the wild-type counterparts (Pi et al., 2010) and ameliorates HFD-induced insulin resistance by elevating systemic FGF21 levels (Chartoumpekis et al., 2011; Zhang et al., 2012). However, activation of NRF2 is also protective against pathological ROS formation in insulin-sensitive tissues and prevents exacerbated diabetic complications such as nephropathy, retinopathy, and endothelial dysfunction (Yoh et al., 2008; Xu et al., 2014; da Costa et al., 2019). Accordingly, several studies using pharmacological NRF2 activators suggested a protective role of NRF2 activation against obesity and insulin resistance (Yu et al., 2011; He et al., 2012; Bahadoran et al., 2013). Indirect genetic activation of NRF2 achieved by KEAP1 deletion confers protection from short-term HFD-induced metabolic dysfunctions, while chronic long-term NRF2 activation results in increased weight gain and elevated markers of the metabolic syndrome (More et al., 2013). Furthermore, activation of NRF2 restricted only to muscle can lead to resistance to obesity and diabetes (Uruno et al., 2016; Matzinger et al., 2018), suggesting that metabolic consequences of NRF2 activation by genetics versus pharmacological tools differ across the tissues.

Sulforaphane (SFN) is a natural isothiocyanate produced by cruciferous vegetables such as broccoli, Brussels sprouts, and cabbage. SFN interacts with the active cysteine residues of KEAP1, leading to the dissociation and activation of NRF2 (Fahey and Talalay, 1999; Morimitsu et al., 2002; de Figueiredo et al., 2015). SFN has a cytoprotective role by triggering oxidative stress response (OSR) and alleviating inflammation in multiple models of cellular stress. By suppression of the NF-κB pathway, SFN protects against damages in diabetic neuropathy and high glucose-induced changes in rodents (Song et al., 2009; Negi et al., 2011). SFN induces protection against diabetic cardiomyopathy by upregulation of NRF2 (Bai et al., 2013) and reversing the oxidative stress-induced inhibition of LKB1/AMPK pathway (Zhang et al., 2014). SFN alleviates alcohol-induced oxidative stress and endoplasm reticulum stress in mice (Lei et al., 2018) and mitochondrial dysfunction in nonalcoholic fatty liver disease (Xu et al., 2019). By suppressing the expression of adipogenic factors peroxisome proliferator-activated receptor γ (PPARγ) and CCAAT/enhancer-binding protein α (C/EBPα), SFN blocks adipocyte differentiation and therefore decreases lipid accumulation (Choi et al., 2012; Choi et al., 2014). Treatment of mice with SFN was further reported to result in AMPK activation (Choi et al., 2014), suggesting that SFN can have antiobesity and antidiabetic actions. Accordingly, SFN supplementation to obese patients with dysregulated type 2 diabetes reduces fasting blood glucose and glycated hemoglobin (HbA1c), with its antidiabetic properties comparable to the most widely prescribed antidiabetic medication metformin (Hawley et al., 2002; Axelsson et al., 2017). SFN also ameliorates glucose intolerance in obese mice by upregulation of the insulin signaling pathway (Xu et al., 2018b). As a pleiotropic molecule, SFN targets other homeostatic pathways besides NRF2. For example, SFN acts as an HSP90 inhibitor, and HSP90 inhibition was proposed to protect mice from HFD-induced weight gain (Chartoumpekis et al., 2011; Li et al., 2012) and regulate gene expression by increasing histone acetylation through HDAC inhibition (Kim et al., 2017).

Previous studies have separately addressed the distinct roles of NRF2 and leptin signaling on energy homeostasis and metabolic syndrome (Shawky and Segar, 2018). However, whether the two pathways interact, especially in a cell-nonautonomous manner, is unknown. Using a combination of methods of pharmacology and various mouse models of obesity, here we explore the role of SFN as a molecule at the intersection of the NRF2 pathway and central leptin signaling.

## Results

### SFN induces weight loss in diet-induced obese mice

In order to assess the potential role of SFN on energy metabolism, we first tested its effect in obese mice. We fed lean wild-type, C57BL/6J mice a HFD (60% of the calories from fat) for 16–20 weeks to induce obesity. In order to test the potential antiobesity effect of SFN, we treated these DIO mice by daily intraperitoneal SFN (i.p., 5 mg/kg) injections. During the 2-week treatment period, SFN treatment led to a significant weight loss in mice (4.8% ± 1.4% vs. 18.2% ± 1.2% of initial weight, vehicle vs. SFN, p<0.0001) (Figure 1A and B). The reduced body weight was accompanied by a significant decrease in the food intake compared to the vehicle-treated counterparts (week 1: 1.74 ± 0.06 g vs. 0.95 ± 0.08 g, p<0.0001; week 2: 1.85 ± 0.11 g vs. 1.31 ± 0.09 g, p<0.001; vehicle vs. SFN) (Figure 1C). We next tested if the weight loss-inducing effect of SFN required obesity. To this end, we treated lean wild-type mice with the same dose of SFN (i.p., 5 mg/kg) daily and monitored their body weight and food intake. In contrast to its effect on DIO mice, SFN did not alter the weight or food intake of the lean mice (Figure 1D–F). In order to ensure that the effect of SFN was not restricted to the specific C57BL/6J strain of mice, we repeated these experiments on the CD1 strain. During the 30-day treatment, SFN reduced the body weight and cumulative food intake (CFI) of DIO CD1 mice as effectively (body weight change was +2.05 ± 0.99 g vs. –8.25 ± 1.19 g for vehicle vs. SFN, respectively, p<0.0001) (Figure 1—figure supplement 1A–C). These results collectively suggest that SFN is an antiobesity molecule and alters feeding and body weight selectively in obese mice.

**Figure 1.**
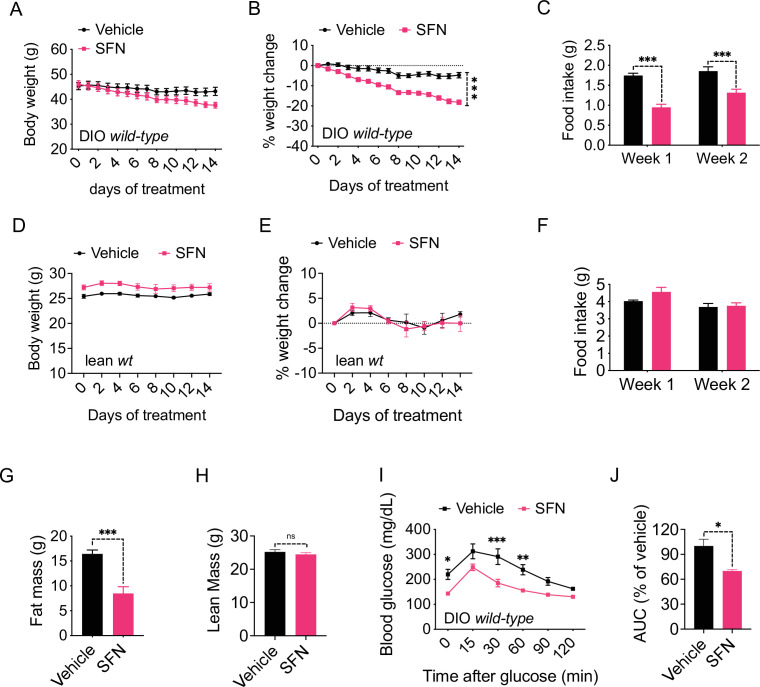
Sulforaphane (SFN) reduces diet-induced obesity. (**A–C**) Diet-induced obese (DIO) (n = 7–8) or (**D–F**) lean wild-type mice (n = 4) were treated by daily i.p. vehicle or SFN (5 mg/kg) administrations. (**A, D**) Body weight, (**B, E**) percent change in body weight, and (**C, F**) average daily food intake of the mice measured at indicated times. (**G, H**) Fat mass (**G**) and lean mass (**H**) of the DIO mice (n = 6–7) after SFN treatment. (**I, J**) Glucose tolerance test (GTT) (**I**) and the area under the curve (AUC) of the GTT (**J**) performed on DIO mice (n = 4) following 2 weeks of vehicle or SFN treatment. GTT was conducted after an overnight fast. *p<0.05, **p<0.01, ***p<0.001 by two-way ANOVA with Sidak correction (**A–F, I**), or Student’s *t*-test (**G, H, J**).

**Figure 1—figure supplement 1.**
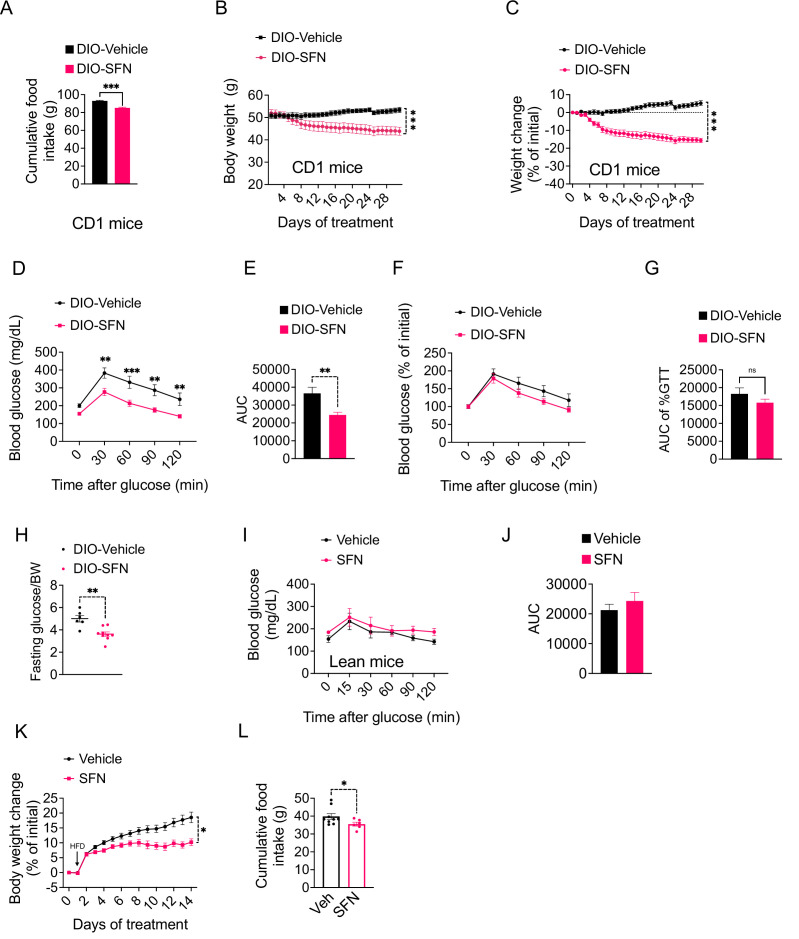
Sulforaphane (SFN) induces weight loss in obese CD1 mice. (**A**) Food intake and (**B**) body weights, and (**C**) percent change in body weight of diet-induced obese CD1 mice (n = 6 mice per group) treated daily with vehicle or 5 mg/kg SFN. (**D–H**) Post 6 hr daytime fast glucose tolerance test (GTT) (**D**) and the area under the curve (AUC) of the GTT (**E**) performed on diet-induced obese (DIO) mice (n = 4) following 2 weeks of vehicle or SFN treatment. (**F, G**) Percent change of the initial blood glucose registered during the GTT (**F**) and the AUC of the normalized GTT (**G**) performed on DIO mice (n = 4) following 2 weeks of vehicle or SFN treatment. (**H**) Their fasting blood glucose normalized to their body weight. (**I, J**) Lean male C57BL/6J mice were treated with vehicle or SFN for 3 weeks. GTT was performed after 6 hr daytime fasting. ***p<0.001 by Student’s *t*-test (**A**) or two-way ANOVA with Sidak correction (**B, C**). (**K, L**) Lean male wild-type mice received daily i.p. injections of vehicle or SFN (15 mg/kg) and placed on high-fat diet (HFD). Body weight change (**K**) and cumulative food intakes (**L**) were recorded.

We next analyzed the change in the body composition of the DIO C57BL/6J mice after 2 weeks of SFN treatment as described above. NMR-based quantification of the lean and fat mass showed that SFN caused a significant decrease in fat depots (total fat mass: 16.43 ± 0.77 g vs. 8.47 ± 1.36 g, vehicle vs. SFN, respectively, p<0.001) while the lean mass of the animals was not affected (Figure 1G and H), suggesting that SFN-induced weight loss was selectively due to decreased adiposity. Excess fat accumulation and thus obesity is the leading risk factor for dysregulation of glucose homeostasis and diabetes. Consistent with their decreased adiposity, SFN-treated DIO mice performed better during an i.p. glucose tolerance test (GTT) after an overnight fast (Figure 1I and J) and after a 6 hr daytime fast (Figure 1—figure supplement 1D–G). The fasting glucose normalized to body weight was also lower in the SFN-treated group (Figure 1—figure supplement 1H). This effect was limited to obese mice such that SFN did not alter the glucose tolerance of lean mice (Figure 1—figure supplement 1I and J).

### SFN improves metabolic function in obese mice

In order to analyze the SFN-induced changes in energy metabolism in more detail, we placed the DIO mice into the Promethion systems metabolic chambers after acclimation and started treating them daily with either vehicle or SFN. During this 1-week treatment period, SFN significantly suppressed the food intake during both light and dark cycles (Figure 2A). Despite the decreased caloric intake, the total EE of the mice did not show any significant changes (Figure 2B), suggesting that SFN prevents the calorie restriction-induced suppression of EE and may activate mechanisms that increase EE. The respiratory quotient (also called the respiratory exchange ratio [RER]) of the SFN-treated mice was significantly lower in most of the measured cycles (Figure 2C). Decreased RER is an indication of increased oxidation of fatty acids as opposed to carbohydrates as the energy source, thus SFN-induced decrease in RER is consistent with the decreased fat mass of the SFN-treated animals (Figure 1G). Accordingly, SFN administration downregulated the expression of the fatty acid synthesis genes in the liver and white adipose tissues of the DIO mice (Figure 2D and E). The physical activity of the SFN-treated animals was not significantly different compared to the vehicle-treated counterparts (Figure 2F–H), suggesting that SFN does not induce any apparent toxicity or aversive effects.

**Figure 2.**
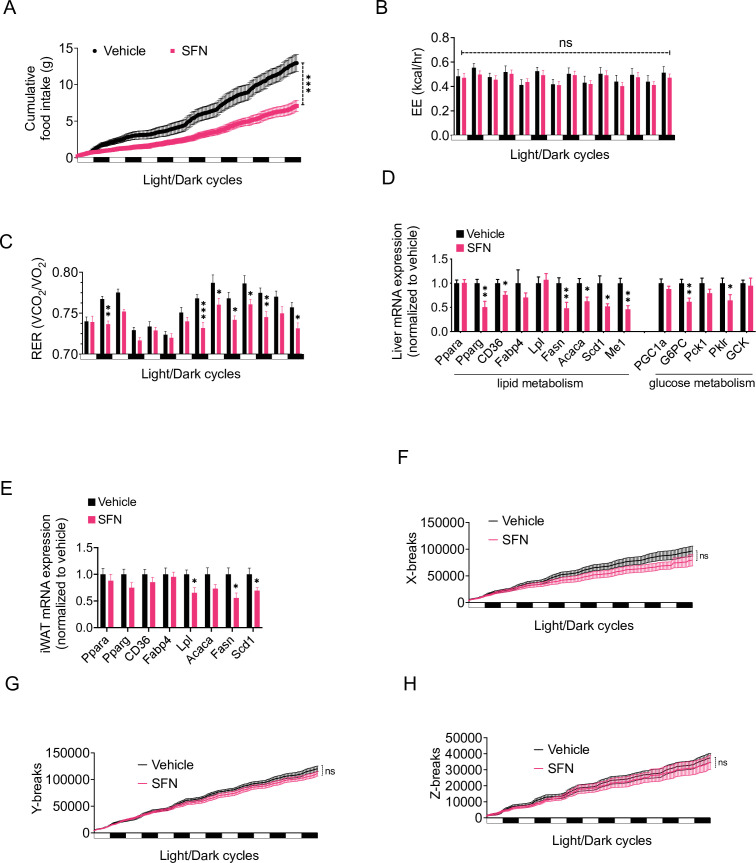
Sulforaphane (SFN) improves metabolic function in diet-induced obese (DIO) mice. (**A–C, F–H**) SFN’s effect on the parameters of metabolism in wild-type DIO mice. Mice were acclimated to single housing and daily handling for 1 week, and i.p. injections of saline for 3 days prior to being placed in metabolic cages. After acclimation, DIO wild-type mice (n = 6–8) were placed into Promethion systems, SABLE, metabolic chambers and started receiving vehicle or 5 mg/kg SFN injections daily after being in the chambers. Cumulative food intake (**A**), energy expenditure (EE) (**B**), respiratory exchange ratio (RER) (**C**), and physical activity on the three axes (**F–H**) were recorded for light and dark cycles. (**D, E**) Analysis of gene expression by qPCR in liver (**D**) and inguinal white adipose tissue (WAT) (**E**) of DIO mice (n = 7) following treatment with vehicle or SFN. *p<0.05, **p<0.01, ***p<0.001 by two-way ANOVA with Sidak correction (**A–C, F–H**), or Student’s *t*-test (**D, E**).

Our results indicate that SFN induces weight loss in obese mice by suppressing food intake and blocking fatty acid synthesis while promoting fat oxidation, with no obvious effects in lean mice. We next tested whether SFN would protect the lean mice against diet-induced weight gain when exposed to HFD. To this end, we placed lean wild-type mice on HFD and treated them with daily injections of vehicle or SFN (10 mg/kg). Another group of mice were kept on standard chow diet and treated with vehicle in a similar manner as control. We assessed the effect of SFN treatment on development of diet-induced obesity in mice for eight consecutive weeks. At the end of this period, vehicle-treated animals on HFD gained significant adiposity with their final weight reaching 60.56% ± 2.50% of their initial body weights compared to the vehicle-treated mice on standard chow diet that gained 14.0% ± 1.35% weight. SFN protected the mice against diet-induced obesity, as the SFN-treated mice presented with an intermediate body weight gain of 42.64% ± 3.47% after the 8-week treatment period (Figure 3A and B). The lean mass of the animals was not significantly different at the end of the experiment; however, their final fat mass was significantly different, indicating that SFN significantly blocked the HFD-induced adipose tissue accumulation (13.19 ± 0.95 g in HFD-vehicle vs. 8.34 ± 0.84 g in HFD-SFN, p<0.001, Figure 3C). The CFI of the animals on HFD was not different between the HFD-vehicle vs. HFD-SFN groups during this period, and the mice on standard chow diet consumed less calories overall (Figure 3D). Repeating the experiment with a slightly higher dose of SFN (15 mg/kg) led to a significantly decreased calorie intake and attenuation of weight gain on HFD (Figure 1—figure supplement 1K and L), suggesting that SFN attenuates weight gain and food intake in a dose-dependent manner. Consistent with their lower fat mass, SFN-treated mice had lower plasma leptin levels (Figure 3E) and displayed significantly lower blood glucose (Figure 3F). Taken collectively, SFN acts to prevent the development of obesity and associated hyperglycemia.

**Figure 3.**
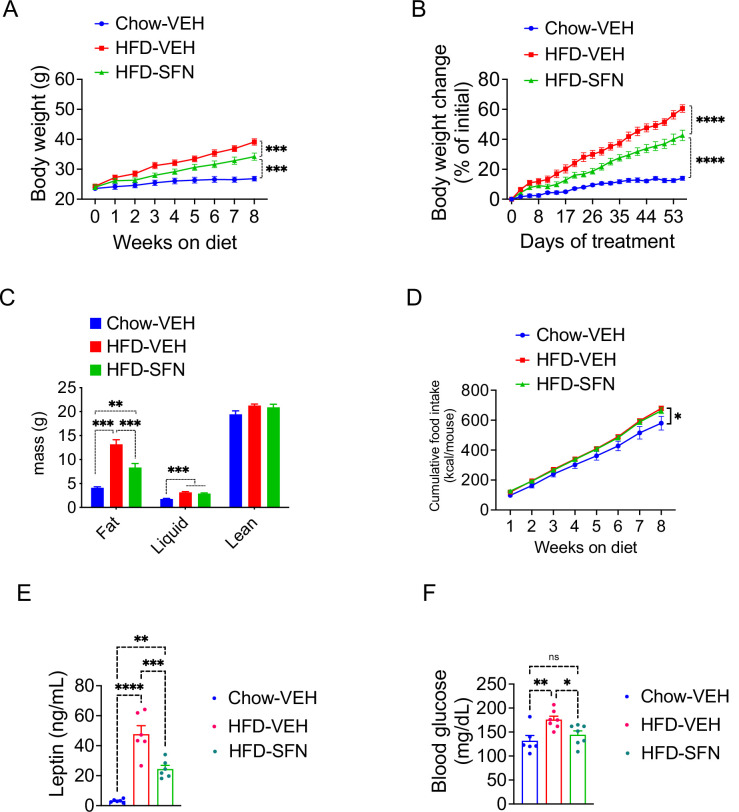
Sulforaphane (SFN) prevents the development of diet-induced obesity. Lean wild-type mice (n = 6–7 per group) were treated with vehicle on standard chow (Chow) or placed on high-fat diet (HFD) and treated daily with either vehicle or SFN (i.p., 10 mg/kg) for eight consecutive weeks. (**A**) Body weight and (**B**) percent change in body weight of the animals during the treatment period. (**C**) Body composition of the mice at the end of the treatment period. (**D**) Cumulative food intake during the treatment period. (**E, F**) Plasma leptin (n = 6–10) (**E**) and blood glucose levels (n = 6–14) (**F**) measured at the end of 8-week study. *p<0.05, **p<0.01, ***p<0.001 by two-way ANOVA with Tukey’s post-hoc test (**A, B, D**), one-way ANOVA (**C, E, F**).

### SFN action requires NRF2

SFN is a pleiotropic compound with various biological targets reported (Malavolta et al., 2018). For example, SFN is reported to inhibit the activity of histone deacetylase 6 (HDAC6) (Gibbs et al., 2009; Ho et al., 2009), HSP90, and mTOR (Bali et al., 2005; Kovacs et al., 2005; Zhang et al., 2021). Most notably, through its direct interaction with KEAP1, SFN is well characterized to lead to NRF2 activation. Therefore, we tested whether the antiobesity effect of SFN was NRF2 dependent. NRF2 knockout (KO) mice were fed HFD for 15 weeks to induce obesity, weighing at least 45 g. Next, we treated the mice with daily i.p. injections of either vehicle or SFN (5 mg/kg) for three consecutive weeks.

SFN did not induce any significant changes in body weight of DIO nrf KO mice during the first 2 weeks of SFN administration. During the third week, however, SFN treatment led to a small but significant weight loss in these mice (Figure 4A and B). Doubling the administered SFN dose to 10 mg/kg after 3 weeks did not result in further body weight change. At the end of the treatment period, the SFN group had lower absolute body weight (47.6 ± 3.5 g in vehicle ss. 45.7 ± 2.1 g in SFN, p=0.58) and lower percentage of initial body weight (2.5% ± 2.8% vs. –2.5 ± 2.5% of initial weight, vehicle vs. SFN, p=0.0032) than the control mice (Figure 4A and B). Comparison of wild-type DIO and NRF2 KO DIO cohorts indicates that SFN-induced weight loss is much smaller and with significant delay in NRF2 KO animals (Figure 4C and D). The SFN-treated NRF2 KO DIO mice displayed a tendency for decreased daily food intake (Figure 4E); however, this trend did not reach statistical significance. We did not detect a significant decrease in caloric intake when the food intakes were analyzed cumulatively (Figure 4F), suggesting that SFN induces weight loss predominantly, but not exclusively, in an NRF2-dependent manner. These results are in agreement with a previous report demonstrating an SFN-induced NRF2-independent pathway (Nagata et al., 2017). SFN-treated NRF2 KO DIO mice failed to perform better during an i.p. GTT after a 6 hr daytime fast (Figure 4G and H). SFN was reported to have HDAC6 inhibitory activity (Gibbs et al., 2009), and HDAC6 inhibitors induce weight loss in DIO mice by suppressing calorie intake (unpublished observations). SFN induced weight loss in HDAC6 KO obese mice in a comparable extent to the wild-type counterparts (Figure 4I and J). The SFN-induced suppression of food intake was also not different between the wild-type and HDAC6 KO mice (Figure 4K). Furthermore, we did not detect an HDAC6 inhibitory activity of SFN in a cell-based assay (Figure 4—figure supplement 1). Analysis of the SFN-induced weight loss from DIO wild-type, NRF2 KO, and HDAC6 KO mice suggests that NRF2, but not HDAC6, is required for the antiobesity effect of SFN.

**Figure 4.**
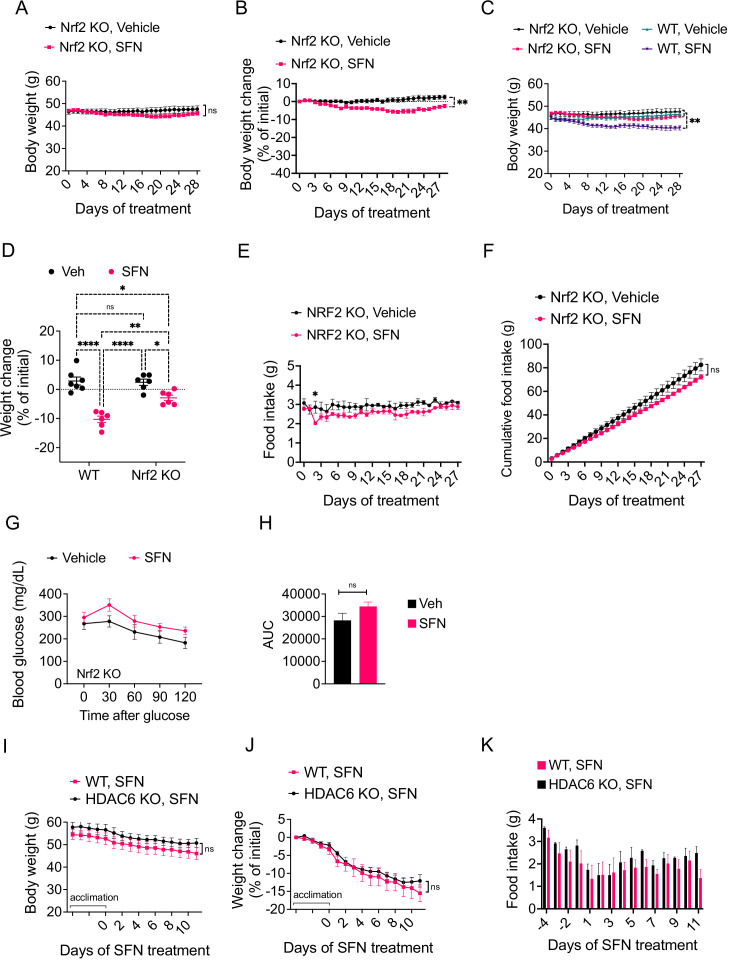
The antiobesity effect of sulforaphane (SFN) is NRF2-dependent and HDAC6-independent. (**A–H**) NRF2 KO mice were placed on high-fat diet (HFD) to induce obesity. Mice were then treated daily by i.p. vehicle or SFN injections. SFN dose was 5 mg/kg for the first three weeks and increased to 10 mg/kg thereafter. Wild-type diet-induced obese (DIO) mice were treated with vehicle or SFN for the same period for comparison. (**A, B**) Body weight (**A**) and percent change in body weight (**B**) of the NRF2 KO mice throughout the vehicle or SFN treatments. (**C**) Body weight of NRF2 KO (the same cohort graphed in **A**) and wild-type DIO mice receiving treatments with vehicle or SFN for the same period for comparison. (**D**) Percent change in body weight of NRF2 KO and wild-type DIO mice at the end of the treatments shown in panel (**C**). (**E, F**) Daily food intake (**E**) and cumulative food intake (**F**) of the DIO NRF2 KO mice (n = 6 per group) during the treatment period. (**G, H**) Glucose tolerance test (GTT) (**G**) and the area under the curve (AUC) of the GTT (**H**) performed on NRF2 KO DIO mice (n = 6, 8) during the 3 weeks of vehicle or 5 mg/kg SFN treatment shown in (**A**). (**I–K**) HDAC6 KO or wild-type mice were fed HFD to induce obesity. The mice were then treated with vehicle or 5 mg/kg SFN by daily i.p. injections. Body weights (**I**), percent change in body weight (**J**), and daily food intakes (**K**) were recorded (n = 4–6 mice per group). *p<0.05, **p<0.01, ***p<0.001 by two-way ANOVA with Sidak correction (**A–I**).

**Figure 4—figure supplement 1.**
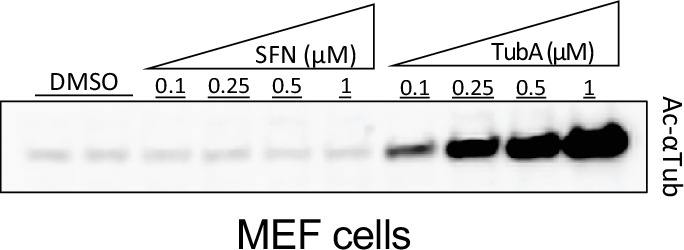
Effect of sulforaphane (SFN) on tubulin acetylation in mouse embryonic fibroblasts (MEFs). MEFs treated with DMSO as vehicle, SFN or the HDAC6-specific inhibitor Tubastatin A HCl (TubA) at the indicated doses for 24 hr. Tubulin acetylation (K40) was analyzed by Western blotting.

**Figure 4—figure supplement 2.**
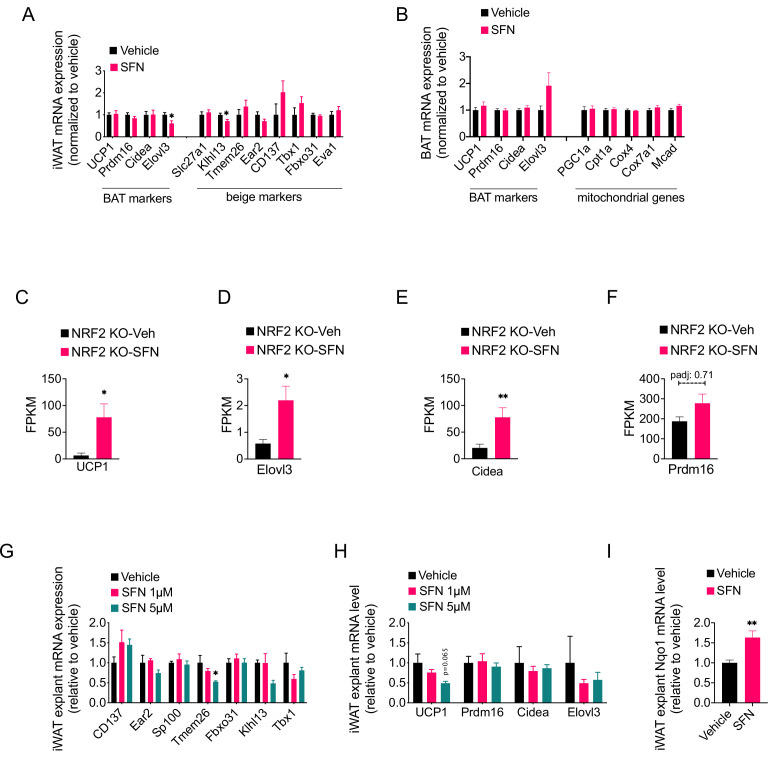
Sulforaphane (SFN) does not induce a beige or brown adipose-specific gene expression profile. (**A, B**) Diet-induced obese (DIO) wild-type mice were treated with vehicle or 5 mg/kg SFN for 1 week (n = 6–7 per group). The expression of brown adipose, beige adipose, and mitochondrial genes in inguinal white adipose tissue (iWAT) (**A**) and brown adipose tissue (BAT) (**B**) were analyzed by qPCR. (**C–F**) The fragments per kilobase of transcript per million mapped reads (FKPM) values of the BAT marker genes in iWAT of vehicle or SFN-treated DIO NRF2 KO mice. p-adjusted values (false discovery rate [FDR]) are indicated over the bar graphs. *padj<0.05, **padj<0.01 (See also Supplementary file 2). (**G–I**) The expression of beige-specific (**G**) and brown-related genes (**H**) and of *Nqo1* (**I**) in iWAT explants (n = 4–6 per group) from DIO wild-type mice were treated with vehicle or indicated doses of SFN for 24 hr. Gene expression was analyzed by qPCR. *p<0.05, **p<0.01, ***p<0.001 by Student’s *t*-test.

### SFN reverses obesity by increasing leptin action

SFN was proposed to confer protection from obesity, at least in part, by inducing adipose tissue browning (Nagata et al., 2017). We thus tested if SFN-treated mice had elevated markers of adipose tissue browning or beiging in various fat depots. Analysis of gene expression in inguinal white adipose tissue (iWAT) or brown adipose tissue (BAT) of wild-type DIO mice failed to detect a significant increase in the expression of markers of adipose tissue browning or beiging (Figure 4—figure supplement 2A and B). Surprisingly, SFN induced a significant increase in the expression of BAT-marker genes, such as *Ucp1*, in the iWAT of NRF2 KO mice (Figure 4—figure supplement 2C and F), potentially accounting for the small but significant weight loss effect observed in the NRF2 KO animals (Figure 4A and B). Treatment of wild-type iWAT explants with SFN did not alter the expression of either beige or brown adipose-specific genes (Figure 4—figure supplement 2G and H), while the NRF2 target gene NQO1 expression was significantly upregulated (Figure 4—figure supplement 2I), leading us to conclude that increased adipose tissue beiging or browning and associated fat thermogenesis are independent of the SFN-induced weight loss.

Our results indicate that daily SFN administration caused weight loss in DIO mice but not in standard chow-fed lean mice, hence supporting the model that the weight-reducing effect of SFN requires hyperleptinemia. We thus hypothesized that the effect of SFN is compromised in mice with disrupted leptin receptor signaling. We tested this hypothesis by examining the antiobesity effect of SFN on two established genetic models of obesity, namely, the leptin-deficient *Lep^ob/ob^* and the leptin receptor mutant *Lepr^db/db^* mice, both of which develop early-onset hyperphagic obesity due to deficient leptin signaling. To this end, we treated *Lepr^db/db^* mice with daily i.p. SFN injections for 4 weeks. During the course of treatment, *Lepr^db/db^* mice did not lose body weight and continued to consume comparable calories to the vehicle-treated counterparts, suggesting that the antiobesity effect of SFN was blunted in leptin receptor mutant *Lepr^db/db^* mice (Figure 5A–C). We next treated *Lep^ob/ob^* mice with vehicle or SFN and observed that *Lep^ob/ob^* mice also continued their normal weight gain and energy consumption during the period of SFN administration (Figure 5D–F). Notably, *Lepr^db/db^* or *Lep^ob/ob^* mice did not have improved glucose homeostasis during the SFN treatment as assessed by GTT (Figure 5—figure supplement 1A and B), suggesting that SFN improves the glucose metabolism (Figure 1I and J) mainly by weight reduction. These results collectively led us to conclude that the antiobesity effect of SFN required a functional leptin receptor signaling. Therefore, we tested whether SFN can lead to weight loss if the leptin deficiency in *Lep^ob/ob^* mice is restored. *Lep^ob/ob^* mice have functional leptin receptors and are very leptin sensitive (Coleman, 1973; Baskin et al., 1998). Thus, in order to assess if SFN could potentiate the weight-reducing effect of leptin, following 3 days of vehicle or SFN administration, we started co-treating the *Lep^ob/ob^* animals with 0.2 mg/kg leptin daily for the next 6 days (Figure 5G–I). While SFN alone did not alter the body weight or food intake of the *Lep^ob/ob^* mice, when it was administered in the presence of leptin, SFN led to a pronounced decrease in the food intake and body weights of the animals compared to leptin alone (Figure 5G–I), suggesting that the antiobesity effect of SFN required leptin.

**Figure 5.**
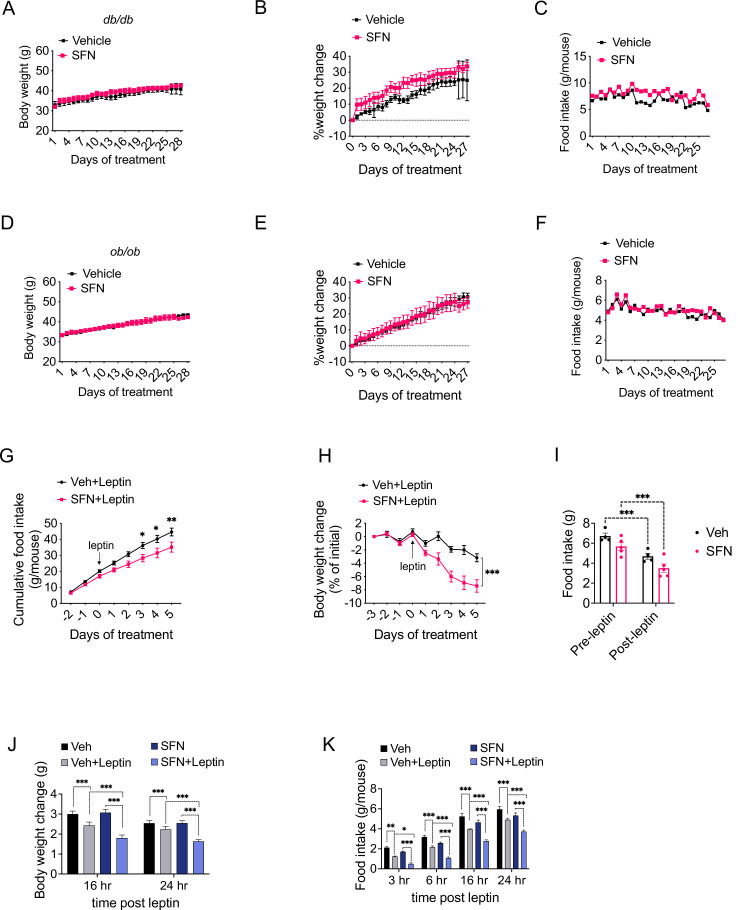
Sulforaphane (SFN) reduces obesity by improving leptin action. (**A–F**) Leptin signaling is required for SFN’s action. *Lepr^db/db^* mice (n = 3 per group) (**A–C**) and *Lep^ob/ob^* mice (n = 3 per group) (**D–F**) fed with normal chow diet were treated with vehicle or 5 mg/kg SFN for 4 weeks by daily i.p. injections. Body weight (**A, D**), percent change in body weights (**B, E**), and food intake (**C, F**) of the animals. (**G–I**) Cumulative food intake (**G**), body weight change (percent of initial) (**H**), and average daily food intakes (before and after leptin injections, **I**) of *Lep^ob/ob^* mice (n = 6 mice per group) pretreated for 3 days with vehicle or 5 mg/kg SFN, then started receiving daily i.p. injections of leptin (0.2 mg/kg). (**J, K**) Post 24 hr fast-refeeding kinetics in normal chow-fed lean wild-type mice (n = 15–16 mice per group) show the body weight change (**J**) and food intake (**K**) of mice that received single dose of vehicle, saline, 5 mg/kg SFN and/or 0.2 mg/kg leptin 1 hr before refeeding begins. *p<0.05, **p<0.01, ***p<0.001 by two-way ANOVA with Sidak correction (**A, B, D, E, G–I**), or Tukey’s post-hoc test (**J, K**).

**Figure 5—figure supplement 1.**
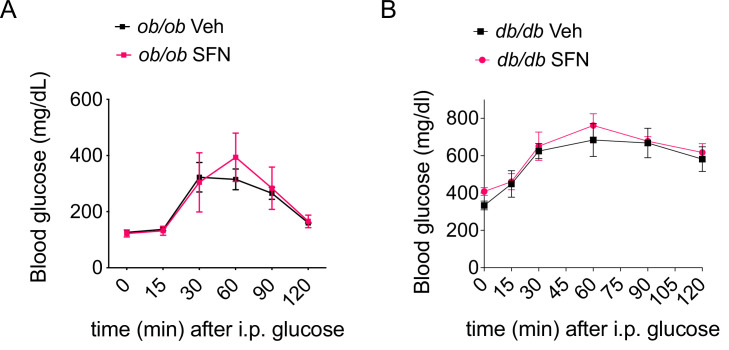
Sulforaphane (SFN) requires leptin action for improved glucose homeostasis. (**A, B**) Glucose tolerance test (GTT) conducted on 6 hr daytime fasted *Lep^ob/ob^* (**A**) or *Lepr^db/db^* (n = 4 mice per group) (**B**) mice fed with normal chow and treated with 3-week i.p. vehicle or 5 mg/kg SFN.

**Figure 5—figure supplement 2.**
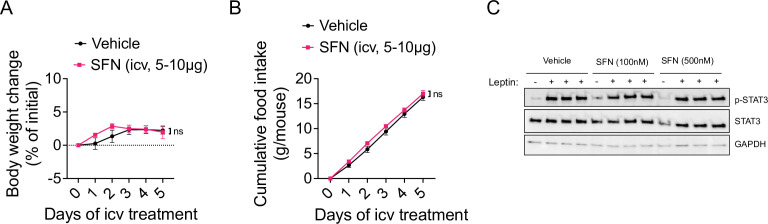
The antiobesity effect of sulforaphane (SFN) is not centrally mediated. (**A, B**) Diet-induced obese (DIO) wild-type mice were implanted a guide cannula into the lateral ventricle. Graphs show the body weight change (**A**) and food intakes (**B**) of the animals (n = 6–7 mice per group) that were infused with vehicle or SFN 5 µg for 3 days, then 10 µg for 2 days into the lateral ventricle. Statistics conducted by mixed effect analysis with Sidak correction. (**C**) Immortalized hypothalamic N1 cells were transfected with FLAG-tagged LepRb expression plasmids. Cells were treated with vehicle or SFN (100–500 nM) for 24 hr. Cells were then treated with 10, 33, 100 ng/mL leptin for 15 min, and the STAT3 phosphorylation at Y705 was analyzed by immunoblots.

**Figure 5—figure supplement 3.**
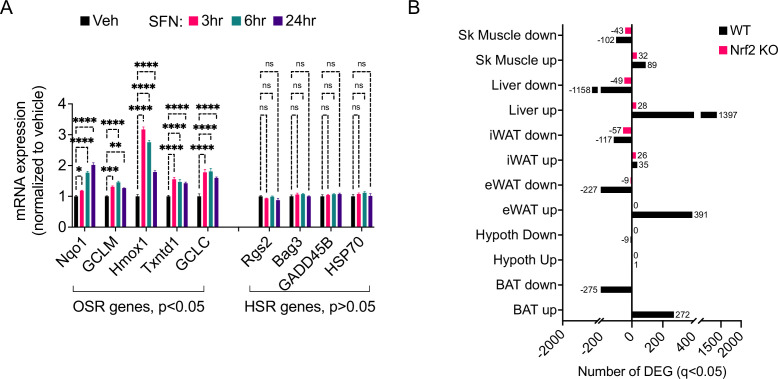
Sulforaphane (SFN) acts primarily in the periphery. (**A**) Analysis of expression of oxidative stress response (OSR) and heat shock response (HSR) genes following SFN (1 µM) treatment of mouse embryonic fibroblasts (MEFs) (n = 3 per group). *p<0.05, by one-way ANOVA with Dunnett correction. (**B**) RNAseq results from wild-type and NRF2 KO diet-induced obese (DIO) mice after SFN or vehicle indicate the number of differentially expressed genes (DEGs) in various tissues.

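Of the genes called here by limma in liver, 1698 were also called in the authors' deposited comparison, among 2384 of the authors' calls that the filter on low values kept. All 2384 of those had the same direction in both, but both comparisons used the same libraries, so this is not independent evidence of direction. Lcn2, Saa2 and Orm1, which encode acute-phase proteins, are among the genes called here in liver, and Orm1 rose from 1104 ± 178 to 7254 ± 2280 FPKM (SD, n = 5 and 5, log2 fold change 2.67, standard error 0.23, adjusted p = 0.000397). In eWAT 28 genes called here were among the 543 of the authors' calls that were kept, and in BAT 1 (Bcat2) among 517. Of the authors' calls kept in the other tissues, 186 in skeletal muscle, 134 in iWAT and 10 in the hypothalamus, 0 were called by limma here. At an unadjusted p under 0.05 limma reached 1174 genes in iWAT, and by DESeq2 those 3 tissues had 187, 169 and 11 calls.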

DIO mice develop hyperleptinemia due to excess adipose tissue accumulation; however, they do not respond to the anorectic effect of administered leptin due to obesity-associated leptin resistance (Enriori et al., 2007). Since the metabolic action of SFN requires high levels of leptin, we hypothesized that SFN induces weight loss in leptin-resistant DIO wild-type mice by increasing leptin sensitivity. In support of this hypothesis, lean wild-type mice with low circulating leptin concentrations fail to respond to weight-reducing effects of SFN treatment. We thus examined whether SFN can potentiate leptin action in lean wild-type mice when serum leptin levels are exogenously elevated. We treated fasted lean wild-type mice with either vehicle or SFN in combination with saline or leptin and monitored the food intake and weight changes in the animals during the refeeding period. As expected, leptin + vehicle attenuated the weight gain and food intake of the lean mice (Figure 5J and K), while the effects of saline + SFN and saline + vehicle on food intake and weight changes were not different. Notably, leptin + SFN-treated mice ate significantly less food and gained less weight than leptin + vehicle-treated animals (Figure 5J and K), suggesting that SFN increases the anorectic action of leptin.

### Skeletal muscle serves as the primary site of SFN action

Our results indicate that SFN confers protection against diet-induced obesity in an NRF2 and leptin-dependent manner. Leptin receptors are expressed throughout the body; however, the functional isoform, called LepRb, is predominantly expressed in central feeding centers, most notably in the hypothalamus. The arcuate nucleus of the hypothalamus (ARC) harbors GABAergic LepRb-positive neuronal populations that appear to be the key regulators of homeostatic feeding (Baskin et al., 1999; Zhu et al., 2020). The leptin resistance has also been predominantly mapped to the central nervous system (Xu et al., 2018a). Therefore, we next tested if SFN reduces obesity through its direct central action. Central administration of 5–10 µg of SFN for 5 days failed to reduce body weight or food intake of DIO mice (Figure 5—figure supplement 2A and B). Furthermore, SFN failed to enhance leptin receptor signaling in LepRb-expressing hypothalamic N1 cells (Figure 5—figure supplement 2C), suggesting that the leptin-sensitizing effect of SFN was not LepRb^+^-cell autonomous. Thus, we next probed the NRF2 activity in several metabolic tissues including the hypothalamus, liver, eWAT, iWAT, and skeletal muscle following peripheral SFN administration. Because *Hmox1* was the most upregulated OSR gene among others tested in the SFN-treated mouse embryonic fibroblasts (Figure 5—figure supplement 3A), we used the HMOX1 expression as a surrogate for NRF2 activation (Wagner et al., 2015).

Surprisingly, SFN treatment resulted in upregulation of HMOX1 expression only in the skeletal muscle but not in the other tissues that we analyzed (Figure 6A). This effect was NRF2 dependent as SFN failed to upregulate *Hmox1* expression in NRF2 KO mice (Figure 6B). These results suggested that the skeletal muscle is potentially a direct target tissue of SFN action. To understand the global transcriptional changes following SFN treatment, we conducted RNAseq on tissues from DIO wild-type mice following 1-week treatment with vehicle or SFN (Supplementary file 1). 

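The deposited data cover wild-type diet-induced obese mice in 6 tissues, the hypothalamus, inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), brown adipose tissue (BAT), liver and skeletal muscle. The mice were fed a diet with 60% of calories from fat for 16 to 20 weeks from 12 weeks of age, and then received vehicle or SFN at 5 mg/kg for 1 week. In each tissue 5 vehicle-treated mice (numbered 1 to 5) and 5 SFN-treated mice (numbered 6 to 10) were measured by bulk RNA sequencing, 60 libraries in all. The authors deposited gene expression as FPKM, which here are values scaled by gene length and one size factor per library, for genes placed on the mouse genome build mm10 (GRCm38). Read counts were recovered from the FPKM values, the gene lengths and the counts that the deposited comparison tables hold. Of the 38197 genes with a value above 0, 10204 came out as whole reads within a tolerance of 0.01 with the gene length of the comparison tables and 27449 with that of the annotation. For the other 544 the length was fitted so that reads are whole, so they do not test the recovery. Of the 146080 known counts 0 differed. The recovered depth per library was 15014550 to 25629640 reads. In the hypothalamus it was 16004237 to 17176322 (median 16942345) in the vehicle group and 16395616 to 19366259 (17853597) in the SFN group. iWAT libraries held 17516279 to 18833956 reads with vehicle (median 17936360) and 16405418 to 18852580 with SFN (median 17587021). eWAT libraries held 16848944 to 19283848 reads with vehicle (median 17576974) and 16162023 to 25629640 with SFN (median 17272534). In BAT it was 15769229 to 19607121 (median 16892485) in the vehicle group and 15014550 to 15889366 (15755624) in the SFN group. Liver libraries held 16669815 to 19991998 reads with vehicle (median 16986756) and 16658274 to 21602006 with SFN (median 18022638). In skeletal muscle it was 16614279 to 19637840 (median 17708753) in the vehicle group and 16536890 to 19605538 (17011272) in the SFN group. For each tissue, genes with a mean of at least 0.5 FPKM over its 10 libraries were tested with limma on log2(FPKM + 0.1), two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. EdgeR and DESeq2 were run on the recovered reads as other tools. In libraries simulated with known changes, DESeq2 made more false calls than limma in every tissue. In skeletal muscle 42 of its 231 calls were false, against 9 of 192 for limma. For a single gene, a two-sided exact permutation test of the 10 mice is also given, whose smallest possible p with 5 mice against 5 is 0.00794. Gene lists of pathways and cell types were compared with the other genes of the tissue by camera, a set test with a preset correlation between genes of 0.01, adjusted over all lists with at least 4 measured members. No list in any tissue passed when that correlation was estimated from the data. Of the 94 lists that camera called, fewer than 5 of 100 splits of the libraries into 5 and 5 were as strong for 26. Chance cannot be excluded for the others. The lists, the tests, the threshold and the rule for named genes were fixed before the data were examined. Levels are given as mean FPKM with the SD, and log2 fold changes as SFN over vehicle. The libraries from NRF2 KO mice were not part of these files.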

We also analyzed tissues from DIO NRF2 KO mouse tissues following vehicle or SFN treatments for comparison (Supplementary file 2). As tissues of interest, we focused our analysis on the adipose tissue depots (iWAT, eWAT, and BAT), liver, skeletal muscle, and the hypothalamus. 

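Liver had the largest number of changed genes, with 922 genes higher and 829 lower after SFN among the 13388 tested. In eWAT, 23 of 13908 genes rose and 6 fell. In BAT 1 of 13327 genes passed, Bcat2, the mitochondrial enzyme that starts the breakdown of branched-chain amino acids, which rose from 26.9 ± 0.669 to 38.8 ± 2.97 FPKM (SD, n = 5 and 5, log2 fold change 0.53, standard error 0.057, adjusted p = 0.0284). In iWAT 1 of 14142 genes passed, the unnamed gene model Gm49330 on chromosome 12 from 17993133 to 17993258, which was lower. It was chosen for naming after its values were seen. Limma called 0 genes in the hypothalamus (15522 tested, 1011 at an unadjusted p under 0.05) and 0 in skeletal muscle (12800 tested, 1745 at an unadjusted p under 0.05, smallest adjusted p 0.116). EdgeR called 2015 genes in liver, 32 in eWAT, 10 in BAT, 3 in skeletal muscle and 0 in iWAT and the hypothalamus. DESeq2 called 2564 in liver, 594 in eWAT, 570 in BAT, 187 in skeletal muscle, 169 in iWAT and 11 in the hypothalamus. These limma counts moved when single mice were left out. Each such fit compares 4 mice with 5, so a lost call can come from the smaller group as well as from the mouse. The liver count was 1158 without vehicle mouse 2, 1129 without 4, 919 without 5, 1148 without SFN mouse 7, 1046 without 8 and 992 without 10. That of eWAT was 0 without vehicle mouse 1 or 4, 8 without 2, 2 without 3, 7 without SFN mouse 6, 4 without 7 and 5 without 10. The call in iWAT was lost without vehicle mouse 1, 3, 4 or 5, and 4 genes passed without mouse 2. The call of Bcat2 was lost without vehicle mouse 1, 2, 3 or 5 (adjusted p = 0.0918, 0.0635, 0.0827 and 0.0635) or SFN mouse 8, 9 or 10 (0.167, 0.057 and 0.143), and the BAT count was 7 without vehicle mouse 4 or SFN mouse 6 and 3 without SFN mouse 7. In skeletal muscle 4 genes passed without SFN mouse 9 and in the hypothalamus 1 without SFN mouse 8.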

In the wild-type mice, the highest transcriptional changes were detected in the liver, and the least number of transcriptional changes were observed in the hypothalamus (Figure 5—figure supplement 3B, Figure 6—figure supplement 1), which might be explained by the highly heterogenous nature of the hypothalamus. This is also in agreement with LepRb-positive cells representing only a small population of the hypothalamus (Allison et al., 2018). In NRF2 KO mice, the number of SFN-induced transcriptional changes were significantly reduced compared to the wild-type counterparts (Figure 5—figure supplement 3B). 

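The genes with the largest rises in wild-type liver were mostly secreted proteins of the acute-phase response. Saa2 and Saa1 encode the serum amyloid A proteins. Saa2 rose from 164 ± 121 to 6180 ± 1830 FPKM (SD, n = 5 and 5), a log2 fold change of 5.57 (standard error 0.53, adjusted p = 0.000473), and Saa1 rose by 4.72 (adjusted p = 0.00112). These paralogs are near-identical, so how reads were shared between them is uncertain. Lcn2, an iron-scavenging lipocalin, rose from 47.4 to 1635 FPKM (5.21 on the log2 scale), Orm2, an acid glycoprotein with the near-identical paralog Orm1, from 70.1 to 1073 FPKM (4.06), Apcs, serum amyloid P component, from 137 to 1689 FPKM (3.51) and Serpina3n, a serine protease inhibitor, from 397 to 5475 FPKM (3.50). Mt1, a metal-binding metallothionein close to Mt2 in sequence, rose by 3.399, Tm4sf20, a membrane protein, by 3.56 and Crybb3, a crystallin, by 4.38. A2m, a protease inhibitor of plasma, had the largest rise, from 0.0374 to 47.7 FPKM, and its call was lost without vehicle mouse 2 or 5 (adjusted p = 0.0506 and 0.0564) or SFN mouse 7, 8 or 10 (0.0547, 0.053 and 0.0573). Among the largest falls were Dbp, a clock-controlled transcription factor, from 27.3 to 6.54 FPKM (-2.01, adjusted p = 0.0185), Cyp2a5, a xenobiotic-metabolizing cytochrome P450 (-1.89), Cyp46a1, a cholesterol hydroxylase (-1.83), and Acaa1b, a thiolase of peroxisomal fatty acid oxidation (-1.79). Inmt, an amine methyltransferase (-1.76), Fads3, a fatty acid desaturase family member (-1.83), Krt23, a keratin (-1.77), Defb1, an antimicrobial defensin (-1.72), and Hcn3, an ion channel (-2.31), also fell. The largest fall was that of Rgs16, a regulator of G protein signaling, from 94.4 to 11.7 FPKM (-3.90), and its call was lost without vehicle mouse 5 (adjusted p = 0.0573) or SFN mouse 10 (0.0537). For all 20 of these genes the 5 SFN-treated mice did not overlap the 5 vehicle-treated mice (exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). They were picked by the size of the change among protein-coding genes that passed with a mean of at least 1 FPKM and no overlap, so this p follows from the choice.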

While SFN treatment altered the expression of 2555 genes in the liver of wild-type mice, only 77 genes were significantly regulated in the NRF2 KO mouse liver, with similar trends of lower number of differentially expressed genes detected in tissues from KO mice (Figure 5—figure supplement 3B).

**Figure 6.**
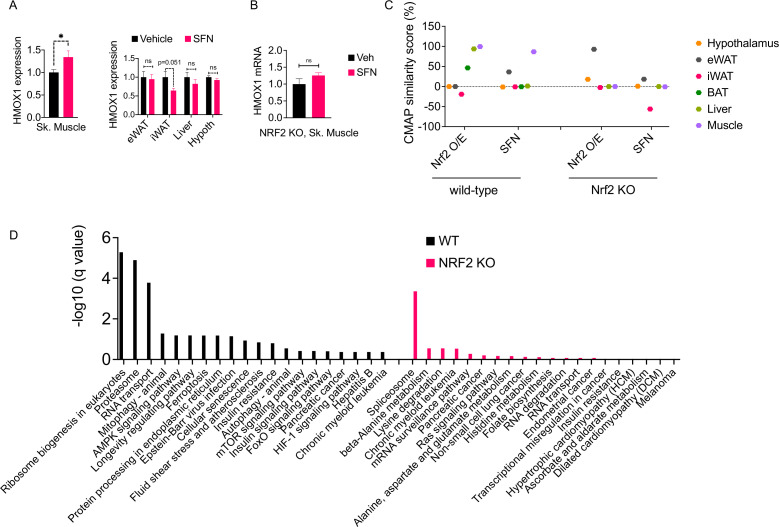
The molecular signature of sulforaphane (SFN) action in the obese mice. (**A**) The expression of NRF2-target gene *Hmox1* in the gastrocnemius skeletal muscle (left panel), and eWAT, inguinal white adipose tissue (iWAT), liver, the hypothalamus (right panel) measured by qPCR of diet-induced obese (DIO) wild-type mice (n = 7 per group) following 1 week of vehicle or 5 mg/kg SFN treatments. *p<0.05, calculated by Student’s *t*-test. (**B**) *Hmox1* mRNA expression measured by qPCR in the skeletal muscle of DIO NRF2 KO mice (n = 8 per group) following i.p. vehicle or 5 mg/kg SFN treatments. (**C, D**) RNAseq was conducted on DIO wild-type NRF2 KO mouse tissues following vehicle or SFN treatment (n = 5 per tissue, per treatment). (**C**) Connectivity Map (CMap) correlation score of the SFN gene expression signature from each tissue. (**D**) KEGG enrichment pathway analysis of skeletal muscle based on the RNAseq results from WT DIO (left panel) and NRF2 KO DIO (right panel) mice.

**Figure 6—figure supplement 1.**
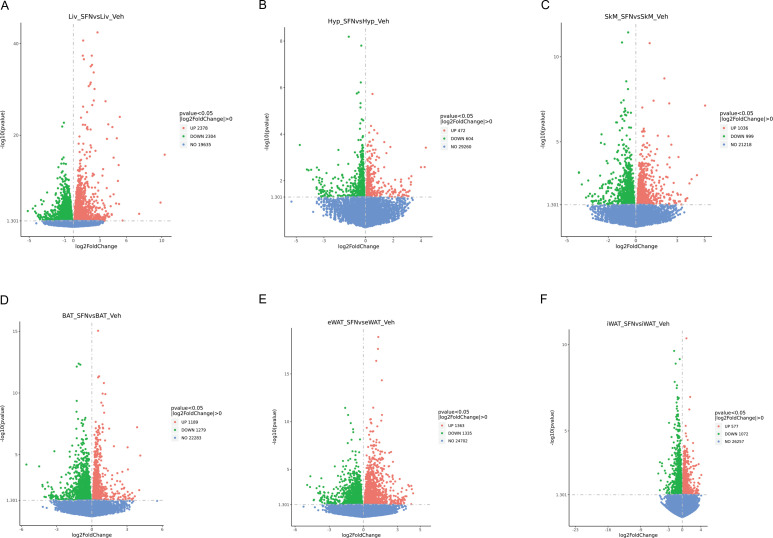
RNAseq results of the vehicle vs. sulforaphane (SFN)-treated wild-type diet-induced obese (DIO) mice. (**A**) Volcano plots for genes at p<0.05 from the RNAseq of liver (Liv, **A**), the hypothalamus (Hyp, **B**), skeletal muscle (SkM, **C**), brown adipose tissue (BAT, **D**), eWAT (**E**), and inguinal white adipose tissue (iWAT) (**F**).

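At an unadjusted p under 0.05 from limma, liver had 1944 higher and 2108 lower genes after SFN, where chance alone would give 669 of the genes tested. Of the liver genes named for size, which were limited to those with no overlap of the groups, acute-phase genes such as Saa2 lie far to the right of such a plot. Rgs16, Hcn3 and Dbp lie far to the left. BAT had 1110 higher and 943 lower genes (chance 666), with Bcat2 among the higher, and eWAT 1063 higher and 794 lower (chance 695), with Fcgr1, an Fc receptor of macrophages, among the higher and Nr1d1, a clock repressor, among the lower. Skeletal muscle had 719 higher and 1026 lower genes (chance 640), iWAT 379 higher and 795 lower (chance 707) and the hypothalamus 558 higher and 453 lower (chance 776). A stricter description counts genes whose 5 SFN-treated and 5 vehicle-treated mice did not overlap. Liver had 1614 such genes (106 by chance), eWAT 669 (110) and BAT 513 (106). In skeletal muscle they numbered 347 (102 by chance), in iWAT 221 (112) and in the hypothalamus 152 (123). Genes at an unadjusted p under 0.05 are not calls, since many genes were tested without adjustment. The chance numbers are expected counts, and as neighbors in a pathway vary together, counts can stray far from them by chance.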

**Figure 6—figure supplement 2.**
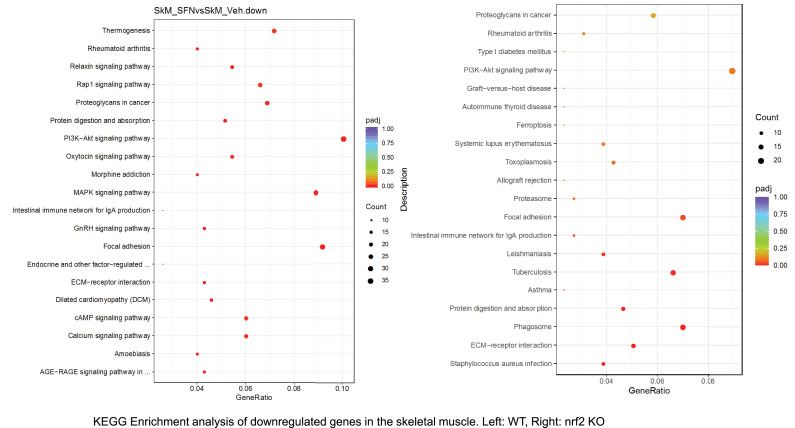
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in skeletal muscle of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

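In skeletal muscle, genes that FoxO factors and fasting induce were higher as a list after SFN. Splits of these libraries into 5 and 5 that were as strong numbered 17 of 100, and 20 for heat shock genes. Chance cannot be excluded for either list. Mt1, a metallothionein close in sequence to Mt2, had 9.04 ± 1.64 FPKM (SD, n = 5) in vehicle-treated and 53.1 ± 43.9 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 2.06 (standard error 0.56, adjusted p = 0.228), with the SFN-treated mice all above the vehicle-treated mice (exact permutation test, p = 0.00794). Cdkn1a, the p21 inhibitor of the cell cycle, had 1.74 (adjusted p = 0.267), Fbxo32 and Trim63, the ubiquitin ligases of muscle atrophy, 1.08 and 0.70, and Pdk4, which blocks pyruvate oxidation, 0.81. Of 17 FoxO and fasting genes in skeletal muscle, 16 had positive log2 fold changes (median 0.54), and the list was higher than the other genes (camera adjusted p = 3.75e-06, adjusted p = 0.476 with an estimated correlation). For single FoxO and fasting genes limma gave 0 calls over all genes (edgeR 0, DESeq2 3 higher), 0 adjusted over the list alone and 7 higher at an unadjusted p under 0.05. Their mean on the log2 FPKM scale was 5.12, 5.44 and 5 in SFN mice 7, 8 and 10, and 4.1 and 3.89 in SFN mice 6 and 9, near the 3.81 to 4.02 of the vehicle-treated mice. Heat shock genes in skeletal muscle were higher as a list (camera adjusted p = 0.0168, adjusted p = 0.575 with an estimated correlation), with 10 of 11 log2 fold changes positive and a median of 0.28. By limma 0 heat shock genes passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 1 higher at an unadjusted p under 0.05. Hsp90aa1, an inducible chaperone, had 0.36 (adjusted p = 0.301), and Hspb1, a small heat shock protein, 0.35. The heat shock list averaged 5, 5.38 and 4.93 on the log2 FPKM scale in SFN mice 7, 8 and 10, and 4.75 and 4.7 in SFN mice 6 and 9, within the 4.54 to 4.87 of the vehicle-treated mice. The call of heat shock in skeletal muscle was lost without vehicle mouse 5 (adjusted p = 0.0519), SFN mouse 7 (0.0521) or SFN mouse 8 (0.062).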

**Figure 6—figure supplement 3.**
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. . Dot plots of KEGG, Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in skeletal muscle of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

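In skeletal muscle, collagens and other matrix genes were lower as a list after SFN, and so were subunits of the respiratory chain. As strong were 6 of 100 splits of these libraries for extracellular matrix, 24 for oxidative phosphorylation and 27 for red blood cell genes. Chance cannot be excluded for these lists. Lum, the matrix proteoglycan lumican, had 7.96 ± 1.14 FPKM (SD, n = 5) in vehicle-treated and 4.27 ± 0.906 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of -0.90 (standard error 0.15, adjusted p = 0.116), and the SFN-treated mice were all below the vehicle-treated mice (exact permutation test, p = 0.00794). Col3a1, a fibrillar collagen, had -1.09 (adjusted p = 0.162), and Col6a1, a microfibril collagen, -0.83 (adjusted p = 0.162). Among 24 extracellular matrix genes in skeletal muscle the median log2 fold change was -0.56, with 22 values negative, and the list was lower than the other genes (camera adjusted p = 7.88e-11, adjusted p = 0.465 with an estimated correlation). In skeletal muscle limma called 0 extracellular matrix genes over all genes (edgeR 0, DESeq2 9 lower), 13 lower adjusted over the list alone, and 15 lower at an unadjusted p under 0.05. Oxidative phosphorylation subunits in skeletal muscle had a median log2 fold change of -0.18, with 74 of 75 values negative, and the list was lower than the other genes (camera adjusted p = 1.96e-10, adjusted p = 0.751 with an estimated correlation). For single oxidative phosphorylation subunits limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 9 lower at an unadjusted p under 0.05. Cox5a, of cytochrome c oxidase, had -0.24 (adjusted p = 0.301), and Ndufb8, of complex I, -0.25. Of 5 red blood cell genes in skeletal muscle, 5 had negative log2 fold changes (median -0.72), and the list was lower than the other genes (camera adjusted p = 0.035, adjusted p = 0.751 with an estimated correlation). By limma 0 red blood cell genes passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 1 lower at an unadjusted p under 0.05. Hba-a1 and Hbb-bs, globins with near-identical copies, had -0.72 and -0.75. The call of erythrocytes in skeletal muscle was lost without vehicle mouse 2 or 4 (adjusted p = 0.0941 and 0.158) or SFN mouse 8, 9 or 10 (0.0905, 0.112 and 0.135).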

**Figure 6—figure supplement 4.**
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in skeletal muscle of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 5.**
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in skeletal muscle of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 6.**
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in skeletal muscle of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 7.**
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in skeletal muscle of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 8.**
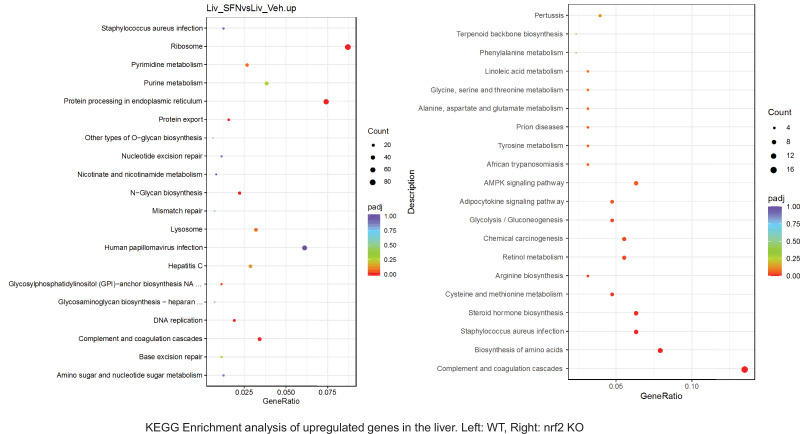
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in liver of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

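Acute-phase and ER protein folding genes were higher as lists in liver after SFN. Of 19 acute-phase genes, 17 rose and 0 fell (18 higher adjusted over the list alone, median 1.87, 0 lower by edgeR or DESeq2 or at an unadjusted p under 0.05). As a list they were higher than the other genes (camera adjusted p = 8.65e-20, adjusted p = 0.323 with an estimated correlation). The fibrinogen chain genes Fga and Fgb, which the hepatocyte list holds, rose by 1.40 (adjusted p = 0.00869) and 1.55 (adjusted p = 0.00128), as did Ahsg, fetuin A (0.65). These were the 3 of 10 hepatocyte genes that rose, and 0 fell (3 higher adjusted over the list alone, 0 lower at an unadjusted p under 0.05 and by edgeR, 1 by DESeq2). The median was 0.038 (camera adjusted p = 0.207, adjusted p = 0.655 with an estimated correlation). Of 33 ER protein folding genes, 22 rose and 0 fell (27 higher adjusted over the list alone, median 0.59, 0 lower by edgeR or DESeq2 or at an unadjusted p under 0.05). The list as a whole was higher (camera adjusted p = 1.87e-13, and adjusted p = 0.323 with an estimated correlation). Pdia6, a protein disulfide isomerase, rose from 123 ± 16.9 to 249 ± 54.8 FPKM (SD, n = 5 and 5, log2 fold change 1.00, standard error 0.16, adjusted p = 0.0057), Calr, the chaperone calreticulin, by 0.93, and Sec61b, of the translocon, by 0.59. Of 20 DNA replication and cell cycle genes, 6 rose and 1 fell (7 higher and 1 lower adjusted over the list alone, median 0.31, camera adjusted p = 0.00391, adjusted p = 0.323 with an estimated correlation). Mcm6, of the replicative helicase, rose from 2.07 to 4.13 FPKM (0.96, adjusted p = 0.00683), and Rfc2, of the clamp loader, rose by 0.49. Macrophage markers did not move with the acute-phase genes. Macrophage markers in liver did not pass as a list (camera adjusted p = 0.433, adjusted p = 0.808 with an estimated correlation), with 11 of 14 log2 fold changes negative and a median of -0.13. Single macrophage markers that limma called over all genes numbered 0 (edgeR 0, DESeq2 0), against 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. They passed as lower without vehicle mouse 1 (adjusted p = 0.0237).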

**Figure 6—figure supplement 9.**
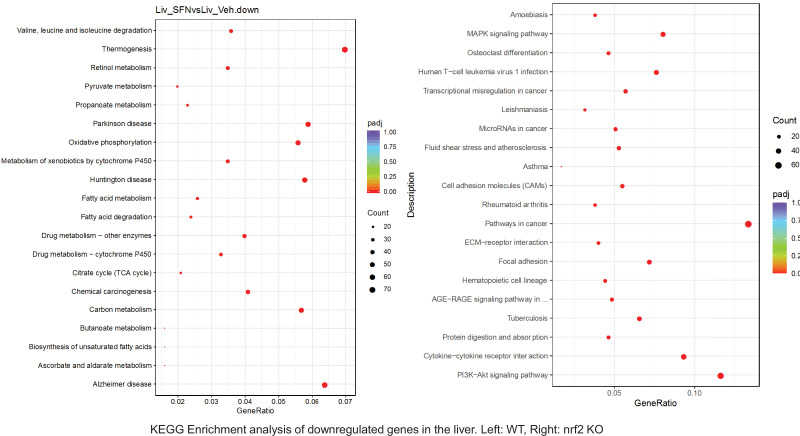
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG, Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in liver of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

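Genes of fatty acid oxidation, drug metabolism, the respiratory chain and the extracellular matrix were lower as lists in liver after SFN. Of 25 fatty acid oxidation genes, 13 fell and 0 rose (16 lower adjusted over the list alone, median -0.35, 0 higher by edgeR or DESeq2 or at an unadjusted p under 0.05). Camera placed this list lower than the other genes, with adjusted p = 7.89e-08, and with adjusted p = 0.323 with an estimated correlation. Acadm, the medium-chain acyl-CoA dehydrogenase, fell from 177 ± 7.41 to 121 ± 11.8 FPKM (SD, n = 5 and 5, log2 fold change -0.55, standard error 0.075, adjusted p = 0.00345), and Ehhadh, of the peroxisomal pathway, fell by 1.15. Of 26 drug metabolism genes, 13 fell and 0 rose (adjusted over the list alone 1 higher and 18 lower, median -0.70, 1 higher at an unadjusted p under 0.05, 0 higher by edgeR or DESeq2). Gsta3 and Gstt2, glutathione transferases, had -1.14 (adjusted p = 0.00672) and -0.73, and Ephx1, an epoxide hydrolase, -0.54. Against the other genes the list was lower (camera adjusted p = 1.13e-08, adjusted p = 0.323 with an estimated correlation). Of 75 nuclear-encoded oxidative phosphorylation subunits, 33 fell and 0 rose (adjusted over the list alone 2 higher and 42 lower, median -0.22, 2 higher at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2). Uqcrb, of complex III, fell by 0.56 (adjusted p = 0.00848). Taken together, they were lower than the other genes (camera adjusted p = 1.66e-12, adjusted p = 0.323 with an estimated correlation). Beside them, 6 of 13 transcripts of the mitochondrial genome fell and 0 rose (7 lower adjusted over the list alone, median -0.43, 0 higher by edgeR or DESeq2 or at an unadjusted p under 0.05, camera adjusted p = 2.41e-06, adjusted p = 0.323 with an estimated correlation). The transcript mt-Nd3, of complex I, had -0.86 (adjusted p = 0.0113). Of 22 extracellular matrix genes, 14 fell and 2 rose (2 higher and 17 lower adjusted over the list alone, median -0.67). Col14a1, a fibril-associated collagen, fell from 14.5 to 5.98 FPKM (-1.27, adjusted p = 0.000626), Mmp2, a matrix protease, fell by 0.82, and Fn1, fibronectin, rose by 0.85 (adjusted p = 0.0053). As a list they were lower than the other genes (camera adjusted p = 1.08e-07, adjusted p = 0.323 with an estimated correlation). Of 8 adipocyte markers in liver 3 fell and 0 rose (3 lower adjusted over the list alone, 0 higher by edgeR or DESeq2 or at an unadjusted p under 0.05), among them Cidec, a lipid droplet protein (-1.66), and Pparg, a lipogenic nuclear receptor (-0.90). The list was lower (camera adjusted p = 0.0187, adjusted p = 0.323 with an estimated correlation), and its call was lost without SFN mouse 7 (adjusted p = 0.0594).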

**Figure 6—figure supplement 10.**
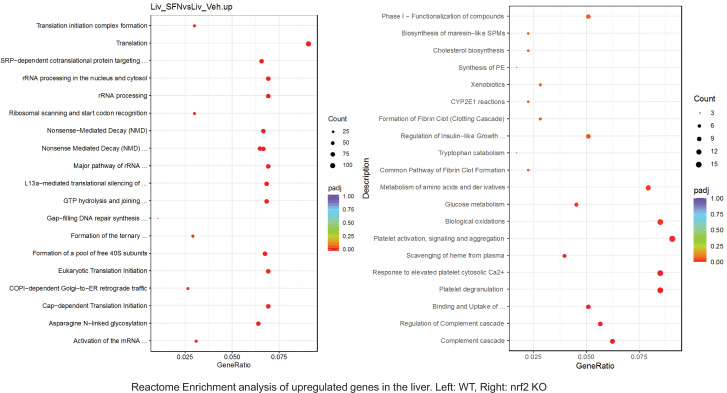
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in liver of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 11.**
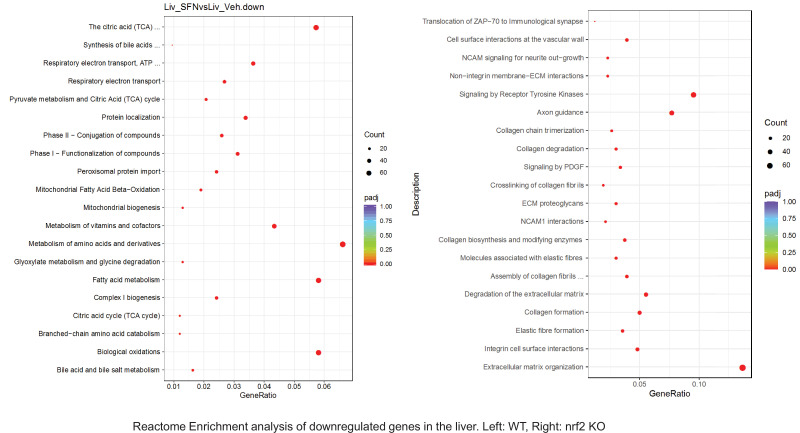
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in liver of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 12.**
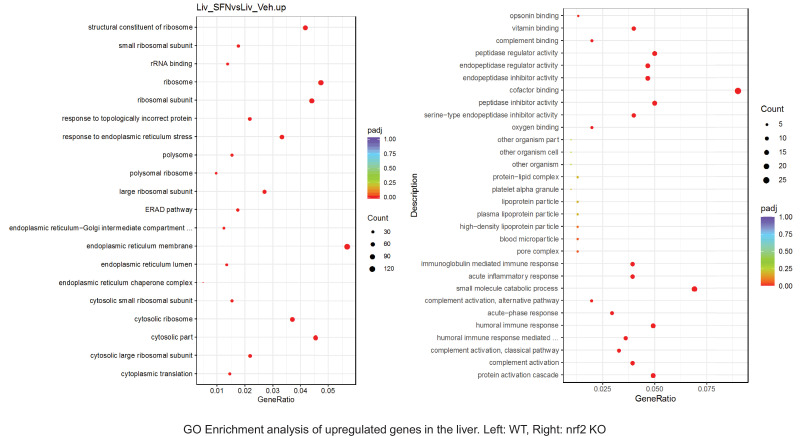
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in liver of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 13.**
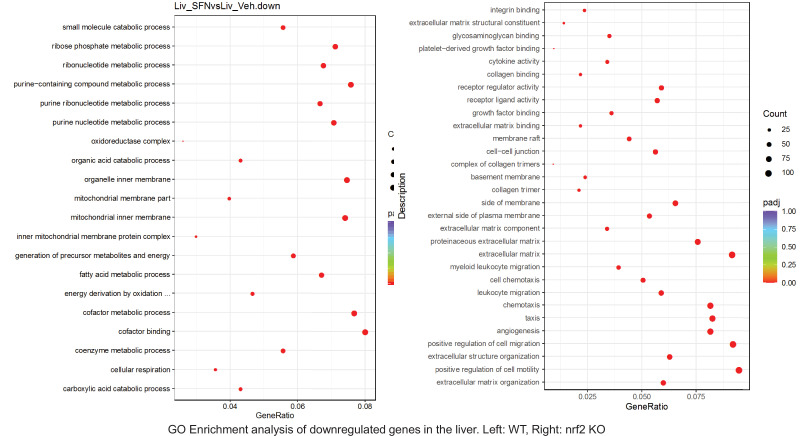
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in liver of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 14.**
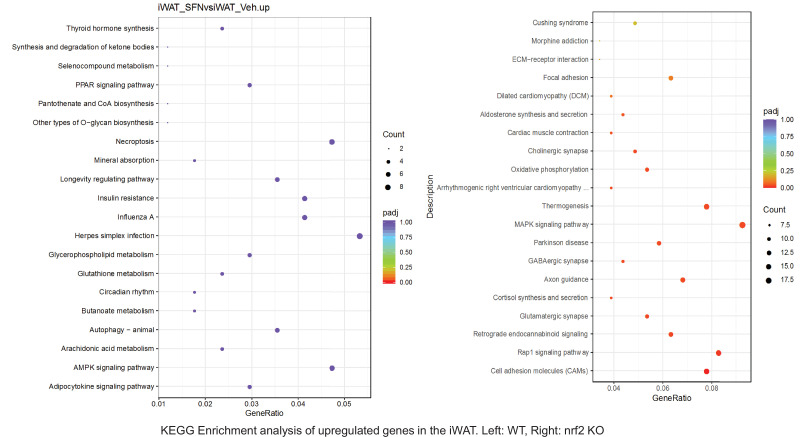
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in inguinal white adipose tissue (iWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

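In iWAT, lymphocyte markers were high in 4 of the 10 libraries, vehicle mouse 2 and SFN mice 6, 7 and 8. Cd79a, a subunit of the B cell receptor, had 28.5 ± 60.2 FPKM (SD, n = 5) in vehicle-treated and 59.9 ± 55.8 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 2.19 (standard error 1.99, adjusted p = 0.721), and Cd8a, of cytotoxic T cells, had 2.03 (adjusted p = 0.688). T cell markers averaged 3.38, 3.22, 2.53 and 2.76 on the log2 FPKM scale in those 4 mice and -1.83 to -0.79 in the other 6. Among 12 T cell markers in iWAT the median log2 fold change was 1.60, with 12 values positive, and the list was higher than the other genes (camera adjusted p = 0.00174, adjusted p = 0.957 with an estimated correlation). For single T cell markers limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. B cell markers averaged 5.67, 5.28, 4.63 and 5.19 in the same mice and -0.51 to 1.3 in the others. B cell markers in iWAT had a median log2 fold change of 1.95, with 7 of 8 values positive, and the list did not pass as a whole (camera adjusted p = 0.172, adjusted p = 0.999 with an estimated correlation). By limma 0 B cell markers passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 1 lower at an unadjusted p under 0.05. They passed as higher without vehicle mouse 2 (adjusted p = 0.0161) or SFN mouse 9 (0.0312). Of 31 interferon-stimulated genes in iWAT, 23 had positive log2 fold changes (median 0.19), and the list was higher than the other genes (camera adjusted p = 0.000786, adjusted p = 0.957 with an estimated correlation). In iWAT limma called 0 interferon-stimulated genes over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone, and 1 higher at an unadjusted p under 0.05. Bst2, an antiviral membrane tether, had 0.22, and Irf7, an interferon regulatory factor, 0.37. The call of interferon-stimulated genes in iWAT was lost without SFN mouse 6 (adjusted p = 0.118). Ribosomal protein genes in iWAT were higher as a list (camera adjusted p = 0.0135, adjusted p = 0.999 with an estimated correlation), with 65 of 79 log2 fold changes positive and a median of 0.091. For single ribosomal protein genes limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. The call of ribosomal proteins in iWAT was lost without vehicle mouse 1, 3, 4 or 5 (adjusted p = 0.0933, 0.0536, 0.14 and 0.515) or SFN mouse 6, 7 or 8 (0.366, 0.496 and 0.22). With the B cell list as a covariate, chosen after seeing the data, ribosomal proteins in iWAT were lower (adjusted p = 4.4e-07) and the call of T cells in iWAT was lost (adjusted p = 0.0576). Among 100 splits of these libraries into 5 and 5, 49 were as strong for T cells, 31 for interferon-stimulated genes and 67 for ribosomal proteins. Chance cannot be excluded for these lists.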

**Figure 6—figure supplement 15.**
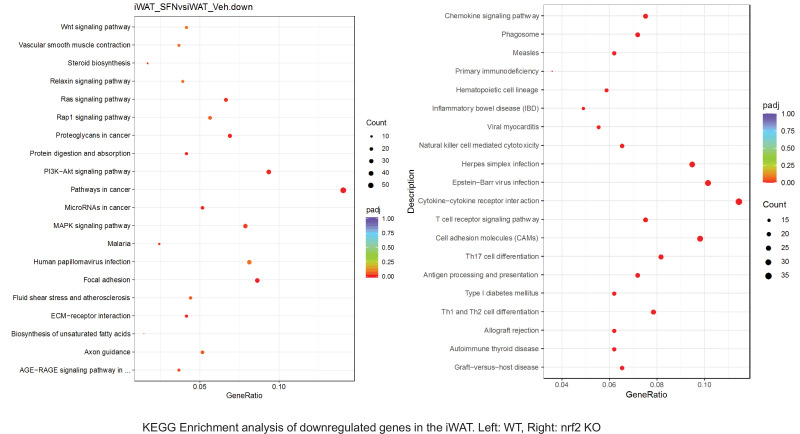
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG, Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in inguinal white adipose tissue (iWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

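In iWAT, matrix, lipogenic, sterol and endothelial genes were lower as lists after SFN, with 0 members past the threshold over all genes by limma. Splits of these libraries as strong were 2 of 100 for cholesterol synthesis, 3 for endothelium and 4 for fatty acid synthesis. They were 6 for extracellular matrix and 67 for muscle fibres. Chance cannot be excluded for the matrix and muscle fibre lists, and the other counts are not adjusted over the lists. Col6a3, a microfibril collagen, had 41.7 ± 12.0 FPKM (SD, n = 5) in vehicle-treated and 18.7 ± 6.07 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of -1.16 (standard error 0.26, adjusted p = 0.329) (exact permutation test, p = 0.0159), and Col15a1, of basement membranes, had -1.001 (adjusted p = 0.359). Among 24 extracellular matrix genes in iWAT the median log2 fold change was -0.53, with 22 values negative, and the list was lower than the other genes (camera adjusted p = 1.78e-07, adjusted p = 0.957 with an estimated correlation). By limma 0 extracellular matrix genes passed over all genes (edgeR 0, DESeq2 5 lower) and 6 lower adjusted over the list alone, with 11 lower at an unadjusted p under 0.05. Fatty acid synthesis genes in iWAT had a median log2 fold change of -0.49, with 19 of 20 values negative, and the list was lower than the other genes (camera adjusted p = 4.72e-08, adjusted p = 0.957 with an estimated correlation). Single fatty acid synthesis genes that limma called over all genes numbered 0 (edgeR 0, DESeq2 4 lower), against 5 lower adjusted over the list alone and 9 lower at an unadjusted p under 0.05. Scd2, a stearoyl-CoA desaturase, had -1.23 (adjusted p = 0.293), and Fasn, fatty acid synthase, -1.003 (adjusted p = 0.441). Of 22 cholesterol synthesis genes in iWAT, 22 had negative log2 fold changes (median -0.45), and the list was lower than the other genes (camera adjusted p = 2.57e-09, adjusted p = 0.957 with an estimated correlation). For single cholesterol synthesis genes limma gave 0 calls over all genes (edgeR 0, DESeq2 5 lower), 9 lower adjusted over the list alone and 11 lower at an unadjusted p under 0.05. Sqle, squalene epoxidase, had -0.67. Endothelial markers in iWAT were lower as a list (camera adjusted p = 2.38e-05, adjusted p = 0.957 with an estimated correlation), with 10 of 10 log2 fold changes negative and a median of -0.30. By limma 0 endothelial markers passed over all genes (edgeR 0, DESeq2 1 lower) and 2 lower adjusted over the list alone, with 6 lower at an unadjusted p under 0.05. Kdr, a receptor of vascular endothelial growth factor, had -0.58 (adjusted p = 0.359). Among 10 muscle fibre markers in iWAT the median log2 fold change was -2.32, with 9 values negative, and the list was lower than the other genes (camera adjusted p = 0.0398, adjusted p = 0.957 with an estimated correlation). In iWAT limma called 0 muscle fibre markers over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone, and 0 at an unadjusted p under 0.05. The call of skeletal muscle fibres in iWAT was lost without vehicle mouse 2 or 4 (adjusted p = 0.0711 and 0.968) or SFN mouse 9 or 10 (0.177 and 0.106). Adipocyte markers averaged 8.23, 8.53, 8.98 and 8.39 on the log2 FPKM scale in mice 2, 6, 7 and 8, the 4 libraries with many lymphocyte transcripts, and 8.88 to 9.01 in the other 6.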

**Figure 6—figure supplement 16.**
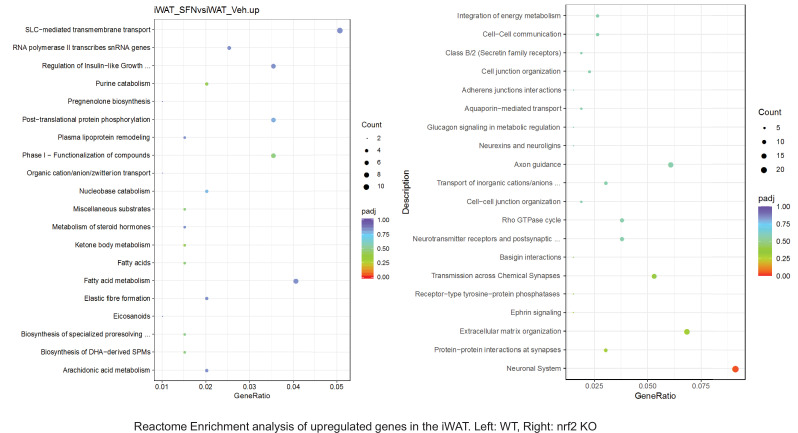
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in inguinal white adipose tissue (iWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 17.**
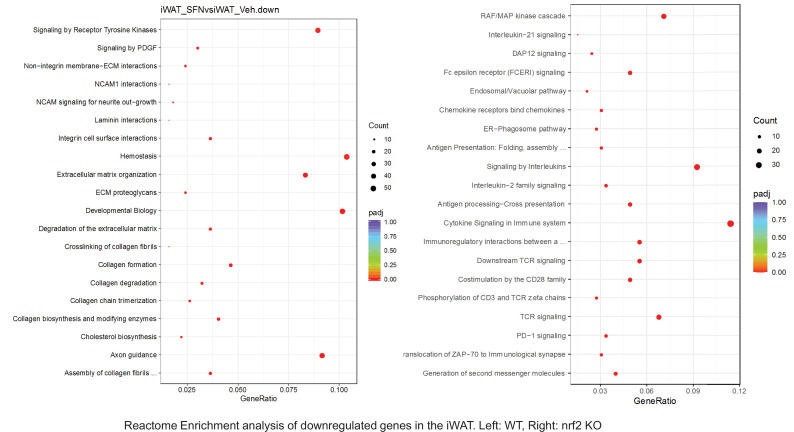
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in inguinal white adipose tissue (iWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 18.**
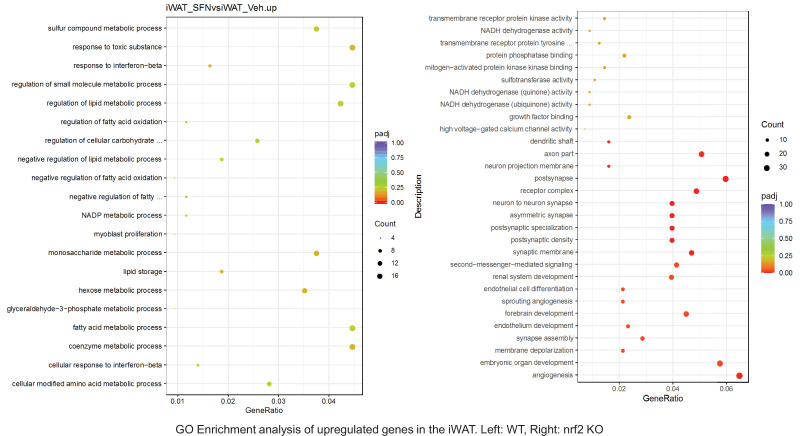
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in inguinal white adipose tissue (iWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 19.**
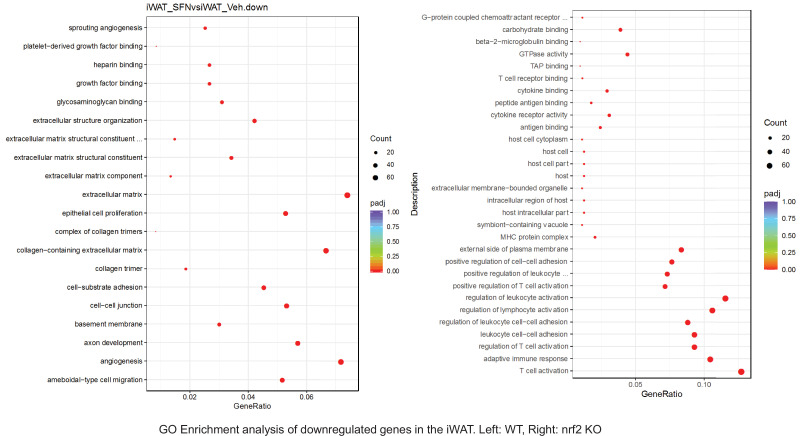
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in inguinal white adipose tissue (iWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 20.**
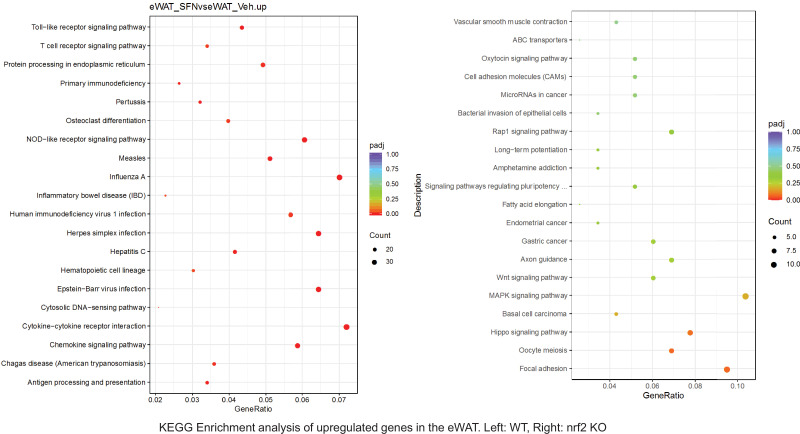
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in epididymal white adipose tissue (eWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

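In eWAT, macrophage markers, interferon-stimulated genes and T cell markers were higher as lists after SFN, and adipocyte markers were lower. Of 100 splits of these libraries into 5 and 5, the treatment included, 1 was as strong for macrophages and 2 for interferon-stimulated genes. For T cells 25 were, for ribosomal proteins 35 and for adipocytes 54. Chance cannot be excluded for the lists with 25 or more, and the other counts are not adjusted over the lists. Fcgr1, an activating Fc receptor, rose from 13.0 ± 2.42 to 41.0 ± 15.4 FPKM (SD, n = 5 and 5, log2 fold change 1.59, standard error 0.25, adjusted p = 0.0371). The inhibitory Fc receptor Fcgr2b rose by 1.121 (adjusted p = 0.0156), and the tetraspan membrane proteins Ms4a4a, Ms4a6b and Ms4a6c by 1.57, 1.297 and 1.28. Kng2, a kininogen, rose by 1.52, Tmem8, a membrane protein, by 1.22 and Prg4, lubricin, by 0.94. Of 31 interferon-stimulated genes, 1 rose, Ifit1 (1.09, adjusted p = 0.0453), and 0 fell. Adjusted over the list alone 28 were higher, the median was 0.64, and 0 were lower at an unadjusted p under 0.05 or by edgeR or DESeq2. The list as a whole was higher (camera adjusted p = 2.85e-22, and adjusted p = 0.434 with an estimated correlation). Isg15, a ubiquitin-like modifier, had 1.26 (adjusted p = 0.068). Of 15 macrophage markers, 1 rose, Fcgr1, and 0 fell (6 higher adjusted over the list alone, median 0.45, 0 lower by edgeR or DESeq2 or at an unadjusted p under 0.05). Camera placed this list higher than the other genes, with adjusted p = 6.07e-08, and with adjusted p = 0.434 with an estimated correlation. C1qa, of complement, had 1.09 (adjusted p = 0.082). Of 33 ER protein folding genes, 1 rose, Pdia4, a disulfide isomerase (0.79, adjusted p = 0.0361), and 0 fell (9 higher adjusted over the list alone, median 0.25, 0 lower by edgeR or DESeq2 or at an unadjusted p under 0.05). Against the other genes the list was higher (camera adjusted p = 3.12e-09, adjusted p = 0.434 with an estimated correlation). Ribosomal protein genes in eWAT had a median log2 fold change of 0.21, with 78 of 79 values positive, and the list was higher than the other genes (camera adjusted p = 1.8e-10, adjusted p = 0.661 with an estimated correlation). For single ribosomal protein genes limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 2 higher at an unadjusted p under 0.05. Of 8 T cell markers in eWAT, 8 had positive log2 fold changes (median 0.89), and the list was higher than the other genes (camera adjusted p = 0.00456, adjusted p = 0.645 with an estimated correlation). By limma 0 T cell markers passed over all genes (edgeR 0, DESeq2 1 higher) and 1 higher adjusted over the list alone, with 2 higher at an unadjusted p under 0.05. Their mean was 1.66 on the log2 FPKM scale in SFN mouse 9 and -1.17 to 0.35 in the other 9 mice, and the call of T cells in eWAT was lost without SFN mouse 9 (adjusted p = 0.339). Adipocyte markers in eWAT were lower as a list (camera adjusted p = 0.0283, adjusted p = 0.688 with an estimated correlation), with 11 of 13 log2 fold changes negative and a median of -0.42. Single adipocyte markers that limma called over all genes numbered 0 (edgeR 0, DESeq2 0), against 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. The call of adipocytes in eWAT was lost without vehicle mouse 4 (adjusted p = 0.0924), vehicle mouse 5 (0.488) or SFN mouse 9 (0.304). Each limma call named here in eWAT was lost in some fits with a mouse left out. Fcgr1 was lost without vehicle mouse 1, 2, 3, 4 or 5 (adjusted p = 0.137, 0.0885, 0.0814, 0.0959 and 0.0556) or SFN mouse 6, 7 or 10 (0.102, 0.0864 and 0.117), while its log2 fold change in those fits stayed at 1.471 to 1.67. Ifit1 was lost without vehicle mouse 1, 2, 3, 4 or 5 (adjusted p = 0.141, 0.121, 0.122, 0.085 and 0.0689) or SFN mouse 6, 7 or 10 (0.118, 0.112 and 0.0779) and Pdia4 without vehicle mouse 1, 2, 3, 4 or 5 (adjusted p = 0.0933, 0.0885, 0.092, 0.112 and 0.0506) or SFN mouse 7, 8 or 10 (0.0911, 0.0509 and 0.0753). Fcgr2b was lost without vehicle mouse 1 (adjusted p = 0.0647), vehicle mouse 3 (0.0529) or vehicle mouse 4 (0.0633), Ms4a4a without vehicle mouse 1 (adjusted p = 0.0696), vehicle mouse 3 (0.0619) or vehicle mouse 4 (0.0688), Ms4a6b without vehicle mouse 1 (adjusted p = 0.0647) or vehicle mouse 4 (0.0582) and Ms4a6c without vehicle mouse 1 (adjusted p = 0.0647) or vehicle mouse 4 (0.0582). The call of Kng2 was lost without vehicle mouse 1, 3 or 4 (adjusted p = 0.0933, 0.0814 and 0.085) or SFN mouse 6, 7 or 10 (0.0676, 0.0864 and 0.0753), that of Tmem8 without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.0933, 0.0885, 0.0814 and 0.107) or SFN mouse 6, 7, 9 or 10 (0.0953, 0.0902, 0.0568 and 0.0753) and that of Prg4 without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.137, 0.116, 0.0927 and 0.107) or SFN mouse 6, 7, 8, 9 or 10 (0.0736, 0.105, 0.0567, 0.0649 and 0.0753). Isg15 passed without SFN mouse 9 (adjusted p = 0.0478).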

**Figure 6—figure supplement 21.**
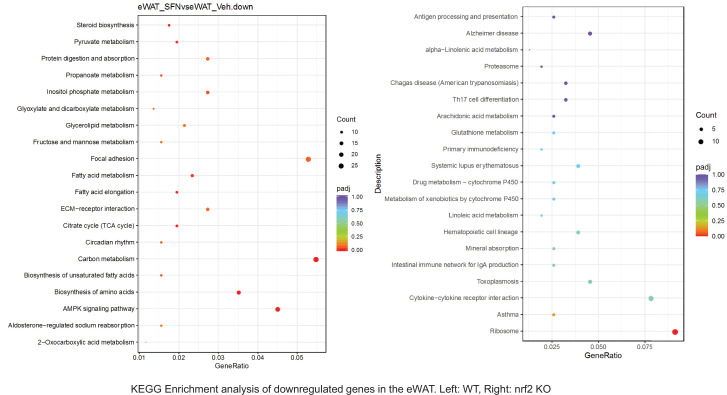
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG, Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in epididymal white adipose tissue (eWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

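The clock repressor Nr1d1 and 2 collagen genes were among the genes that fell in eWAT after SFN. Nr1d1 fell from 10.6 ± 3.69 to 3.54 ± 0.608 FPKM (SD, n = 5 and 5, log2 fold change -1.51, standard error 0.20, adjusted p = 0.0295). Nrep, a neuronal regeneration protein also made by fibroblasts, fell by 1.29 (adjusted p = 0.0295), and Gpc1, the proteoglycan glypican 1, by 0.85. Pdgfa, a growth factor, fell by 0.65. Of 24 extracellular matrix genes, 2 fell, Col15a1 (-1.11, adjusted p = 0.0295) and Col6a3 (-0.91), and 0 rose (adjusted over the list alone 1 higher and 6 lower, median -0.25, 1 higher at an unadjusted p under 0.05, 0 higher by edgeR or DESeq2). Taken together, they were lower than the other genes (camera adjusted p = 0.00015, adjusted p = 0.548 with an estimated correlation). Of 17 circadian clock genes, 1 fell, Nr1d1, and 0 rose (adjusted over the list alone 1 higher and 4 lower, median -0.23, 2 higher at an unadjusted p under 0.05, 0 higher by edgeR and 1 by DESeq2). As a list they were lower than the other genes (camera adjusted p = 0.0283, adjusted p = 0.434 with an estimated correlation). The call of the circadian clock in eWAT was lost without vehicle mouse 5 (adjusted p = 0.0808) or SFN mouse 7 (0.0516). Among 8 brown and beige fat genes in eWAT the median log2 fold change was -0.66, with 7 values negative, and the list was lower than the other genes (camera adjusted p = 0.013, adjusted p = 0.434 with an estimated correlation). For single brown and beige fat genes limma gave 0 calls over all genes (edgeR 0, DESeq2 2 lower), 2 lower adjusted over the list alone and 2 lower at an unadjusted p under 0.05. Adipocyte markers were lower in the same libraries (median -0.42, camera adjusted p = 0.0283, adjusted p = 0.688 with an estimated correlation), and both lists were highest in vehicle mouse 5 and lowest in SFN mouse 9. With the adipocyte list as a covariate, chosen after seeing the data, the median of brown and beige fat in eWAT was -0.346 (adjusted p = 0.0255). Otop1, a proton channel, had -1.07 (adjusted p = 0.136). Ribosome biogenesis factors in eWAT had a median log2 fold change of -0.082, with 36 of 53 values negative, and the list was lower than the other genes (camera adjusted p = 0.00106, adjusted p = 0.434 with an estimated correlation). By limma 0 ribosome biogenesis factors passed over all genes (edgeR 0, DESeq2 1 lower) and 1 lower adjusted over the list alone, with 9 lower at an unadjusted p under 0.05. Ltv1, a maturation factor of the small subunit, had -0.27 (adjusted p = 0.0721). The call of Nr1d1 was lost without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.0788, 0.0602, 0.0705 and 0.085) or SFN mouse 6, 7 or 10 (0.0676, 0.0864 and 0.0753), that of Col15a1 without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.0933, 0.0602, 0.0814 and 0.085) or SFN mouse 7 or 10 (0.0864 and 0.0779) and that of Pdgfa without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.137, 0.0705, 0.092 and 0.145) or SFN mouse 6, 7, 8 or 10 (0.0789, 0.0902, 0.059 and 0.127). Gpc1 was lost without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.0933, 0.102, 0.0884 and 0.0633) or SFN mouse 6, 7, 8 or 10 (0.0953, 0.0902, 0.0514 and 0.101), Col6a3 without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.0933, 0.0705, 0.0814 and 0.0859) or SFN mouse 7, 8 or 10 (0.0864, 0.0503 and 0.0814) and Nrep without vehicle mouse 1, 3 or 4 (adjusted p = 0.0647, 0.0814 and 0.085) or SFN mouse 6, 7 or 10 (0.0676, 0.0902 and 0.0753).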

**Figure 6—figure supplement 22.**
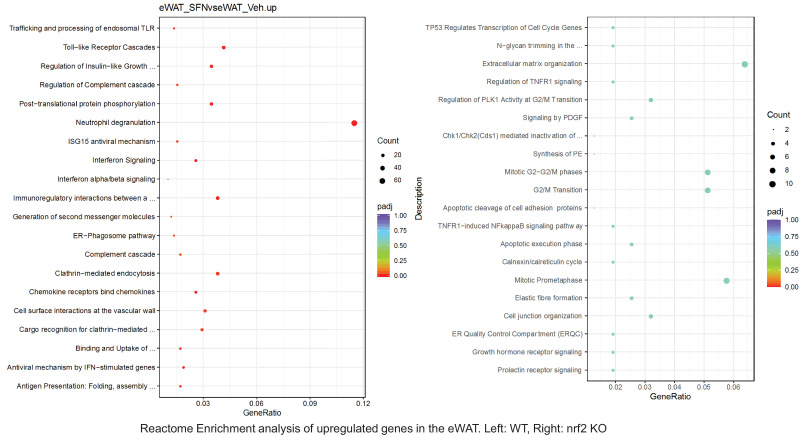
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in epididymal white adipose tissue (eWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 23.**
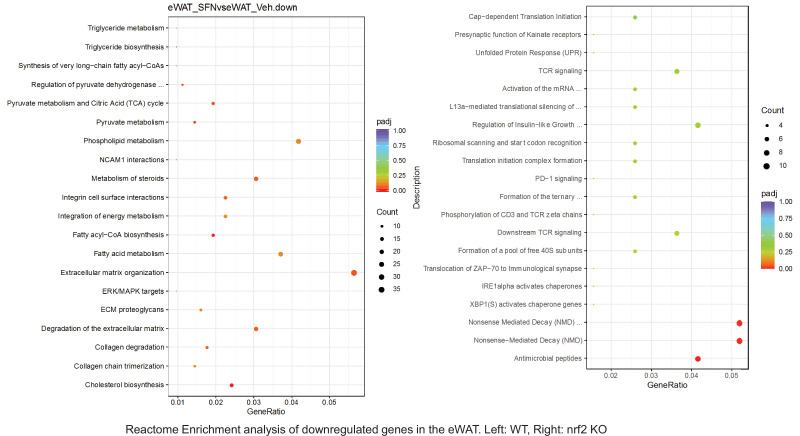
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in epididymal white adipose tissue (eWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 24.**
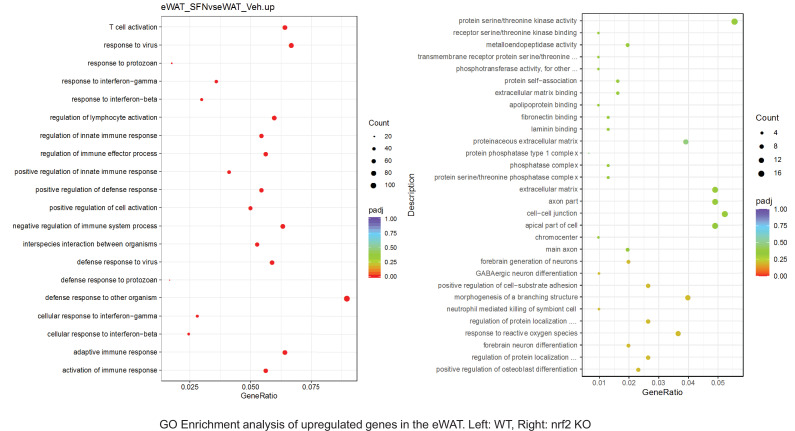
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in epididymal white adipose tissue (eWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 25.**
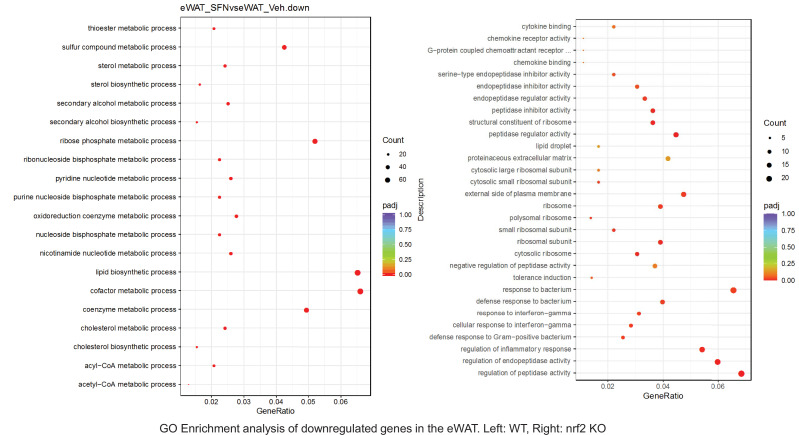
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in epididymal white adipose tissue (eWAT) of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 26.**
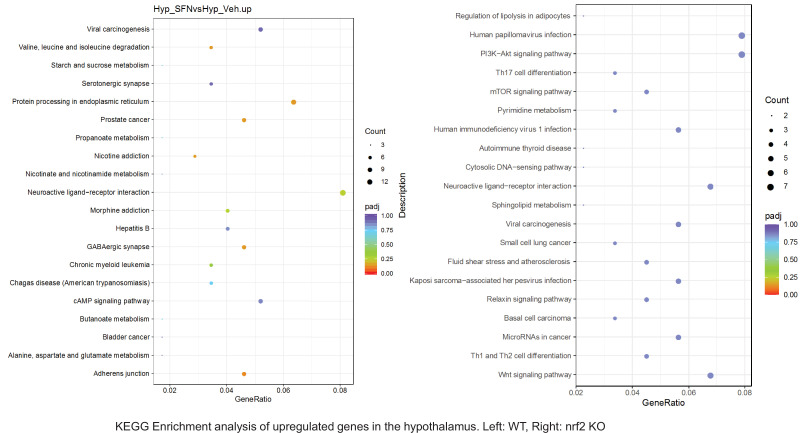
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in hypothalamus of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

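In the hypothalamus, ER chaperone genes were higher as a list after SFN, by small amounts per gene. Hspa5, the ER chaperone BiP, had 63.8 ± 6.79 FPKM (SD, n = 5) in vehicle-treated and 73.1 ± 4.77 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 0.20 (standard error 0.074, adjusted p = 0.745) (exact permutation test, p = 0.0476). Hsp90b1, an ER chaperone of the Hsp90 family, had 0.15 (adjusted p = 0.68), and Calr, calreticulin, 0.14. Of 33 ER protein folding genes in the hypothalamus, 26 had positive log2 fold changes (median 0.074), and the list was higher than the other genes (camera adjusted p = 0.000532, adjusted p = 0.529 with an estimated correlation). In the hypothalamus limma called 0 ER protein folding genes over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone, and 7 higher at an unadjusted p under 0.05. Heat shock genes in the hypothalamus did not pass as a list (camera adjusted p = 0.0656, adjusted p = 0.613 with an estimated correlation), with 10 of 11 log2 fold changes positive and a median of 0.074. For single heat shock genes limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. They passed as a list without vehicle mouse 4 or 5 (adjusted p = 0.0139 and 0.00164) or SFN mouse 6 or 9 (0.016 and 0.0475). Hsph1, a chaperone of the Hsp110 family, had 0.16.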

**Figure 6—figure supplement 27.**
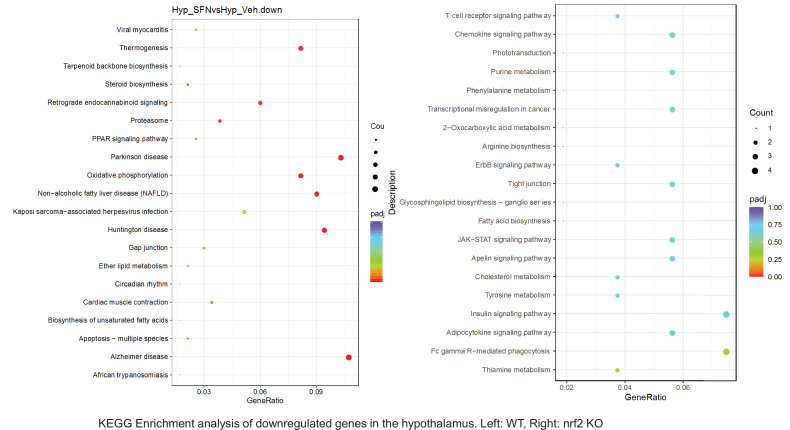
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of KEGG, Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in hypothalamus of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

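In the hypothalamus, nuclear-encoded respiratory chain subunits, proteasome subunits, sterol synthesis genes and myelin genes were lower as lists after SFN, by small amounts per gene. Mag, a myelin-associated glycoprotein, had a log2 fold change of -0.26 (adjusted p = 0.651). Among 8 oligodendrocyte genes in the hypothalamus the median log2 fold change was -0.18, with 7 values negative, and the list was lower than the other genes (camera adjusted p = 4.12e-06, adjusted p = 0.529 with an estimated correlation). By limma 0 oligodendrocyte genes passed over all genes (edgeR 0, DESeq2 2 lower) and 4 lower adjusted over the list alone, with 5 lower at an unadjusted p under 0.05. Oxidative phosphorylation subunits in the hypothalamus had a median log2 fold change of -0.079, with 71 of 75 values negative, and the list was lower than the other genes (camera adjusted p = 2.88e-15, adjusted p = 0.529 with an estimated correlation). Single oxidative phosphorylation subunits that limma called over all genes numbered 0 (edgeR 0, DESeq2 0), against 0 adjusted over the list alone and 15 lower at an unadjusted p under 0.05. Ndufa5, of complex I, had -0.18 (adjusted p = 0.695). Of 22 cholesterol synthesis genes in the hypothalamus, 21 had negative log2 fold changes (median -0.12), and the list was lower than the other genes (camera adjusted p = 2.79e-08, adjusted p = 0.529 with an estimated correlation). For single cholesterol synthesis genes limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 2 lower adjusted over the list alone and 7 lower at an unadjusted p under 0.05. Mvd, a decarboxylase of the mevalonate pathway, had -0.32, and Hmgcs1, which makes HMG-CoA, -0.21. Proteasome subunits in the hypothalamus were lower as a list (camera adjusted p = 6.04e-09, adjusted p = 0.529 with an estimated correlation), with 32 of 33 log2 fold changes negative and a median of -0.069. By limma 0 proteasome subunits passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 9 lower at an unadjusted p under 0.05. Psmd14, a deubiquitinase of the lid, had -0.15 (adjusted p = 0.681). Among 5 red blood cell genes in the hypothalamus the median log2 fold change was -0.86, with 5 values negative, and the list was lower than the other genes (camera adjusted p = 0.0038, adjusted p = 0.529 with an estimated correlation). In the hypothalamus limma called 0 red blood cell genes over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone, and 1 lower at an unadjusted p under 0.05. Hba-a1 and Hbb-bs, globins with near-identical copies, had -0.86 and -0.84. Ribosomal protein genes in the hypothalamus were lower as a list as well (camera adjusted p = 3.36e-08, adjusted p = 0.613 with an estimated correlation), with 73 of 79 log2 fold changes negative and a median of -0.055. Limma called 0 of them over all genes, and 26 of 100 splits of the libraries were as strong.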

**Figure 6—figure supplement 28.**
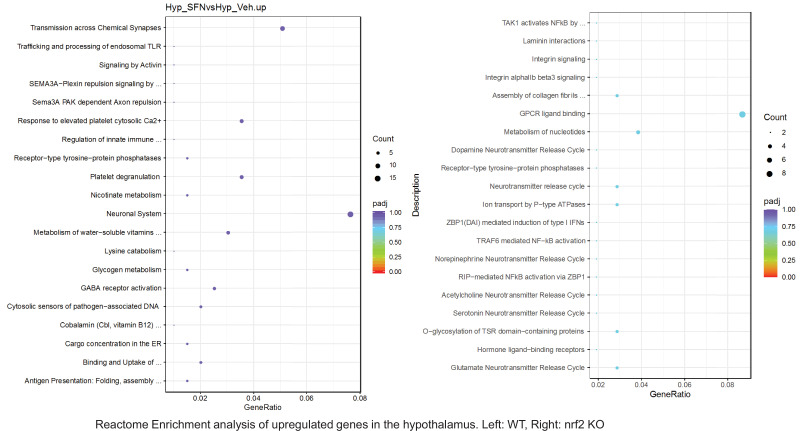
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in hypothalamus of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 29.**
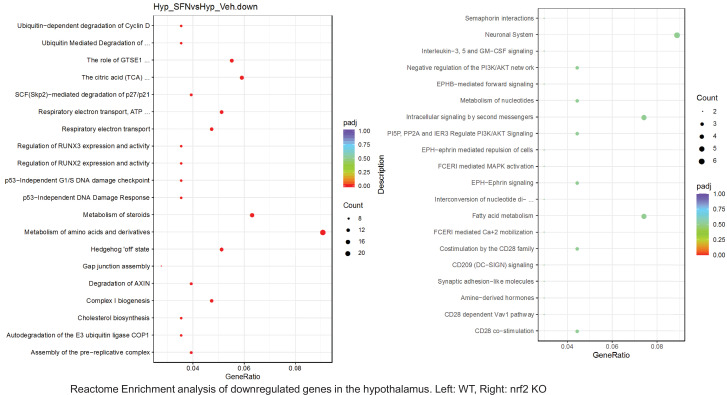
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in hypothalamus of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 30.**
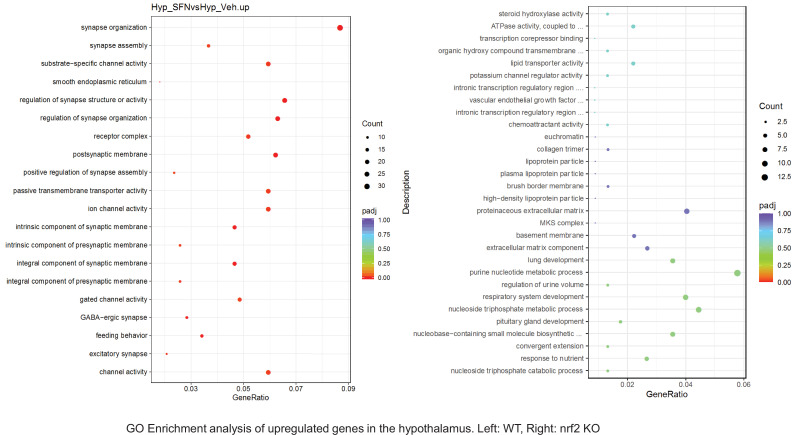
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in hypothalamus of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 31.**
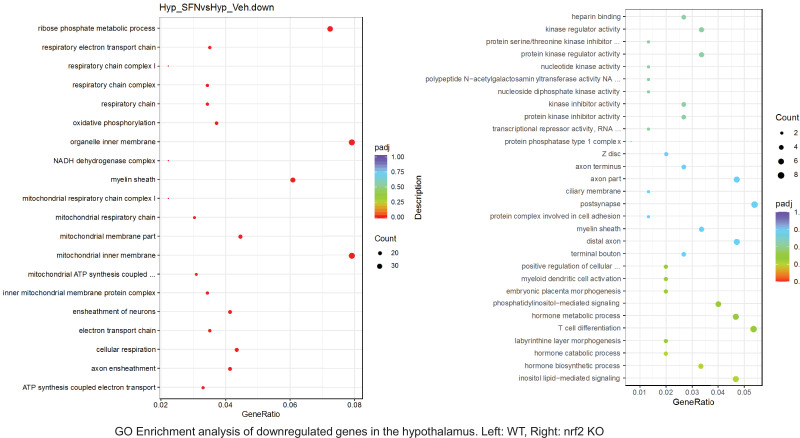
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO and NRF2 KO DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in hypothalamus of WT DIO and NRF2 KO DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 32.**
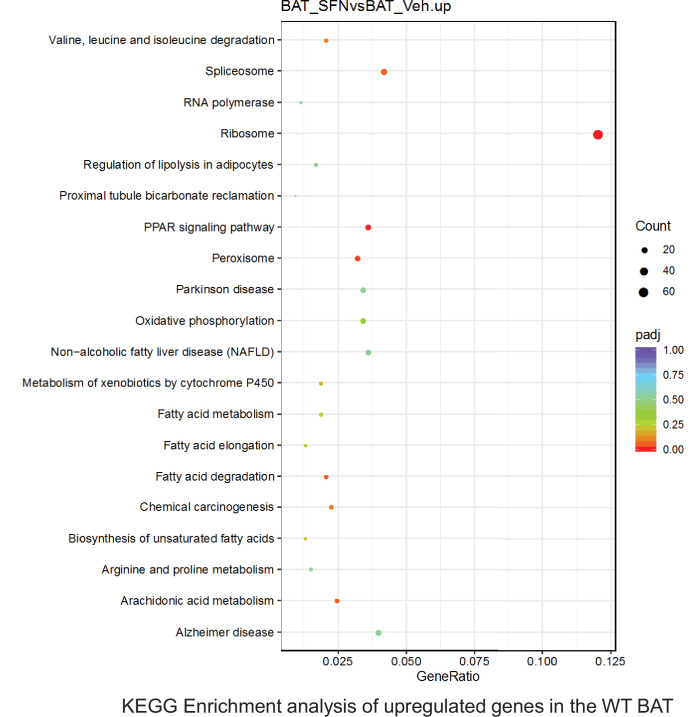
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO mice. Dot plots of KEGG Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in brown adipose tissue (BAT) of WT DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

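In BAT, acute-phase genes, brown fat markers, chaperones and nuclear-encoded respiratory chain subunits were higher as lists after SFN by camera, and transcripts of the mitochondrial genome were lower. Of 100 splits of these libraries into 5 and 5, 3 were as strong for acute phase. For ER protein folding 10 were, for brown and beige fat 14, heat shock 24, endothelium 24, mitochondrial transcripts 31 and oxidative phosphorylation 56. Chance cannot be excluded for any of these lists. For acute phase another split had a smaller camera p (3.69e-09 against 1.12e-06), and its count is not adjusted over the lists. Hp, haptoglobin, had 831 ± 90.1 FPKM (SD, n = 5) in vehicle-treated and 1846 ± 594 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 1.10 (standard error 0.20, adjusted p = 0.0682) (exact permutation test, p = 0.00794), Lcn2, an iron-scavenging lipocalin, 2.63 (adjusted p = 0.0843), and C3, of complement, 0.90 (adjusted p = 0.0808). Acute-phase genes in BAT had a median log2 fold change of 0.79, with 9 of 10 values positive, and the list was higher than the other genes (camera adjusted p = 9.78e-06, adjusted p = 0.288 with an estimated correlation). For single acute-phase genes limma gave 0 calls over all genes (edgeR 0, DESeq2 5 higher), 6 higher adjusted over the list alone and 6 higher at an unadjusted p under 0.05. Of 17 brown and beige fat genes in BAT, 14 had positive log2 fold changes (median 0.21), and the list was higher than the other genes (camera adjusted p = 0.0133, adjusted p = 0.546 with an estimated correlation). By limma 0 brown and beige fat genes passed over all genes (edgeR 0, DESeq2 1 higher) and 1 higher adjusted over the list alone, with 3 higher at an unadjusted p under 0.05. Fabp3, a fatty acid-binding protein, had 0.52 (adjusted p = 0.0761), Elovl3, an elongase, 0.99 (adjusted p = 0.309), Cidea, a lipid droplet protein, 0.11, and Ucp1, the uncoupling protein, 0.03. Oxidative phosphorylation subunits in BAT were higher as a list (camera adjusted p = 0.000503, adjusted p = 0.613 with an estimated correlation), with 65 of 75 log2 fold changes positive and a median of 0.08. Single oxidative phosphorylation subunits that limma called over all genes numbered 0 (edgeR 0, DESeq2 0), against 0 adjusted over the list alone and 11 higher and 1 lower at an unadjusted p under 0.05. The call of oxidative phosphorylation in BAT was lost without vehicle mouse 2 (adjusted p = 0.253). Among 13 mitochondrial transcripts in BAT the median log2 fold change was -0.10, with 10 values negative, and the list was lower than the other genes (camera adjusted p = 0.0192, adjusted p = 0.58 with an estimated correlation). For single mitochondrial transcripts limma gave 0 calls over all genes (edgeR 0, DESeq2 1 lower), 0 adjusted over the list alone and 1 lower at an unadjusted p under 0.05. The call of mitochondrial transcripts in BAT was lost without vehicle mouse 3 (adjusted p = 0.213), vehicle mouse 5 (0.0616) or SFN mouse 7 (0.0795). Endothelial markers in BAT had a median log2 fold change of 0.13, with 9 of 10 values positive, and the list was higher than the other genes (camera adjusted p = 0.0139, adjusted p = 0.546 with an estimated correlation). By limma 0 endothelial markers passed over all genes (edgeR 0, DESeq2 1 higher) and 1 higher adjusted over the list alone, with 2 higher at an unadjusted p under 0.05. The call of the endothelium in BAT was lost without vehicle mouse 3 (adjusted p = 0.0539), vehicle mouse 5 (0.0534) or SFN mouse 6 (0.051). Of 11 heat shock genes in BAT, 11 had positive log2 fold changes (median 0.47), and the list was higher than the other genes (camera adjusted p = 0.00102, adjusted p = 0.546 with an estimated correlation). In BAT limma called 0 heat shock genes over all genes (edgeR 0, DESeq2 1 higher), 1 higher adjusted over the list alone, and 3 higher at an unadjusted p under 0.05. Hspe1, a mitochondrial chaperonin, had 0.47 (adjusted p = 0.0983), and Hspb1, a small heat shock protein, 0.73. ER protein folding genes in BAT were higher as a list (camera adjusted p = 0.00102, adjusted p = 0.546 with an estimated correlation), with 25 of 32 log2 fold changes positive and a median of 0.095. For single ER protein folding genes limma gave 0 calls over all genes (edgeR 0, DESeq2 4 higher), 5 higher adjusted over the list alone and 10 higher and 1 lower at an unadjusted p under 0.05. Pdia6, a disulfide isomerase, had 0.34 (adjusted p = 0.11).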

**Figure 6—figure supplement 33.**
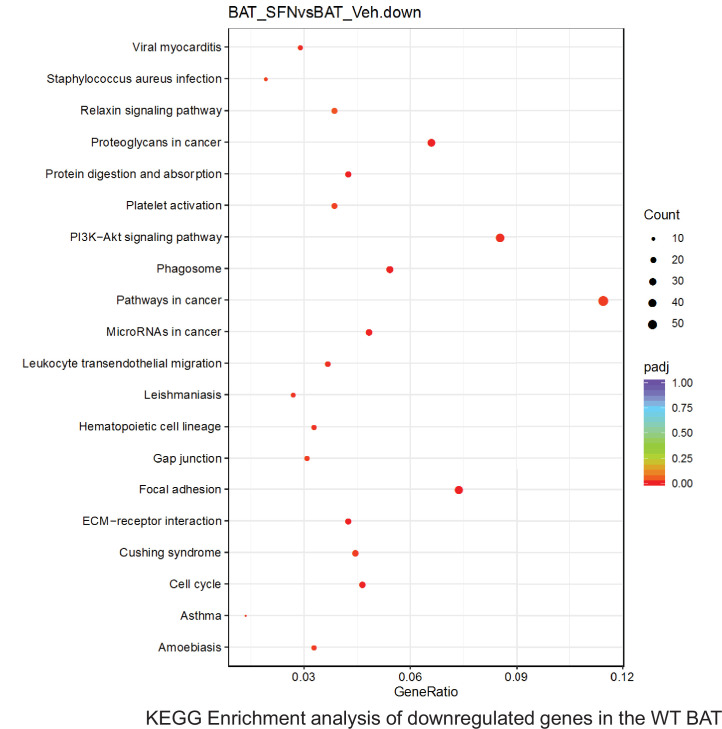
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO mice. Dot plots of KEGG, Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in brown adipose tissue (BAT) of WT DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

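In BAT, collagens and other matrix genes were lower as a list after SFN, with every measured member negative. Col3a1, a fibrillar collagen, had 158 ± 67.4 FPKM (SD, n = 5) in vehicle-treated and 69.1 ± 12.2 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of -1.09 (standard error 0.28, adjusted p = 0.12) (exact permutation test, p = 0.0317), and Lum, lumican, -1.40 (adjusted p = 0.105). Among 24 extracellular matrix genes in BAT the median log2 fold change was -0.58, with 24 values negative, and the list was lower than the other genes (camera adjusted p = 9.59e-13, adjusted p = 0.358 with an estimated correlation). By limma 0 extracellular matrix genes passed over all genes (edgeR 0, DESeq2 17 lower) and 19 lower adjusted over the list alone, with 19 lower at an unadjusted p under 0.05. Secreted factors also known as myokines in BAT had a median log2 fold change of -0.27, with 6 of 8 values negative, and the list was lower than the other genes (camera adjusted p = 0.0133, adjusted p = 0.325 with an estimated correlation). Single secreted factors also known as myokines that limma called over all genes numbered 0 (edgeR 0, DESeq2 2 lower), against 2 lower adjusted over the list alone and 3 lower at an unadjusted p under 0.05. Apln, apelin, had -1.26 (adjusted p = 0.0682) and passed without SFN mouse 6 (adjusted p = 0.025). Of 10 pro-inflammatory genes in BAT, 10 had negative log2 fold changes (median -0.34), and the list was lower than the other genes (camera adjusted p = 0.00951, adjusted p = 0.546 with an estimated correlation). For single pro-inflammatory genes limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 2 lower at an unadjusted p under 0.05. Ccl5, a chemokine, had -1.19 (adjusted p = 0.193). The call of pro-inflammatory in BAT was lost without vehicle mouse 2 (adjusted p = 0.0598). Macrophage markers in BAT were lower as a list (camera adjusted p = 0.0182, adjusted p = 0.613 with an estimated correlation), with 14 of 15 log2 fold changes negative and a median of -0.33. By limma 0 macrophage markers passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 2 lower at an unadjusted p under 0.05. Mpeg1, a pore-forming protein of macrophages, had -0.71. The call of macrophages in BAT was lost without vehicle mouse 2 (adjusted p = 0.424), vehicle mouse 4 (0.0613) or SFN mouse 6 (0.0513).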

**Figure 6—figure supplement 34.**
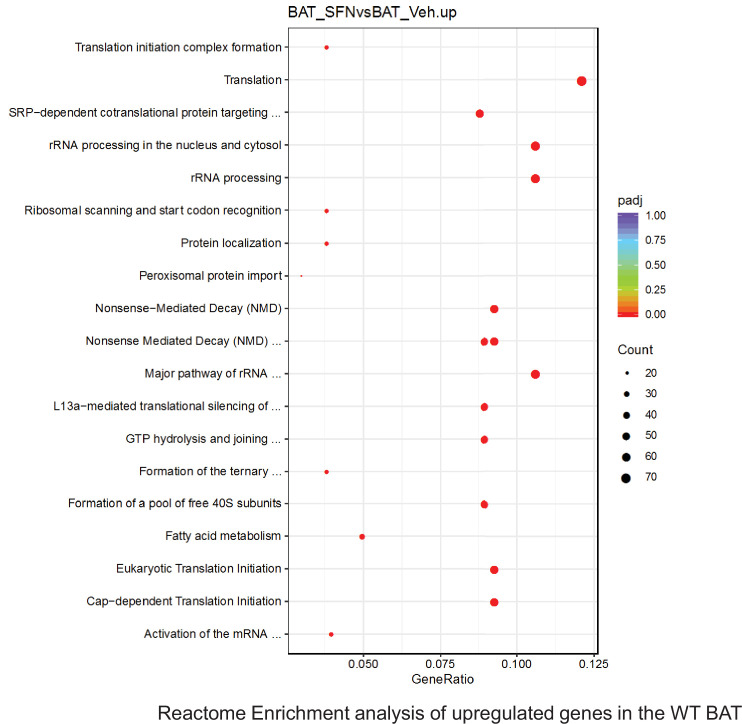
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in brown adipose tissue (BAT) of WT DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 35.**
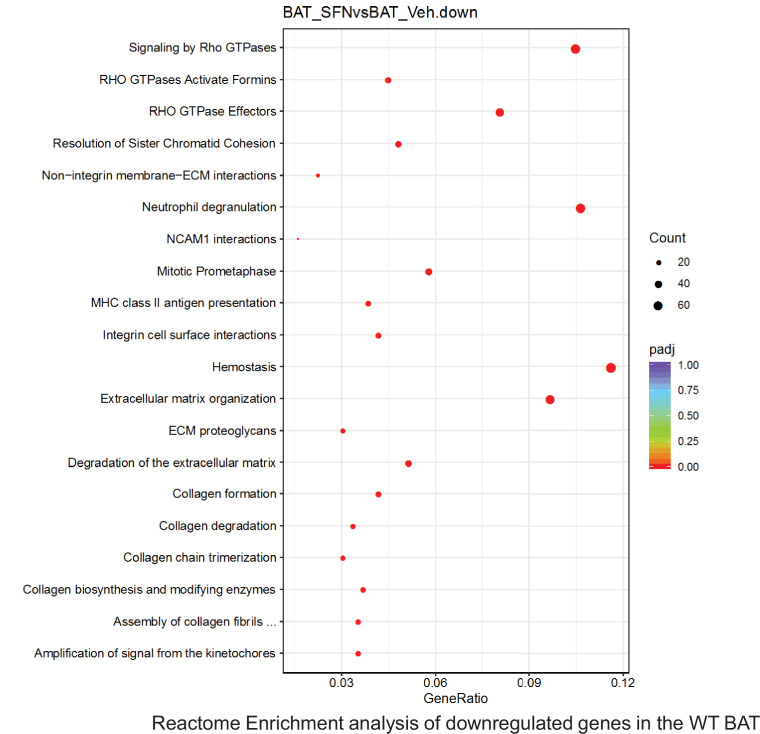
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO mice. Dot plots of Reactome Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in brown adipose tissue (BAT) of WT DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 36.**
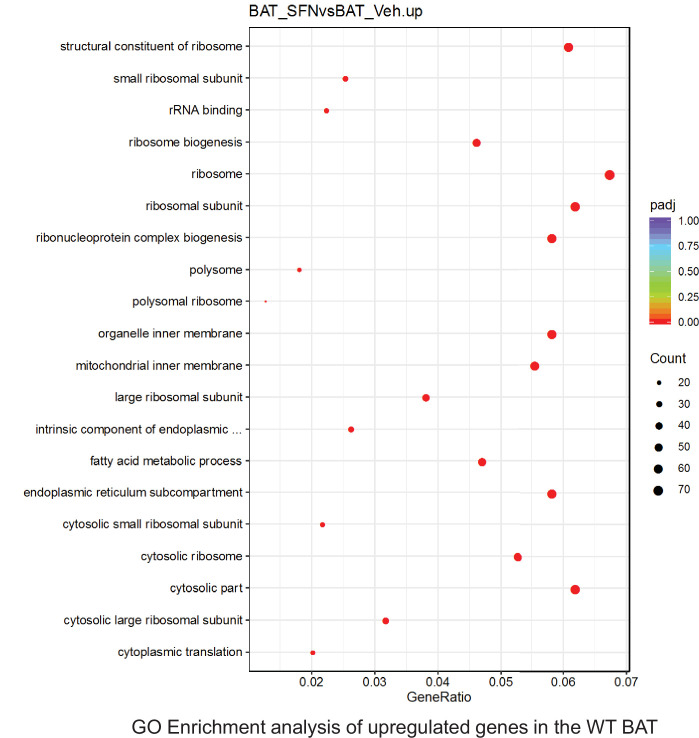
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly up regulated genes following SFN treatments in brown adipose tissue (BAT) of WT DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

**Figure 6—figure supplement 37.**
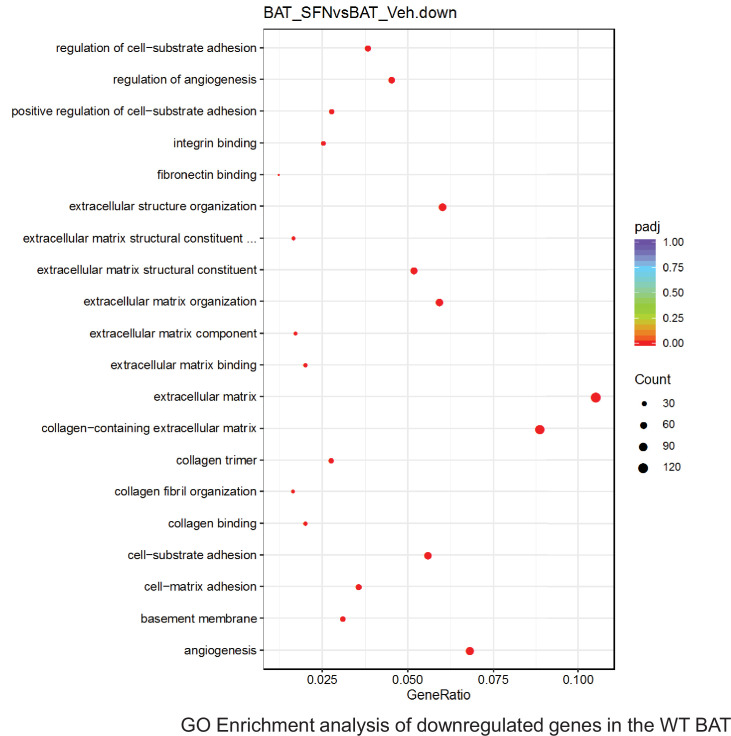
Pathway enrichment analyses of bulk RNA sequencing results indicating significantly altered genes following SFN treatments in tissues of WT DIO mice. Dot plots of GO Enrichment Pathway analyses of RNA sequencing results indicating significantly downregulated genes following SFN treatments in brown adipose tissue (BAT) of WT DIO mice. Pathways enriched in each analysis listed in Y axis. Gene Ratio represents the ratio of differentially expressed genes to all genes for each GO term. Size of dot represents number of significantly altered genes in each condition. Color of dot represents the adjusted p values (purple represents 1 and red represent 0), (Supplementary file 4).

### Validating SFN site of action by using RNAseq and in silico analysis

SFN treatment leads to a significant reduction in food intake and body weight (Figure 1); therefore, we thought that the transcriptional output we observe is likely a combination of direct SFN action in the respective tissues and the changes induced secondary to the metabolic phenotype induced by SFN. Therefore, we blasted the transcriptional profile of individual tissues in the Connectivity Map (CMap) database (Lamb et al., 2006). CMap contains gene expression profiles of cell lines subjected to genetic perturbation (gain and loss of function) or chemical perturbation (treatment with ~3000 small-molecule compounds), and therefore provides the cell-autonomous changes in the gene expression induced by the perturbagen. We analyzed the correlation between the transcriptional profile of the tissues in our study and the profile induced by SFN treatment or NRF2 overexpression in the CMap database. While liver and skeletal muscle had an RNAseq profile that highly correlated with the transcriptional signature of NRF2 overexpression, skeletal muscle was the only tissue that also correlated with the SFN-induced gene expression profile (Figure 6C). A similar analysis conducted on the RNAseq results obtained from the tissues of NRF2 KO mice following vehicle or SFN treatments yielded no significant correlation for any of the tissues analyzed with both SFN and NRF2 overexpression signatures in CMap (Figure 6C). Furthermore, in agreement with our qPCR analysis (Figure 6A), RNAseq results from wild-type mice indicated a significant upregulation of the NRF2 target gene *Hmox1* only in the skeletal muscle (Supplementary file 1). 

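Hmox1 encodes heme oxygenase 1, which breaks down heme, and lies on chromosome 8 from 75093621 to 75100589 (ENSMUSG00000005413). In skeletal muscle its mean level was 4.18 ± 0.901 FPKM (SD, n = 5) in vehicle-treated and 7.60 ± 2.57 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 0.81 (standard error 0.23). Of the 5 SFN-treated mice, 3 were above the highest vehicle-treated mouse (exact permutation test, p = 0.0238). Over all genes it did not pass in limma (adjusted p = 0.228), and it passed in DESeq2 (log2 fold change 0.88, adjusted p = 0.0291). In iWAT, Hmox1 was lower, from 41.9 ± 4.18 to 29.9 ± 4.17 FPKM (SD, n = 5 and 5, log2 fold change -0.50, standard error 0.12). All 5 SFN-treated mice were below the lowest vehicle-treated mouse (exact permutation test, p = 0.00794), with adjusted p = 0.354 in limma and 0.00354 in DESeq2. The other 4 tissues had log2 fold changes of -0.064 in the hypothalamus, 0.17 in eWAT, -0.027 in BAT and -0.041 in liver, with limma adjusted p from 0.854 to 0.978. Its mean level in vehicle-treated mice ranged from 1.70 FPKM in the hypothalamus to 183 FPKM in eWAT.

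**Figure D1:**
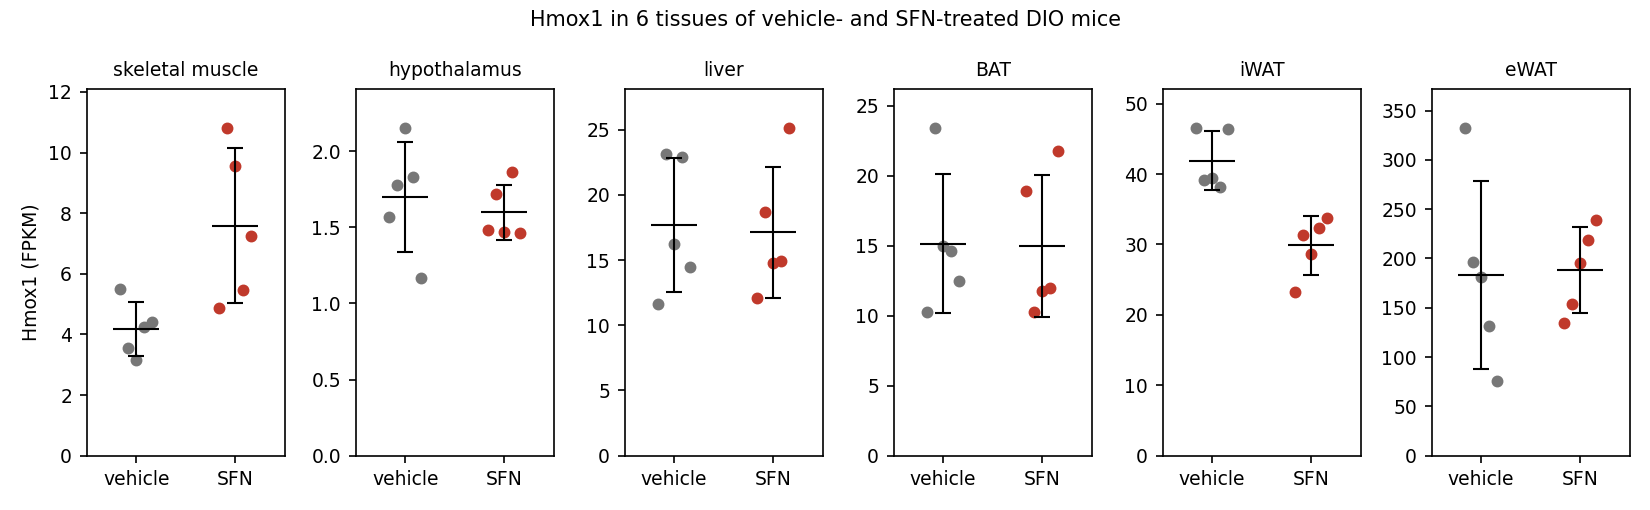
Hmox1 in FPKM for each of the 5 vehicle-treated and 5 SFN-treated mice in 6 tissues. Each point is 1 mouse, the black line is the group mean and the error bar the SD. In iWAT every SFN-treated mouse lies below every vehicle-treated mouse, and in skeletal muscle 3 of 5 SFN-treated mice lie above them.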

We also conducted an enrichment analysis to identify potential transcription factors for the significantly upregulated genes (Kuleshov et al., 2016). NRF2 was identified as the most significant transcription factor only for the skeletal muscle gene set in wild-type mice (Supplementary file 3), providing further support for the skeletal muscle being a primary target tissue of SFN action. 

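Of 32 NRF2 target genes in skeletal muscle, 24 had positive log2 fold changes (median 0.19), and the list was higher than the other genes (camera adjusted p = 9.41e-05, adjusted p = 0.465 with an estimated correlation). By limma 0 NRF2 target genes passed over all genes (edgeR 0, DESeq2 5 higher) and 4 higher and 1 lower adjusted over the list alone, with 10 higher and 2 lower at an unadjusted p under 0.05. Their mean on the log2 FPKM scale was 3.94, 4, 4.18 and 4.06 in SFN mice 6, 7, 8 and 10, and 3.89 in SFN mouse 9, within the 3.74 to 3.91 of the vehicle-treated mice. Among them were Osgin1, an oxidative stress-induced growth inhibitor, with a log2 fold change of 0.76 (adjusted p = 0.213), and Prdx1, a peroxide-reducing peroxiredoxin, with 0.22 (adjusted p = 0.228). Nfe2l2, which encodes NRF2 itself, had 0.23 in skeletal muscle (adjusted p = 0.461). All 13 genes that the paper's Supplementary file 3 assigns to NFE2L2 in skeletal muscle had positive values (median 0.67, from 0.22 to 1.74). Limma called 0 of them over all genes and 13 adjusted over the list alone, and 13 had an unadjusted p under 0.05. The study chose that list on these samples, so it is not independent evidence of direction. In liver, 14 of 37 NRF2 targets fell and 0 rose (median -0.30, adjusted over the list alone 17 lower), and 0 were higher at an unadjusted p under 0.05 or by edgeR or DESeq2. They included Gsta4, a glutathione transferase (-0.74, adjusted p = 0.00499), and Cbr1, a carbonyl reductase (-0.56, adjusted p = 0.00498). As a list they were lower than the other genes (camera adjusted p = 7.46e-08, adjusted p = 0.323 with an estimated correlation). Nfe2l2 itself fell in liver from 42.1 to 27.1 FPKM (log2 fold change -0.64, adjusted p = 0.00641). NRF2 targets in eWAT were lower as a list (camera adjusted p = 2.64e-05, adjusted p = 0.561 with an estimated correlation), with 28 of 34 log2 fold changes negative and a median of -0.33. Single NRF2 targets that limma called over all genes numbered 0 (edgeR 0, DESeq2 4 lower), against 1 higher and 7 lower adjusted over the list alone and 1 higher and 10 lower at an unadjusted p under 0.05. In the same libraries adipocyte markers were lower (median -0.42, camera adjusted p = 0.0283, adjusted p = 0.688 with an estimated correlation) and macrophage markers higher (median 0.45, camera adjusted p = 6.07e-08, adjusted p = 0.434 with an estimated correlation). Among 34 NRF2 targets in BAT the median log2 fold change was 0.099, with 22 values positive, and the list did not pass as a whole (camera adjusted p = 0.0596, adjusted p = 0.546 with an estimated correlation). For single NRF2 targets limma gave 0 calls over all genes (edgeR 0, DESeq2 4 higher and 2 lower), 2 higher and 1 lower adjusted over the list alone and 7 higher and 4 lower at an unadjusted p under 0.05. That list passed without vehicle mouse 2 (adjusted p = 0.0401) or SFN mouse 9 (0.0255). NRF2 targets in iWAT had a median log2 fold change of -0.11, with 24 of 34 values negative, and the list did not pass as a whole (camera adjusted p = 0.0997, adjusted p = 0.999 with an estimated correlation). By limma 0 NRF2 targets passed over all genes (edgeR 0, DESeq2 1 lower) and 1 lower adjusted over the list alone, with 1 higher and 5 lower at an unadjusted p under 0.05. It passed, as lower, without vehicle mouse 2 (adjusted p = 0.0153), SFN mouse 7 (0.0264) or SFN mouse 9 (0.0441). The list mean was 4.33, 4.32 and 4.31 on the log2 FPKM scale in vehicle mouse 2 and SFN mice 6 and 8, where B and T cell genes were high, and 4.67 to 4.81 in the other 7 mice, with 4.73 in SFN mouse 7, where they were high as well. With the B cell list as a covariate, chosen after seeing the data, the median was -0.006 (adjusted p = 0.796). Of 31 NRF2 targets in the hypothalamus, 17 had negative log2 fold changes (median -0.002), and the list did not pass as a whole (camera adjusted p = 0.328, adjusted p = 0.624 with an estimated correlation). In the hypothalamus limma called 0 NRF2 targets over all genes (edgeR 0, DESeq2 0), 1 higher adjusted over the list alone, and 2 higher and 3 lower at an unadjusted p under 0.05. The paper takes the transcription factor enrichment as further support for skeletal muscle as a primary target tissue.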

Interestingly, RNAseq results from NRF2 KO mice failed to show the SFN-induced upregulation of *Hmox1* in the skeletal muscle (Supplementary file 2). 

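In skeletal muscle of wild-type mice, genes of ribosome assembly, protein degradation and RNA export were higher as lists after SFN, by small amounts per gene and mainly in SFN mice 7, 8 and 10. Ribosome biogenesis factors in skeletal muscle were higher as a list (camera adjusted p = 1.48e-11, adjusted p = 0.465 with an estimated correlation), with 46 of 53 log2 fold changes positive and a median of 0.17. For single ribosome biogenesis factors limma gave 0 calls over all genes (edgeR 0, DESeq2 2 higher), 0 adjusted over the list alone and 19 higher at an unadjusted p under 0.05. Examples are Nolc1, a nucleolar phosphoprotein (0.35, adjusted p = 0.213), Pwp2, a component of the small-subunit processome (0.29, adjusted p = 0.228), and Nop2, a methyltransferase of ribosomal RNA (0.27). Among 33 proteasome subunits in skeletal muscle the median log2 fold change was 0.12, with 30 values positive, and the list was higher than the other genes (camera adjusted p = 1.18e-06, adjusted p = 0.575 with an estimated correlation). By limma 0 proteasome subunits passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 12 higher at an unadjusted p under 0.05. Psmd11, a subunit of the regulatory lid, had 0.33 (adjusted p = 0.275), and Psmc1, an ATPase of its base, 0.18. RNA transport genes in skeletal muscle had a median log2 fold change of 0.098, with 32 of 42 values positive, and the list was higher than the other genes (camera adjusted p = 9.33e-06, adjusted p = 0.465 with an estimated correlation). Single RNA transport genes that limma called over all genes numbered 0 (edgeR 0, DESeq2 0), against 0 adjusted over the list alone and 9 higher at an unadjusted p under 0.05. Magoh, a core part of the exon junction complex, had 0.26 (adjusted p = 0.222), and Gemin5, which binds small nuclear RNAs, 0.28. The ribosome biogenesis list averaged 3.27, 3.37 and 3.31 on the log2 FPKM scale in SFN mice 7, 8 and 10, and 3.11 and 3.11 in SFN mice 6 and 9, within the 3.02 to 3.13 of the vehicle-treated mice. The proteasome list averaged 6.05, 6.02 and 6.01 on the log2 FPKM scale in SFN mice 7, 8 and 10, and 5.81 and 5.86 in SFN mice 6 and 9, within the 5.76 to 5.93 of the vehicle-treated mice. The RNA transport list averaged 2.64, 2.71 and 2.65 on the log2 FPKM scale in SFN mice 7, 8 and 10, and 2.55 and 2.56 in SFN mice 6 and 9, within the 2.46 to 2.57 of the vehicle-treated mice. Of 25 mitophagy genes in skeletal muscle, 17 had positive log2 fold changes (median 0.045), and the list did not pass as a whole (camera adjusted p = 0.184, adjusted p = 0.465 with an estimated correlation). For single mitophagy genes limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 2 higher and 2 lower at an unadjusted p under 0.05. Map1lc3b, an autophagosome protein, had 0.25, and Pink1, the kinase that marks damaged mitochondria, 0.047. All genes of the KEGG groups in the paper's Supplementary file 4 had positive values in skeletal muscle, 19 for ribosome biogenesis (median 0.27), 14 for the proteasome (0.19) and 25 for RNA transport (0.19). Limma called 0 of these over all genes, and adjusted over the list alone 14, 0 and 2. At an unadjusted p under 0.05 there were 15, 13 and 13. The study chose them on these samples, so they are not independent evidence of direction.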

We thus conducted a KEGG pathway analysis of skeletal muscle transcriptome and identified ribosome biogenesis, proteasome pathway, the RNA transport, and mitophagy as the significantly upregulated pathways in SFN-treated wild-type mice. The KEGG pathway analysis of samples from NRF2 KO animals identified only the splicesome pathway as significantly upregulated following SFN treatment (Figure 6D, Supplementary file 4).

In addition to HMOX1, the RNAseq results from wild-type mice indicate upregulation of other genes involved in OSR capacity in SFN-treated mice in the skeletal muscle. *Gclm* (glutamate-cysteine ligase), the first rate-limiting enzyme of glutathione synthesis, *Srxn1* (Sulfiredoxin), an oxidoreductase that reduces cysteine-sulfinate, and GSR (glutathione-disulfide reductase), a central antioxidant enzyme, which reduces oxidized glutathione disulfide (*Gssg*) to the sulfhydryl form glutathione (*Gsh*), and *Txnrd1* (thioredoxin reductase 1), which reduces thioredoxins, are all upregulated in the skeletal muscle of the SFN-treated DIO wild-type animals (Supplementary file 1).

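In skeletal muscle, Gclm had the smallest adjusted p of the 4 genes. It lies on chromosome 3 from 122245557 to 122270732, and its level was 4.46 ± 0.834 FPKM (SD, n = 5) in vehicle-treated and 6.75 ± 1.23 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 0.59 (standard error 0.15, adjusted p = 0.228). Of the 5 SFN-treated mice, 3 were above the highest vehicle-treated mouse (exact permutation test, p = 0.0238). Txnrd1, on chromosome 10 from 82833951 to 82897712, had 22.9 ± 0.668 FPKM (SD, n = 5) in vehicle-treated and 33.2 ± 8.80 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 0.49 (standard error 0.16, adjusted p = 0.265), with 4 of 5 SFN-treated mice above all vehicle-treated mice (exact permutation test, p = 0.0397). Srxn1, on chromosome 2 from 152105516 to 152111376, had the largest log2 fold change and the widest spread, with 16.0 ± 2.87 FPKM (SD, n = 5) in vehicle-treated and 31.0 ± 18.6 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 0.77 (standard error 0.34, adjusted p = 0.355) (exact permutation test, p = 0.0794). Gsr, on chromosome 8 from 33652523 to 33698163, had a log2 fold change of 0.29 (standard error 0.15, adjusted p = 0.43) (exact permutation test, p = 0.143). Nqo1, a quinone reductase and another NRF2 target, had 0.34 (standard error 0.15, adjusted p = 0.364). None of these 5 genes passed over all genes in limma. In DESeq2, Gclm (adjusted p = 0.0173) and Txnrd1 (adjusted p = 0.0497) passed, and Srxn1 (adjusted p = 0.2), Gsr (adjusted p = 0.297) and Nqo1 (adjusted p = 0.301) did not.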

## Discussion

In this study, we use various mouse models to present evidence that the organosulfur natural compound SFN reverses diet-induced obesity. The antiobesity potential of SFN requires both a functional leptin receptor signaling as well as hyperleptinemia. SFN does not reduce the body weight or food intake of standard chow-fed wild-type lean, *Lepr^db/db^*, or leptin-deficient *Lep^ob/ob^* mice. However, when coadministered with exogenous leptin, SFN induces an anorectic response in standard chow-fed lean and *Lep^ob/ob^*, but not *Lepr^db/db^* mice, suggesting that the weight-reducing effect of the compound requires circulating leptin and functional leptin receptor signaling. Thus, SFN-induced weight loss and anorexia was observed only in DIO wild-type mice. We did not observe a decrease in the food intake of the lean animals when SFN administration started upon switching to HFD, at which point the mice did not have hyperleptinemia. Under such conditions of relatively lower leptin levels compared to hyperleptinemia observed in DIO mice, higher SFN concentrations were required to potentiate the anorexic effects of leptin. These findings are consistent with the requirement of leptin receptor signaling and relatively high serum leptin levels for the antiobesity action of SFN.

### SFN-treated mice lose fat mass, but not lean mass

We observed that SFN suppressed food intake in wild-type DIO mice. We postulate that the decreased energy intake contributes to the observed weight loss. We also investigated the effects of SFN on EE in DIO mice feeding ad lib on HFD. We did not observe increased EE in these mice; however, SFN prevented the calorie restriction-induced suppression of EE, suggesting that SFN may in fact activate mechanisms underlying promotion of EE. Additionally, SFN treatment significantly lowered RER, indicating increased fat utilization/fatty acid oxidation as an energy source, in agreement with the decreased fat mass of the SFN-treated animals observed in body composition analysis. SFN suppressed the expression of the fatty acid synthesis genes in the liver and white adipose tissues, consistent with the observation that SFN-treated mice lose significant fat mass. Locomotor activity in SFN-treated animals was not significantly different compared to the vehicle-treated counterparts, ruling out that increased physical activity contributed to decreased adiposity. This finding also suggests that SFN does not induce any apparent toxicity or aversive effects. In support of this notion, SFN treatment did not decrease the food intake of lean mice on either standard chow or HFD, further supporting a lack of SFN-induced taste aversion in mice, in agreement with reports from human subjects (Bahadoran et al., 2011).

### Mechanisms underlying the metabolic effects of SFN

NRF2 activation by small-molecule compounds has been suggested to protect from diet-induced obesity (Shin et al., 2009). However, NRF2 KO mice gain less weight on HFD compared to wild-type animals (Chan et al., 1996; Zhang et al., 2016). While such discrepancy between pharmacology versus genetics is not uncommon (Minikel et al., 2020), we hypothesized that SFN does not exert NRF2 activation across all tissues. While central NRF2 activation through genetic approaches confers partial protection against weight gain on HFD (Yagishita et al., 2017), central administration of SFN failed to reduce body weight or food intake in DIO mice in our study, nor did SFN directly activate leptin receptor signaling as measured by pSTAT3 in LepRb-expressing hypothalamic N1 cells, suggesting that the effect of SFN on leptin sensitivity may be mediated through two sites of action, where SFN primarily acting in peripheral tissue(s) communicates indirectly to the brain to activate leptin receptor signaling. In this regard, an important question remains as to how peripheral SFN action is coupled to central leptin sensitization that ultimately leads to weight loss.

### Investigating the SFN’s mechanism of action by using RNAseq

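The response of Hmox1, the heme-degrading NRF2 target, was compared between skeletal muscle and each other tissue, as the log2 fold change in muscle minus that in the other tissue, tested by limma over 20 libraries. It was larger in skeletal muscle than in iWAT by 1.302 (standard error 0.27, adjusted p = 0.000516), than in the hypothalamus by 0.87 (standard error 0.28, adjusted p = 0.0157), than in liver by 0.85 (standard error 0.34, adjusted p = 0.0377) and than in BAT by 0.84 (standard error 0.36, adjusted p = 0.0411). The difference from eWAT, 0.64 (standard error 0.43, adjusted p = 0.154), did not pass. By exact permutation of the treatment labels of the mice, adjusted over the 5 tissues, the difference from iWAT passed (p = 0.0397), and those from the hypothalamus (0.0927), liver (0.0927), BAT (0.169) and eWAT (0.183) did not. The mean log2 fold change of the NRF2 target list was also higher in skeletal muscle, by 0.53 against eWAT, 0.52 against liver, 0.34 against iWAT, 0.20 against the hypothalamus and 0.15 against BAT. In that order the exact permutation test gave adjusted p = 0.0397, 0.0397, 0.0595, 0.0397 and 0.0794. These differences are not the size of the rise in muscle, since values also fell elsewhere. The list mean was 3.74 to 3.91 on the log2 FPKM scale in vehicle-treated and 3.89 to 4.18 in SFN-treated muscle. In liver it was 5.71 to 6.03 and 5.36 to 5.67, and in eWAT 4.85 to 5.75 and 4.8 to 5.22. Hmox1 itself was lower after SFN in iWAT. The same mice gave all tissues, and with the mouse as a block in limma the Hmox1 difference from BAT had adjusted p = 0.1. The limma call for Hmox1 against the hypothalamus was lost without vehicle mouse 2 (adjusted p = 0.0515), vehicle mouse 3 (0.0718) or SFN mouse 8 (0.0587), that against BAT without vehicle mouse 2, 3 or 4 (adjusted p = 0.135, 0.101 and 0.0692) or SFN mouse 7 or 8 (0.158 and 0.129) and that against liver without vehicle mouse 2, 3 or 4 (adjusted p = 0.124, 0.0875 and 0.0692) or SFN mouse 7 or 8 (0.0796 and 0.117). That against eWAT passed without vehicle mouse 5 (adjusted p = 0.0317).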

The transcriptional profiling of several tissues following SFN treatment indicated a significant induction of NRF2 activity specifically in the skeletal muscle, supporting a role of the muscle tissue as a primary target site of SFN action. Most of the effects we detected in the skeletal muscle of wild-type mice were absent in NRF2 KO mice. In support of this model, NRF2 activation through skeletal muscle-specific ablation of KEAP1 protects from the development of diet-induced obesity and metabolic syndrome in wild-type mice with a significantly compromised effect in *Lepr^db/db^* mice (Uruno et al., 2016; Matzinger et al., 2018), emphasizing the cell-nonautonomous connection between muscle NRF2 action and central leptin signaling. While we cannot rule out the potential contribution of other tissues not included in our analysis to SFN-induced phenotypes, it is tempting to speculate that direct SFN action on myocytes activates a transcriptional program that leads to central leptin sensitization, potentially through a systemic secreted factor.

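In iWAT of wild-type mice, Elovl3, a fatty acid elongase induced in thermogenic fat, had 0.960 ± 0.337 FPKM (SD, n = 5) in vehicle-treated and 0.293 ± 0.191 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of -1.53 (standard error 0.42, adjusted p = 0.388). All 5 SFN-treated mice were below the lowest vehicle-treated mouse (exact permutation test, p = 0.00794). Cidea, a lipid droplet protein, had 10.6 ± 3.96 FPKM (SD, n = 5) in vehicle-treated and 14.6 ± 9.73 FPKM (SD, n = 5) in SFN-treated mice (0.14 on the log2 scale, adjusted p = 0.94). Ucp1, the uncoupling protein of brown fat, had 0.232 ± 0.138 FPKM (SD, n = 5) in vehicle-treated and 0.223 ± 0.142 FPKM (SD, n = 5) in SFN-treated mice, below the minimum mean level for testing (exact permutation test, p = 0.873). Brown and beige fat genes in iWAT were lower as a list (camera adjusted p = 0.0497, adjusted p = 0.957 with an estimated correlation), with 11 of 13 log2 fold changes negative and a median of -0.20. By limma 0 brown and beige fat genes passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 2 lower at an unadjusted p under 0.05. Otop1, a proton channel enriched in brown fat, had -1.12 (adjusted p = 0.467), Cox7a1, a cytochrome c oxidase subunit of muscle and brown fat, -0.69, and Adrb3, the adipocyte beta-adrenergic receptor, -0.20. The call of brown and beige fat in iWAT was lost without vehicle mouse 1, 2, 3, 4 or 5 (adjusted p = 0.0518, 0.0643, 0.0676, 0.42 and 0.127) or SFN mouse 6, 8, 9 or 10 (0.0544, 0.234, 0.0651 and 0.279), and with the B cell list as a covariate, chosen after seeing the data (adjusted p = 0.126). Vehicle mouse 4 stood apart in iWAT, with a mean of 7.08 on the log2 FPKM scale for muscle fibre markers, against -1.38 to 1.25 in the other 9 mice.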

We detected increased expression of BAT-marker genes, *Ucp1*, *Elovl3*, and *Cidea,* in the iWAT of NRF2 knockout mice, but not wild-type mice, in our RNAseq results obtained following SFN treatment. SFN exerts NRF2-independent actions such as inhibiting mTOR pathway through effects on HDAC6/AKT (Zhang et al., 2021). Furthermore, adipose-specific ablation of mTOR activity has been shown to induce the browning of WAT (Polak et al., 2008; Zhang et al., 2018), and thus could potentially account for the NRF2-independent effect of SFN on this phenotype. However, when we directly treated the iWAT explants with SFN, we did not detect increased expression of either brown or beige adipose marker genes. A former study suggested that the SFN precursor glucoraphanin increased browning of the iWAT in an NRF2-dependent manner (Nagata et al., 2017). While the underlying causes of the discrepancy between our results and this former study remain unclear to us, differences in drug doses, treatment periods, or mouse strains could possibly be considered. While NRF2 activation is proposed to directly induce *Ucp1* expression (Chang et al., 2021), fat-specific NRF2 KO mice had increased *Ucp1* expression in the iWAT (Chartoumpekis et al., 2018), Accordingly, it is possible that SFN-induced suppression of food intake and subsequent weight loss is normally compensated by NRF2-dependent mechanisms, leading to the downregulation of BAT-related genes in iWAT. Removal of these compensatory mechanisms in the NRF2 KO mice would result in the upregulated expression of BAT-related thermogenic genes in the iWAT. Although the role of NRF2 in beiging requires further investigation, taken together, our results suggest that SFN has an NRF2-independent effect on iWAT browning. Furthermore, this effect plays only a marginal role in SFN-induced weight loss in light of the fact that the antiobesity effect of SFN is significantly compromised in NRF2 KO mice.

One of the notable findings in our RNAseq analysis was the relatively low number of changes detected in the hypothalamic transcriptome. 

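Neuropeptides and receptors of the hypothalamic feeding circuit were on average somewhat higher after SFN, with none past the threshold over all genes. Among 19 feeding circuit genes in the hypothalamus the median log2 fold change was 0.14, with 16 values positive, and the list was higher than the other genes (camera adjusted p = 0.00196, adjusted p = 0.579 with an estimated correlation). In the hypothalamus limma called 0 feeding circuit genes over all genes (edgeR 0, DESeq2 0), 3 higher adjusted over the list alone, and 4 higher at an unadjusted p under 0.05. In the same libraries oligodendrocyte genes were lower as a list (median -0.18, camera adjusted p = 4.12e-06, adjusted p = 0.529 with an estimated correlation), and so were red blood cell genes (median -0.86, camera adjusted p = 0.0038, adjusted p = 0.529 with an estimated correlation). Feeding circuit means were lowest in vehicle mice 1 and 2 (3.68 and 3.79 on the log2 FPKM scale, against 3.93 to 4.26 in the others), which had the highest oligodendrocyte means (6.83 and 6.65, against 6.34 to 6.59). Avp, vasopressin, had 373 ± 112 FPKM (SD, n = 5) in vehicle-treated and 569.7 ± 81.4 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 0.66 (standard error 0.20, adjusted p = 0.68). Agrp, an appetite-stimulating peptide, had 0.50 (adjusted p = 0.68), and Glp1r, the receptor of glucagon-like peptide 1, 0.33 (adjusted p = 0.745). Serpina3n, a serine protease inhibitor that STAT3 signaling induces, had 0.40 (adjusted p = 0.651), Hcrt, orexin, 0.098 and Pmch, melanin-concentrating hormone, -0.018. Lepr, the leptin receptor, on chromosome 4 from 101717404 to 101815352, had 0.322 ± 0.0681 FPKM (SD, n = 5) in vehicle-treated and 0.384 ± 0.0548 FPKM (SD, n = 5) in SFN-treated mice, below the minimum mean level for testing (exact permutation test, p = 0.143). Hypothalamus libraries were also simulated at the real depth, with each gene drawn on its own at an estimated spread and 200 genes of at least 1 FPKM changed. Limma recovered 92% of genes changed 2-fold and 98% of genes changed 4-fold. Smaller changes, as for the genes above, were not simulated, so how many of them limma would miss is unknown. A change confined to a small group of neurons was not simulated.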

The hypothalamus is composed of more than 40 cell types with distinct transcriptional signatures (Chen et al., 2017). For example, POMC and AgRP neurons, which form the melanocortin circuitry that mediates approximately half of leptin action, represent only a minor fraction of the diverse hypothalamic cell populations. This heterogeneity is further enriched within defined cell populations such that the leptin receptor-expressing hypothalamic cells represent at least 25 different neuronal and non-neuronal cell clusters (Kakava-Georgiadou and Severens, 2020). It is likely that transcriptional changes in distinct, chemically defined neuronal populations cannot be detected by total hypothalamic transcriptional analysis. Future studies on the transcriptional profile of leptin receptor-positive cell populations in SFN-treated mice will help uncover both the nature of the peripheral signals potentiating leptin signaling and the molecular biology of leptin resistance.

The SFN-induced increase in antioxidant capacity has been reported as a result of NRF2 activation of its downstream genes. Increased OSR capacity improves glucose tolerance and insulin sensitivity (Kopprasch et al., 2016); however, the role of peripheral OSR on the central leptin receptor signaling and body weight regulation is unclear. Therefore, an important question remains as to how stimulation of NRF2 activity/OSR in skeletal muscle can improve leptin receptor signaling and trigger weight loss in SFN-treated mice. Future studies will assess the antiobesity and leptin-sensitizing effects of SFN on muscle-specific NRF2 KO mice.

### Reducing body weight in an anabolic state

KEAP1 is the main negative regulator of NRF2 stability and therefore activity. KEAP1 deficiency in mice was proposed to induce a metabolic state mimicking fasting (Knatko et al., 2020), in large part because the resultant NRF2 activation leads to fatty acid oxidation. Our data also supports this state of fasting in the liver and adipose tissue in regard to fat metabolism. 

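Fasn encodes fatty acid synthase, Scd1 a stearoyl-CoA desaturase, Acly ATP citrate lyase, which makes cytosolic acetyl-CoA, and Me1 malic enzyme, which supplies NADPH. In liver, Me1 fell from 117 ± 18.8 to 41.0 ± 16.7 FPKM (SD, n = 5 and 5, log2 fold change -1.59, standard error 0.24, adjusted p = 0.00499), and Fasn fell from 186 ± 33.5 to 70.3 ± 49.0 FPKM (SD, n = 5 and 5, -1.67, adjusted p = 0.0254). Scd1 had -1.08 (adjusted p = 0.0538) and Acly -0.61 (adjusted p = 0.106). In BAT, Scd1 had 5586 ± 840 FPKM (SD, n = 5) in vehicle-treated and 2287 ± 677 FPKM (SD, n = 5) in SFN-treated mice (log2 fold change -1.33, standard error 0.21, adjusted p = 0.0682), and Fasn had -1.10, Acly -1.11 and Me1 -0.46. For Scd1, Fasn and Acly every SFN-treated mouse was below every vehicle-treated mouse (exact permutation test, p = 0.00794), and limma gave all 3 adjusted p = 0.0682. In eWAT, Me1 had 55.9 ± 24.6 FPKM (SD, n = 5) in vehicle-treated and 23.8 ± 8.62 FPKM (SD, n = 5) in SFN-treated mice (log2 fold change -1.22, standard error 0.33, adjusted p = 0.143), and Fasn had -1.62 (adjusted p = 0.161), Scd1 -1.08 (adjusted p = 0.354) and Acly -0.49 (adjusted p = 0.212). Of 20 fatty acid synthesis genes in liver, 9 fell and 0 rose (median -1.03, 16 lower adjusted over the list alone), and 0 were higher by edgeR or DESeq2 or at an unadjusted p under 0.05. They included Elovl6, a fatty acid elongase (-1.64). The list averaged 4.94, 4.99 and 5.07 on the log2 FPKM scale in SFN mice 7, 8 and 10. It averaged 5.96 and 6.06 in SFN mice 6 and 9, closer to the 6.26 to 6.65 of the vehicle-treated mice. The list as a whole was lower (camera adjusted p = 3.48e-08, and adjusted p = 0.323 with an estimated correlation). Fatty acid synthesis genes in BAT had a median log2 fold change of -0.42, with 16 of 20 values negative, and the list was lower than the other genes (camera adjusted p = 1.06e-07, adjusted p = 0.288 with an estimated correlation). For single fatty acid synthesis genes limma gave 0 calls over all genes (edgeR 3 lower, DESeq2 10 lower), 1 higher and 10 lower adjusted over the list alone and 1 higher and 11 lower at an unadjusted p under 0.05. Of 20 fatty acid synthesis genes in eWAT, 18 had negative log2 fold changes (median -0.62), and the list was lower than the other genes (camera adjusted p = 1.84e-08, adjusted p = 0.434 with an estimated correlation). By limma 0 fatty acid synthesis genes passed over all genes (edgeR 0, DESeq2 5 lower) and 9 lower adjusted over the list alone, with 13 lower at an unadjusted p under 0.05. Adipocyte markers were lower in eWAT as a list as well (median -0.42, camera adjusted p = 0.0283, adjusted p = 0.688 with an estimated correlation), and that call was lost without vehicle mouse 4 (adjusted p = 0.0924), vehicle mouse 5 (0.488) or SFN mouse 9 (0.304). DESeq2 called Fasn (adjusted p = 0.00487) and Me1 (0.00908) in eWAT, Scd1 (0.0146) and Acly (0.0427) in liver and all 4 genes in BAT (highest 0.0356). In limma the call of Fasn in liver was lost without vehicle mouse 2 or 5 (adjusted p = 0.0559 and 0.0625) or SFN mouse 7, 8 or 10 (0.059, 0.0546 and 0.0592), Scd1 in liver passed without vehicle mouse 4 (adjusted p = 0.0478) or SFN mouse 9 (0.043), and Fasn in BAT without vehicle mouse 4 (adjusted p = 0.0254).

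**Figure D2:**
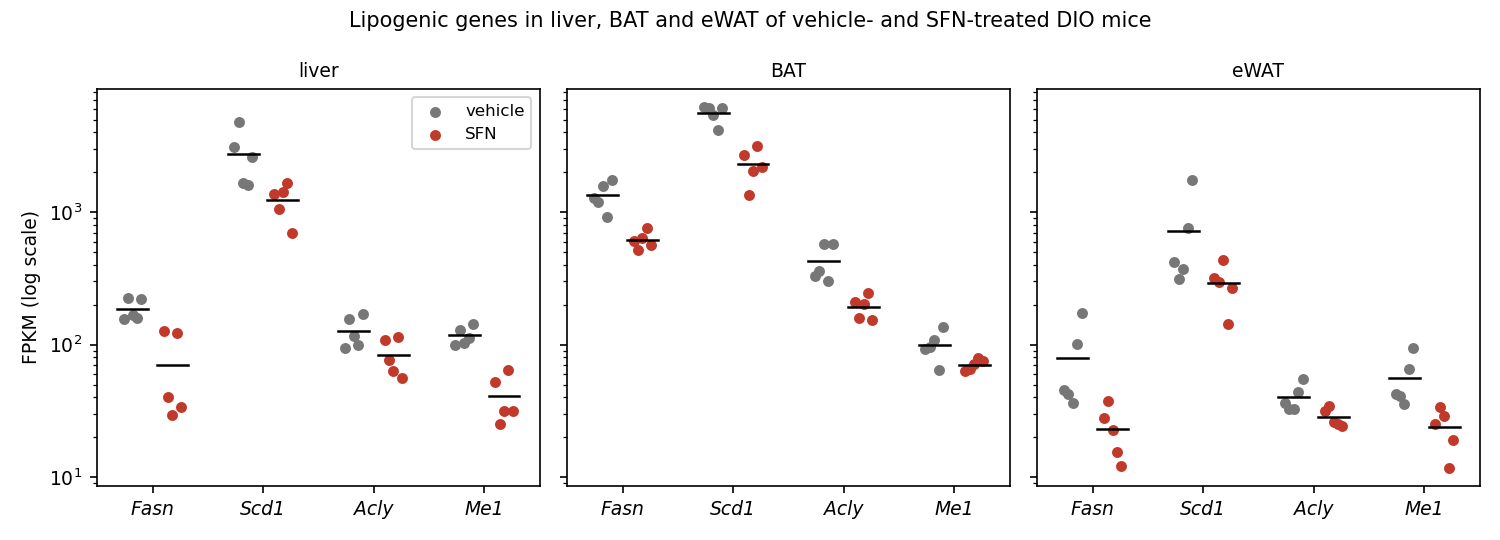
Fasn, Scd1, Acly and Me1 in FPKM on a log axis in liver, BAT and eWAT. Each point is 1 mouse, with 5 vehicle-treated and 5 SFN-treated mice per tissue, and the line is the group mean. Every SFN-treated mouse is below every vehicle-treated mouse for Fasn in liver and BAT and for Me1 in liver and eWAT.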

RNAseq results indicated downregulation of genes involved in fatty acid synthesis, acetyl-CoA, and oxaloacetate formation including *Fasn*, *Scd1*, *Acly,* and *Me1* in liver, BAT, and eWAT, suggesting decreased lipogenesis and cholesterogenesis. These findings are supported with GSEA of RNAseq results confirming significant downregulation of cholesterol, fatty acyl-CoA, and triglyceride biosynthesis in eWAT and liver (Figure 1—figure supplement 1, Figure 5—figure supplement 2, Figure 6—figure supplements 8–13; 20–25). However, this catabolic phenotype in fat metabolism, which parallels the fasted state, is not accompanied by protein catabolism as we further discuss below.

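In eWAT the genes of cholesterol synthesis were lower as a list, with Insig1, a sterol-regulated membrane protein, at 48.3 ± 16.6 FPKM (SD, n = 5) in vehicle-treated and 25.3 ± 7.85 FPKM (SD, n = 5) in SFN-treated mice (log2 fold change -0.92, standard error 0.26, adjusted p = 0.161). Cholesterol synthesis genes in eWAT were lower as a list (camera adjusted p = 1.1e-11, adjusted p = 0.434 with an estimated correlation), with 21 of 22 log2 fold changes negative and a median of -0.60. Single cholesterol synthesis genes that limma called over all genes numbered 0 (edgeR 0, DESeq2 8 lower), against 14 lower adjusted over the list alone and 16 lower at an unadjusted p under 0.05. Idi1, isopentenyl-diphosphate isomerase, had -0.88 (adjusted p = 0.122), and Dhcr7, the final reductase of the pathway, -0.44 (adjusted p = 0.0889). Among 13 triglyceride synthesis genes in eWAT the median log2 fold change was -0.33, with 8 values negative, and the list was lower than the other genes (camera adjusted p = 0.0283, adjusted p = 0.661 with an estimated correlation). For single triglyceride synthesis genes limma gave 0 calls over all genes (edgeR 0, DESeq2 1 lower), 1 lower adjusted over the list alone and 3 lower at an unadjusted p under 0.05. Agpat2, an acyltransferase of triglyceride synthesis, had -1.09 (adjusted p = 0.124), and Dgat2, which makes triglyceride from diacylglycerol, -1.08 (adjusted p = 0.288). In liver, 3 of 24 cholesterol synthesis genes rose and 0 fell (median 0.002, 3 higher adjusted over the list alone). The risers include Mvk, mevalonate kinase (0.69, adjusted p = 0.00499), and Dhcr7 (0.46, adjusted p = 0.0126). Limma had 1 lower at an unadjusted p under 0.05, and edgeR and DESeq2 called 0 lower. The list did not pass as a whole (camera adjusted p = 0.233, adjusted p = 0.769 with an estimated correlation). Of 13 triglyceride synthesis genes in liver, 1 fell, Gpat2, a glycerol-3-phosphate acyltransferase (-0.46, adjusted p = 0.0234), and 0 rose (median -0.24, 1 lower adjusted over the list alone, 0 higher by edgeR or DESeq2 or at an unadjusted p under 0.05). Taken as a list they did not pass (camera adjusted p = 0.148, adjusted p = 0.616 with an estimated correlation). The call of Gpat2 was lost without vehicle mouse 2, 3 or 4 (adjusted p = 0.0523, 0.05 and 0.0503) or SFN mouse 8 (0.0546). The triglyceride list call in eWAT was lost without vehicle mouse 4 or 5 (adjusted p = 0.0822 and 0.229) or SFN mouse 9 or 10 (0.105 and 0.0518), and with the adipocyte list as a covariate (adjusted p = 0.0721), an alternative chosen after seeing the data. Adipocyte markers averaged 7.82 on the log2 FPKM scale in vehicle mouse 5 of eWAT and 5.55 to 7.07 in the other 9 mice.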

SFN activates multiple cellular pathways, directly and indirectly, and generates a complex molecular profile. For example, SFN-induced reduction of food intake and fat mass could potentially result in an energy deficit and activation of metabolic pathways that conserve energy, leading to an overall catabolic output. On the other hand, SFN and its precursor glucoraphanin improve glucose homeostasis and increase insulin action (Figure 1G and H; Axelsson et al., 2017; Xu et al., 2018c), which activates the major anabolic pathways that consume energy. Furthermore, SFN was proposed to inhibit the action of mTOR, an insulin signaling downstream molecule and major anabolic regulator, which might augment the energy-preserving pathways in key metabolic tissues. We thus decided to investigate further in-depth mechanisms of action of SFN using our large volume of RNAseq data by conducting pathway analyses to dissect the network-level changes induced by SFN in each tissue (Figure 6C and D, Figure 5—figure supplement 3B, Figure 6—figure supplements 2–37 ). Analysis of our RNAseq results indicates that the SFN treatment results in concurrent changes in multiple crucial molecular pathways. 

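Genes for protein turnover and RNA export had log2 fold changes of both signs in BAT and in liver, and of the proteasome, RNA transport and mitophagy lists in BAT the proteasome passed. Proteasome subunits in BAT had a median log2 fold change of 0.064, with 25 of 33 values positive, and the list was higher than the other genes (camera adjusted p = 0.00375, adjusted p = 0.58 with an estimated correlation). By limma 0 proteasome subunits passed over all genes (edgeR 0, DESeq2 3 higher) and 0 adjusted over the list alone, with 7 higher at an unadjusted p under 0.05. The call of the proteasome in BAT was lost without vehicle mouse 2 (adjusted p = 0.0735). Psmd7, a regulatory lid subunit, had a log2 fold change of 0.24 (adjusted p = 0.141), and Psmc5, an ATPase subunit, 0.26 (adjusted p = 0.149). Of 42 RNA transport genes in BAT, 28 had positive log2 fold changes (median 0.051), and the list did not pass as a whole (camera adjusted p = 0.0596, adjusted p = 0.546 with an estimated correlation). In BAT limma called 0 RNA transport genes over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone, and 7 higher at an unadjusted p under 0.05. RNA transport in BAT passed without vehicle mouse 3 or 5 (adjusted p = 0.0369 and 0.0425) or SFN mouse 6 or 10 (0.0315 and 0.0389). Thoc5, of the mRNA export complex, had 0.23, and Nup43, a nuclear pore protein, 0.37. Mitophagy genes in BAT did not pass as a list (camera adjusted p = 0.126, adjusted p = 0.613 with an estimated correlation), with 17 of 25 log2 fold changes positive and a median of 0.037. For single mitophagy genes limma gave 0 calls over all genes (edgeR 0, DESeq2 5 higher and 1 lower), 4 higher adjusted over the list alone and 6 higher and 1 lower at an unadjusted p under 0.05. Mitophagy as a list passed without vehicle mouse 5 (adjusted p = 0.0425). Map1lc3b, an autophagosome protein, had 0.33 (adjusted p = 0.0723), and Gabarapl1, its relative, 0.50. Among 33 proteasome subunits in liver the median log2 fold change was -0.097, with 26 values negative, and the list was lower than the other genes (camera adjusted p = 0.0426, adjusted p = 0.676 with an estimated correlation). By limma 0 proteasome subunits passed over all genes (edgeR 0, DESeq2 2 higher and 1 lower) and 0 adjusted over the list alone, with 3 higher and 10 lower at an unadjusted p under 0.05. The call of the proteasome in liver was lost without vehicle mouse 1, 3, 4 or 5 (adjusted p = 0.0625, 0.0901, 0.0725 and 0.0547) or SFN mouse 7, 8 or 10 (0.0512, 0.112 and 0.16). Psmc6, an ATPase subunit, had -0.23, and Psmd13, a lid subunit, 0.16. Without SFN mouse 9 both passed (adjusted p = 0.0275 and 0.044). In liver, 1 of 42 RNA transport genes rose, Nup210, a membrane nucleoporin (0.56, adjusted p = 0.0128), and 0 fell (1 higher adjusted over the list alone, 3 lower at an unadjusted p under 0.05, 0 lower by edgeR and DESeq2). The median was -0.002 (camera adjusted p = 0.526, adjusted p = 0.692 with an estimated correlation). Of 24 mitophagy genes in liver, 4 fell and 1 rose, with 4 lower and 2 higher adjusted over the list alone and a median of -0.13 (camera adjusted p = 0.0718, adjusted p = 0.323 with an estimated correlation). Bnip3, a mitophagy receptor, fell (-0.66, adjusted p = 0.0138), and Gabarap rose (0.42, adjusted p = 0.0161). Muscle fibre markers differed widely between BAT libraries of both groups, with means from -2.5 to 8.02 on the log2 FPKM scale.

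**Figure D3:**
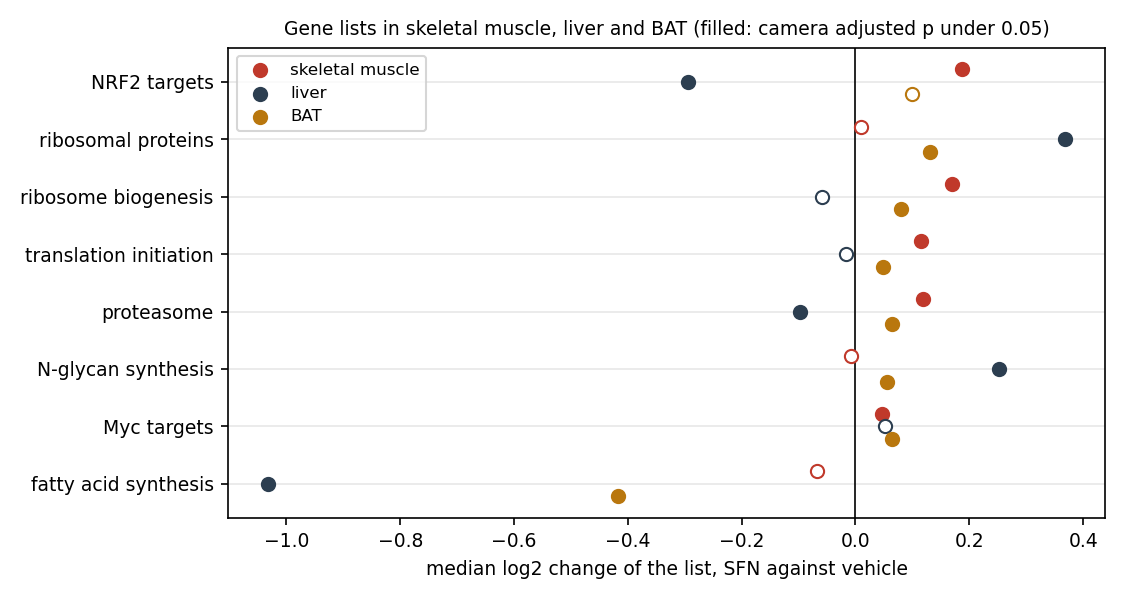
Median log2 fold change (SFN over vehicle) of 8 gene lists in skeletal muscle, liver and BAT, 5 mice per group. Each point is 1 list in 1 tissue, filled where the camera adjusted p is under 0.05, and no error bars are drawn. The ribosomal protein list lies above 0 and is filled in liver and BAT.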

Surprisingly, despite weight loss and decreased food intake induced by the SFN treatment, the RNAseq results demonstrated that SFN caused a striking upregulation of the most anabolic pathways in the high-energy-demanding tissues including the BAT, skeletal muscle, and liver (Figure 6D, Figure 6—figure supplement 2, Figure 6—figure supplements 2–13; 32–37). 

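Ribosomal protein genes were higher as a list in liver, where 65 of 79 passed as higher and 0 as lower (73 higher adjusted over the list alone, 0 lower by edgeR or DESeq2 or at an unadjusted p under 0.05). Rplp0, a protein of the ribosomal stalk, rose from 292 ± 22.1 to 428 ± 53.4 FPKM (SD, n = 5 and 5, log2 fold change 0.55, standard error 0.096, adjusted p = 0.00869), and Rps20, of the small subunit, rose by 0.61 (adjusted p = 0.00816). The median was 0.37. Camera placed this list higher than the other genes, with adjusted p = 4.4e-29, and with adjusted p = 0.323 with an estimated correlation. In the same libraries transcripts of the mitochondrial genome, a list kept as a sign of RNA quality, were lower. Their mean was 9.22 to 9.79 on the log2 FPKM scale in SFN-treated and 9.92 to 10.18 in vehicle-treated mice. A difference in RNA quality was not tested. Ribosomal protein genes in BAT had a median log2 fold change of 0.13, with 78 of 79 values positive, and the list was higher than the other genes (camera adjusted p = 3.31e-23, adjusted p = 0.288 with an estimated correlation). Single ribosomal protein genes that limma called over all genes numbered 0 (edgeR 0, DESeq2 26 higher), against 45 higher adjusted over the list alone and 55 higher at an unadjusted p under 0.05. Rps28, of the small subunit, had 0.51 (adjusted p = 0.0682) and passed without SFN mouse 7 (adjusted p = 0.0308). Of 79 ribosomal protein genes in skeletal muscle, 47 had positive log2 fold changes (median 0.01), and the list did not pass as a whole (camera adjusted p = 0.456, adjusted p = 0.961 with an estimated correlation). For single ribosomal protein genes limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 1 higher at an unadjusted p under 0.05. Without SFN mouse 7 the list passed as higher (adjusted p = 1.31e-05). Ribosome biogenesis factors in BAT were higher as a list (camera adjusted p = 0.000394, adjusted p = 0.546 with an estimated correlation), with 46 of 53 log2 fold changes positive and a median of 0.08. By limma 0 ribosome biogenesis factors passed over all genes (edgeR 0, DESeq2 1 higher) and 1 higher adjusted over the list alone, with 5 higher at an unadjusted p under 0.05. Gar1, of the box H/ACA particle that modifies ribosomal RNA, had 0.40 (adjusted p = 0.0813). In liver 2 of 53 ribosome biogenesis factors rose and 2 fell (median -0.058, adjusted over the list alone 1 lower, camera adjusted p = 0.227, adjusted p = 0.692 with an estimated correlation). Sbds, a maturation factor of the large subunit, fell (-0.31, adjusted p = 0.00683). Among 34 translation initiation factors in skeletal muscle the median log2 fold change was 0.12, with 31 values positive, and the list was higher than the other genes (camera adjusted p = 8.33e-06, adjusted p = 0.465 with an estimated correlation). In skeletal muscle limma called 0 translation initiation factors over all genes (edgeR 0, DESeq2 1 higher), 0 adjusted over the list alone, and 5 higher at an unadjusted p under 0.05. Eif4ebp1, a repressor of cap-dependent initiation, had 0.88, and Eif4b, a helicase cofactor, 0.23. The translation initiation list averaged 5.26, 5.33 and 5.33 on the log2 FPKM scale in SFN mice 7, 8 and 10, and 5.15 and 5.19 in SFN mice 6 and 9, within the 5.07 to 5.22 of the vehicle-treated mice. In liver 1 of 34 initiation factors rose and 3 fell (2 higher and 5 lower adjusted over the list alone, camera adjusted p = 0.949, adjusted p = 0.97 with an estimated correlation). Eif1, which helps select the start codon, fell (-0.40, adjusted p = 0.0138), and Eif3i rose (0.24, adjusted p = 0.0155). Translation initiation factors in BAT had a median log2 fold change of 0.049, with 22 of 34 values positive, and the list was higher than the other genes (camera adjusted p = 0.0426, adjusted p = 0.613 with an estimated correlation). For single translation initiation factors limma gave 0 calls over all genes (edgeR 0, DESeq2 1 higher), 1 higher adjusted over the list alone and 4 higher at an unadjusted p under 0.05. The call of translation initiation in BAT was lost without vehicle mouse 1, 2 or 4 (adjusted p = 0.144, 0.253 and 0.0613) or SFN mouse 8, 9 or 10 (0.125, 0.0783 and 0.11). Clpp, the mitochondrial peptidase, had log2 fold changes of 0.27 in liver (adjusted p = 0.0501), 0.18 in BAT (adjusted p = 0.348) and 0.056 in skeletal muscle (adjusted p = 0.773). In liver it passed in DESeq2 (adjusted p = 0.0183) and without SFN mouse 9 (adjusted p = 0.0425) in limma.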

We observed robust upregulation of protein synthesis and ribosome biogenesis pathways supported by upregulation of genes such as eIF2 downstream pathway, the housekeeping ATP-dependent peptidase CLPP, and numerous ribosomal proteins. Markers of cell proliferation such as myc downstream genes were upregulated, and tumor-suppressing genes such as *Trim24*, *Trp53*, and *Rb1* had decreased expression. Additionally, we observed upregulation in cytoskeletal assembly and cell-cell adhesion molecule genes supported by upregulation of alpha-catenin downstream genes, N−glycan biosynthesis genes, and *Psmb11* and *Psmb7*. 

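In liver 2 of 27 Myc targets rose, Ldha, lactate dehydrogenase A (0.53, adjusted p = 0.00499), and Mcm4, of the replicative helicase (0.64, adjusted p = 0.0104). Phb, a mitochondrial prohibitin, fell (-0.33, adjusted p = 0.0148). Adjusted over the list alone 6 were higher and 2 lower, with a median of 0.052 (camera adjusted p = 0.166, adjusted p = 0.54 with an estimated correlation). Of 26 Myc targets in skeletal muscle, 19 had positive log2 fold changes (median 0.046), and the list was higher than the other genes (camera adjusted p = 0.0131, adjusted p = 0.465 with an estimated correlation). By limma 0 Myc targets passed over all genes (edgeR 0, DESeq2 1 higher) and 1 higher adjusted over the list alone, with 3 higher at an unadjusted p under 0.05. Odc1, ornithine decarboxylase, had 0.59 (adjusted p = 0.381). The Myc target list averaged 4.5, 4.53 and 4.5 on the log2 FPKM scale in SFN mice 7, 8 and 10, and 4.39 and 4.4 in SFN mice 6 and 9, within the 4.33 to 4.45 of the vehicle-treated mice. Myc targets in BAT were higher as a list (camera adjusted p = 0.0426, adjusted p = 0.58 with an estimated correlation), with 20 of 28 log2 fold changes positive and a median of 0.065. Single Myc targets that limma called over all genes numbered 0 (edgeR 0, DESeq2 2 higher), against 1 higher adjusted over the list alone and 5 higher and 2 lower at an unadjusted p under 0.05. Cad, which starts pyrimidine synthesis, had 0.37 (adjusted p = 0.147). The call of Myc targets in BAT was lost without vehicle mouse 2, 3 or 4 (adjusted p = 0.0771, 0.0705 and 0.053) or SFN mouse 8, 9 or 10 (0.0604, 0.0534 and 0.125). Trp53, the p53 tumor suppressor, had a log2 fold change of 0.35 (standard error 0.089, adjusted p = 0.228) in skeletal muscle, at 6.98 ± 0.681 FPKM (SD, n = 5) in vehicle-treated and 8.93 ± 0.862 FPKM (SD, n = 5) in SFN-treated mice, with all 5 SFN-treated mice above the vehicle-treated mice (exact permutation test, p = 0.00794). It passed in DESeq2 (adjusted p = 0.03). In liver Trp53 had -0.24 (adjusted p = 0.0751, passing as lower without SFN mouse 6 (adjusted p = 0.0358)) and in BAT -0.11 (adjusted p = 0.492). Rb1, the retinoblastoma protein, had -0.20 in liver (adjusted p = 0.259), 0.023 in BAT and 0.013 in skeletal muscle. Trim24, a transcriptional coregulator, had -0.21 in liver (adjusted p = 0.555), 0.025 in BAT and -0.053 in skeletal muscle. The highest of these adjusted p, for Rb1 in skeletal muscle, was 0.967.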

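Genes of N-glycan synthesis were higher as a list in liver, where 11 of 31 passed as higher and 0 as lower (13 higher adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 lower by edgeR and DESeq2), and 7 of 31 values were negative. Rpn1 and Ddost, subunits of the oligosaccharyltransferase, rose by 0.83 (adjusted p = 0.00729, from 40.5 to 73.3 FPKM) and 0.80 (adjusted p = 0.00904), and Prkcsh, of glucosidase II, by 0.52. The median was 0.25. Against the other genes the list was higher (camera adjusted p = 2.41e-06, adjusted p = 0.323 with an estimated correlation). Among 31 N-glycan synthesis genes in BAT the median log2 fold change was 0.055, with 23 values positive, and the list was higher than the other genes (camera adjusted p = 0.0426, adjusted p = 0.546 with an estimated correlation). For single N-glycan synthesis genes limma gave 0 calls over all genes (edgeR 0, DESeq2 1 higher), 0 adjusted over the list alone and 5 higher at an unadjusted p under 0.05. The call of N-glycan synthesis in BAT was lost without vehicle mouse 1 or 3 (adjusted p = 0.0733 and 0.101) or SFN mouse 8 or 10 (0.0563 and 0.14). N-glycan synthesis genes in skeletal muscle had a median log2 fold change of -0.007, with 16 of 31 values negative, and the list did not pass as a whole (camera adjusted p = 0.937, adjusted p = 0.961 with an estimated correlation). By limma 0 N-glycan synthesis genes passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. Of 17 cadherin and catenin adhesion genes in liver, 1 rose and 1 fell (median 0.028, adjusted over the list alone 2 higher and 1 lower, camera adjusted p = 0.507, adjusted p = 0.732 with an estimated correlation). These were Afdn, an adherens junction scaffold (0.23, lost without vehicle mouse 1, 2, 3, 4 or 5 (adjusted p = 0.0798, 0.0577, 0.0889, 0.1 and 0.0896) or SFN mouse 7, 8, 9 or 10 (0.0967, 0.0915, 0.0546 and 0.0994)), and Pkp4, a plakophilin (-0.22, lost without vehicle mouse 1, 2, 3, 4 or 5 (adjusted p = 0.0964, 0.0771, 0.0705, 0.0796 and 0.075) or SFN mouse 6, 7, 8 or 10 (0.0802, 0.0941, 0.0945 and 0.0559)). Of 16 cadherin and catenin adhesion genes in BAT, 13 had negative log2 fold changes (median -0.097), and the list was lower than the other genes (camera adjusted p = 0.0426, adjusted p = 0.358 with an estimated correlation). In BAT limma called 0 cadherin and catenin adhesion genes over all genes (edgeR 0, DESeq2 1 higher and 1 lower), 1 higher and 1 lower adjusted over the list alone, and 1 higher and 1 lower at an unadjusted p under 0.05. The call of cadherin and catenin adhesion in BAT was lost without vehicle mouse 2 or 4 (adjusted p = 0.0771 and 0.14) or SFN mouse 7, 8 or 10 (0.073, 0.062 and 0.0674). Cadherin and catenin adhesion genes in skeletal muscle did not pass as a list (camera adjusted p = 0.532, adjusted p = 0.879 with an estimated correlation), with 9 of 16 log2 fold changes positive and a median of 0.033. For single cadherin and catenin adhesion genes limma gave 0 calls over all genes (edgeR 0, DESeq2 0), 0 adjusted over the list alone and 2 higher and 1 lower at an unadjusted p under 0.05. Jup, plakoglobin, had 0.48 (adjusted p = 0.333). Psmb7, a proteasome beta subunit, had log2 fold changes of -0.15 in liver (adjusted p = 0.14), -0.056 in BAT and 0.036 in skeletal muscle. Psmb11, the thymus-specific subunit, was listed at 0 FPKM in all 10 liver libraries. Its mean was at most 0.00505 FPKM in any group of BAT or skeletal muscle, too low to test.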

Increased ribosome biogenesis and overall markers of proteostasis are in agreement with preservation of the lean mass and EE of the DIO mice despite decreased food intake during SFN treatment. In line with these findings, SFN-treated mice were reported to have enhanced running capacity with attenuated muscle fatigue (Oh et al., 2017). Thus, overall metabolic profile induced by SFN is not a simple mimetic of fasting or associated with the catabolic state anticipated uniformly across the tissues due to caloric restriction.

One of the hallmarks of obesity is the chronic low-grade inflammation in several central and peripheral tissues (Weisberg et al., 2003; Wellen and Hotamisligil, 2003). The anti-inflammatory effect of NRF2 activation has been studied in the context of metabolic syndrome as well as during classical inflammation induced by pathogens such as viruses including SARS-COVID-19 (Olagnier et al., 2020). Furthermore, macrophage infiltration into the adipose tissue and their polarization towards a pro-inflammatory profile is causally linked to the etiology of obesity-induced insulin resistance (Lee and Lam, 2019). In agreement with these, the expression of the anti-inflammatory M2 macrophage marker genes *Chil3* and *Arg1* was upregulated (6.2- and 5.9-fold over vehicle for *Agr1* and *Chil3*, respectively, p<0.001) in the white adipose tissue of SFN-treated mice. Furthermore, expression of the anti-inflammatory cytokine IL10 is also increased in the eWAT by SFN (Supplementary file 1). However, it is worth noting that the same dose of SFN that induces potent weight loss in DIO mice is not effective to reduce either the body weight or improve the glucose homeostasis in *Lep^ob/ob^* or *Lepr^db/db^* mice. Therefore, while these findings suggest that SFN could contribute to the improved metabolic profile of the animals by decreased inflammatory tone, we propose that the anti-inflammatory function of NRF2 activation is not the major driver of SFN-induced weight loss.

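Arg1, arginase 1, lies on chromosome 10 from 24915221 to 24927484. In eWAT its level was 7.03 ± 3.30 FPKM (SD, n = 5) in vehicle-treated and 43.7 ± 52.0 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 2.15 (standard error 0.67, adjusted p = 0.198). Of the 5 SFN-treated mice, 4 were above all vehicle-treated mice (exact permutation test, p = 0.0159). Chil3, a chitinase-like lectin, on chromosome 3 from 106147554 to 106167564, had 1.86 ± 0.699 FPKM (SD, n = 5) in vehicle-treated and 11.1 ± 12.4 FPKM (SD, n = 5) in SFN-treated mice, a log2 fold change of 2.04 (standard error 0.53, adjusted p = 0.136), with all 5 SFN-treated mice above the vehicle-treated mice (exact permutation test, p = 0.00794). SFN mouse 9 had the highest values, 135 FPKM for Arg1 and 33 FPKM for Chil3, against at most 30.8 and 9.5 FPKM in the other SFN-treated mice. Neither gene passed in limma, and both passed in DESeq2 (adjusted p = 0.013 and 0.000727). Of 15 M2 macrophage genes in eWAT, 1 rose over all genes, Mrc1, the mannose receptor, from 53.8 to 99.1 FPKM (0.89, adjusted p = 0.0295), and 0 fell. Adjusted over the list alone 8 were higher, the median was 0.63, and 0 were lower at an unadjusted p under 0.05 or by edgeR or DESeq2. Taken together, they were higher than the other genes (camera adjusted p = 0.000158, adjusted p = 0.434 with an estimated correlation). Clec10a, a lectin receptor of macrophages, had 0.63 (adjusted p = 0.0817), and Il4ra, the interleukin 4 receptor, 0.70 (adjusted p = 0.082), passing without SFN mouse 8 (adjusted p = 0.0447). The call of Mrc1 was lost without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.0933, 0.0602, 0.077 and 0.085) or SFN mouse 6, 7 or 10 (0.0768, 0.0864 and 0.0779). In iWAT, Arg1 had 0.313 ± 0.0782 FPKM (SD, n = 5) in vehicle-treated and 0.299 ± 0.139 FPKM (SD, n = 5) in SFN-treated mice, below the minimum for testing, and Chil3 had 0.18 (adjusted p = 0.85). Among 13 M2 macrophage genes in iWAT the median log2 fold change was 0.14, with 7 values positive, and the list did not pass as a whole (camera adjusted p = 0.931, adjusted p = 0.999 with an estimated correlation). By limma 0 M2 macrophage genes passed over all genes (edgeR 0, DESeq2 0) and 0 adjusted over the list alone, with 0 at an unadjusted p under 0.05. General macrophage markers averaged 7.65, 7.81, 7.74, 7.43 and 6.81 on the log2 FPKM scale in the vehicle-treated eWAT libraries and 8.08, 7.82, 7.88, 8.53 and 8.28 in the SFN-treated ones.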

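Il10, which lies on chromosome 1 from 131019845 to 131024974, had 1.07 ± 0.185 FPKM (SD, n = 5) in vehicle-treated and 2.04 ± 0.817 FPKM (SD, n = 5) in SFN-treated mice in eWAT. This was a log2 fold change of 0.82 (standard error 0.22, adjusted p = 0.14), and all 5 SFN-treated mice were above the highest vehicle-treated mouse (exact permutation test, p = 0.00794). The gene did not pass over all genes in limma and passed in DESeq2 (adjusted p = 0.03). SFN mouse 9 had 3.47 FPKM and the next highest 1.9 FPKM. Pro-inflammatory genes in eWAT had a median log2 fold change of 0.38, with 13 of 17 values positive, and the list was higher than the other genes (camera adjusted p = 0.0434, adjusted p = 0.661 with an estimated correlation). Single pro-inflammatory genes that limma called over all genes numbered 0 (edgeR 0, DESeq2 1 higher), against 1 higher adjusted over the list alone and 4 higher and 1 lower at an unadjusted p under 0.05. Cd86, a costimulatory molecule, had 1.01 (adjusted p = 0.116), and Itgax, an integrin of inflammatory macrophages, -0.83 (adjusted p = 0.324). The call of pro-inflammatory in eWAT was lost without vehicle mouse 2, 3, 4 or 5 (adjusted p = 0.0522, 0.0679, 0.0628 and 0.111) or SFN mouse 8 or 9 (0.0568 and 0.353). In iWAT, Il10 had 0.212 ± 0.0926 FPKM (SD, n = 5) in vehicle-treated and 0.268 ± 0.0998 FPKM (SD, n = 5) in SFN-treated mice, below the minimum for testing (exact permutation test, p = 0.381).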

### Therapeutic potential of SFN

Since SFN is acid labile and sensitive to heat, glucoraphanin, a more stable and inert precursor of SFN, is taken orally by humans as a food supplement. Glucoraphanin exists in high concentrations in the aqueous broccoli sprouts extract (BSE). Myrosinase, a β-thioglucosidase, converts glucoraphanin to SFN. This enzyme exists in plants as well as the mammalian microbiome (Shapiro et al., 1998; Fahey et al., 2015). With plant tissue degradation during chewing, myrosinase comes in contact with glucoraphanin that converts it to SFN. The mammalian cells do not produce myrosinases and the conversion of glucoraphanin to SFN occurs by the bacterial microflora of the gastrointestinal tract (Shapiro et al., 1998; Yagishita et al., 2019; Bouranis et al., 2021). Meta-analysis of published studies using mice indicates a close proximity of dose ranges for the efficacy of SFN on various pharmacological targets by i.p. and oral administrations, suggesting an excellent oral bioavailability. These studies have utilized a wide range of effective doses of SFN with the medians of 175 and 113 µmol/kg of body weight by oral and i.p. administration, respectively (Yagishita et al., 2019). In this study, we used the dose 5–10 mg/kg (30–60 µmol/kg) SFN to treat DIO mice to induce weight loss, clearly in the lower range of previously published studies. Human studies, however, report the efficacy dose ranges of SFN to be significantly (around 10-fold) lower than in mice, even after correction for allometric scaling. The lower efficacy range was reported as <0.5 µmol/kg and the median human dose around 300 µmol (4 µmol/kg) in human studies (Shapiro et al., 1998; Yagishita et al., 2019). These discrepancies could be due to greater clearance in rodents compared to humans per body weight (Yagishita et al., 2019). Furthermore, few rodent studies have included a dose-response data, with the majority of the animal study doses exceeding the highest doses of SFN used in humans, even after accounting for allometric scaling between rodents and humans. Thus, the greater than 4-log spread of doses used in mice appears not to be based on a dose-response analysis and optimization of translational science (Yagishita et al., 2019). Following oral administration, SFN and its metabolites were detected in various tissues at 2 and 6 hr, and a dose-dependent increase in its concentration was also observed in most tissues (Clarke et al., 2011). In humans, safety studies have shown that BSE at amounts corresponding to 50–400 μmol SFN daily is well tolerated without clinically significant adverse effects (Kensler et al., 2005; Shapiro et al., 2006; Singh et al., 2014). The toxicity dose (LD50) of SFN is estimated to be about 10-fold higher than the median dose reported for efficacy outcomes in mice (213 mg/kg i.p.; 1203 µmol/kg) (Yagishita et al., 2019). In clinical trials to investigate the effects of SFN on glucose control in T2D patients, BSE containing 150 μmol SFN per dose has been administered to humans. This dose (~3.3 mg/kg), corresponding to one-third of the dose per body surface area compared with the animal experiments (at 10 mg/kg), was well tolerated in clinical safety studies (Axelsson et al., 2017) and significantly reduced the blood glucose and glycated hemoglobin levels in obese diabetic patients without affecting the body weight (Bahadoran et al., 2011; Cramer and Jeffery, 2011; Kikuchi et al., 2015; Axelsson et al., 2017). While obese humans develop hyperleptinemia in a similar manner to diet-induced rodents, it is possible that the dose and bioavailability of SFN to various tissues are also important parameters to be considered as an antiobesity agent. Numerous clinical studies investigating SFN’s potential beneficial effects in a wide range of diseases including cancers (prostate, bladder, colorectal, breast, lung), psychiatric diseases (schizophrenia, autism, depression), inflammation (COVID-19, osteoarthritis), metabolic syndrome (DMII, obesity), and aging (https://clinicaltrials.gov) will ultimately uncover whether the findings we report here are to be translated to human health.

## Materials and methods

### Animals

The Institutional Animal Care and Use Committees (IACUC) at the University of Michigan (protocol number: PRO00007712), Vanderbilt University (protocol numbers: M1700112 and M/10/358), and Qatar University (protocol number: QU-IACUC 1-62019-1) approved the experimental protocols and euthanasia procedures used in this study. Animals were housed at a 12 hr dark/light cycle, temperature- and humidity-controlled rooms. Mice were purchased from the Jackson Laboratory. HDAC6 KO mice were provided by Timothy McKinsey (University of Colorado). Generation of the HDAC6 KO mice was described in Demos-Davies and Ferguson, 2014 and Gao et al., 2007. Mice were fed either standard chow or HFD (60 kcal% fat, Research Diets) and had free access to food and water unless specified. For the CD1 mice and NRF2 KO mice, the following diets were used: regular diet: U8409G10R SAFA, France, HFD (HF260; U8978P Version 0019, SAFE, France).

Body composition was analyzed with Bruker’s minispec LF50 Body Composition Analyzer (Bruker) when indicated.

### Leptin food intake studies

Lean wild-type mice were fasted for 25 hr. SFN was injected at 0, 16, and 24 hr of fasting. Leptin was dissolved in sterile PBS and i.p. injected 30 min prior to start of refeeding. Food intake was measured at 3, 6, 16, and 24 hr, and body weight was measured 16 and 24 hr after refeeding. *Lep^ob/ob^* mice were pretreated with SFN or vehicle for three consecutive days, and then continued to receive vehicle or SFN with either PBS or leptin. Injections were done within 1 hr prior to start of dark cycle.

### Cell culture

MEF cells were cultured in high-glucose DMEM (Gibco) supplemented with 10% FBS and penicillin/streptomycin. Tubastatin A HCl and SFN were dissolved in DMSO and added to the culture medium for 24 hr.

### Drugs and reagents

Tubastatin A HCl and SFN were purchased from different vendors (APExBIO, Selleckchem, AdooQ Bioscience, and Biopurify Phytochemicals). SFN was diluted in a solution of 50% PEG, 30% PBS, 20% DMSO, or only DMSO for animal studies. Recombinant mouse leptin was from A. F. Parlow (National Hormone and Peptide Program, Torrance, CA).

### Drug treatments

SFN was administered within 1 hr before dark cycle by daily i.p. injections unless specified otherwise. For i.p. injections, drugs or vehicle was injected at 25 µl volumes per animal. For lateral ventricle infusions, SFN was dissolved in DMSO as vehicle and was infused in 500 nl at indicated doses once a day prior to dark cycle.

### Lateral ventricle cannulation

Under isoflurane anesthesia, mice were stereotaxically implanted with a stainless steel cannula (Plastics One, VA) into their right lateral ventricle at the following coordinates with respect to bregma: lateral: 1.00 mm; anteroposterior: –0.460 mm; ventral: –2.20 mm. Positive cannulation was verified by measurement of water intake in response to ICV injection of angiotensin II (Sigma, MO).

### Glucose tolerance test and leptin ELISA

For GTT, mice were fasted overnight. In the morning, mice were injected 1 g/kg dextrose intraperitoneally. Blood glucose was measured from tail vein at 0, 15, 30, 60, 90, and 120 min after glucose injections. Leptin concentrations were measured using mouse plasma according to the manufacturer’s instructions. Blood was collected in heparinized vials and centrifuged for 60 min at 3000 rpm at 4°C. Plasma was collected and stored in –80°C until further processing.

### Western blot

For Western blot analysis, cells or tissues were lysed in RIPA buffer (50 mM TRIS pH 7.50, 25 mM NaF, 100 mM NaCl, 5 mM EDTA, 0.1% SDS, 1% TritonX-100) supplemented with protease and phosphatase inhibitors, 20 mM nicotinamide, and 20 µM vorinostat. Equal amounts of total lysates were separated on 4–15% SDS-PAGE gels (Bio-Rad), transferred to PVDF membranes (Millipore), and probed with indicated antibodies. Blots were washed with PBS/T (0.1% Tween-20 in PBS) and either developed (for GAPDH-HRP) or probed with HRP-conjugated secondary antibodies and developed.

### Gene expression analysis (qRT-PCR) and RNAseq

Total RNA (1 µg) isolated (Trizol Reagent, Invitrogen) from frozen tissues was converted to cDNA (cDNA reverse transcription kit, Invitrogen) and used to screen expression levels of the listed genes. Reactions were amplified in an ABI Prism 7500 FAST sequence detector (Applied Biosystems), and acquired data were analyzed using the ΔΔCt method to determine the expression level of each transcript normalized to the expression level of the housekeeping genes (*Rplp0*, *Tbp*, and/or *Actb*). RNAseq was conducted by Novogene, Co. Ltd. (Beijing, China) using total RNA DNase treated on RNA purification columns (QIAGEN).

### Indirect calorimetry

A standard 12 hr light/dark cycle was maintained throughout the calorimetry studies. Mice, after acclimation to individual housing for at least 7 days, were placed in metabolic cages located in the Mouse Metabolic Phenotyping Center at Vanderbilt University in a temperature- and humidity-controlled housing room. EE measures were obtained using a computer-controlled indirect calorimetry system (Promethion, Sable Systems, Las Vegas, NV). The calorimetry system consists of 16 metabolic cages (identical to home cages with bedding) each equipped with water bottles and food hoppers connected to load cells for food and water intake monitoring, and all animals had ad libitum access to food and water throughout the study unless otherwise specified. Respiratory quotient (RQ) is calculated as the ratio of CO_2_ production over O_2_ consumption. EE is calculated using the Weir equation: kcal/hr = 60 * (0.003941 * VO_2_ + 0.001106 * VCO_2_) (Weir, 1949). Ambulatory activity is determined simultaneously every second with the collection of the calorimetry data. Ambulatory activity and position are detected with XYZ beam arrays (BXYZ-R, Sable Systems) with a beam spacing of 1.0 cm interpolated to a centroid resolution of 0.25 cm. Consecutive adjacent infrared beam breaks are counted and converted to distance, with a minimum movement threshold set at 1 cm. Data acquisition and instrument control were coordinated by MetaScreen v2.2.18, and the obtained raw data were processed using ExpeData v1.7.30 (Sable Systems) using an analysis script detailing all aspects of data transformation. The script is available on request from Sable Systems.

### Primer sequences

Ms-*Acaca*-Fwd (TAATGGGCTGCTTCTGTGACTC)
Ms-*Acaca*-Rev (CTCAATATCGCCATCAGTCTTG)
Ms-*Arg1*-Fwd (CTCCAAGCCAAAGTCCTTAGAG)
Ms-*Arg1*-Rev (AGGAGCTGTCATTAGGGACATC)
Ms-*Cd36*-Fwd (GTCTTCCCAATAAGCATGTCTCC)
Ms-*Cd36*-Rev (ACTTTGATGGCCTCAACCTG)
Ms-*Chil3*-Fwd (AATGATTCCTGCTCCTGTGG)
Ms-*Chil3*-Rev(GGGGCCAGGCTTCTATTCC)
Ms-*Fabp4*-Fwd (GGAGCTGGGTTAGGTATGGG)
Ms-*Fabp4*-Rev (GGAGCTGGGTTAGGTATGGG)
Ms-*Fasn*-Fwd (GGAGGTGGTGATAGCCGGTAT)
Ms-*Fasn*-Rev (TGGGTAATCCATAGAGCCCAG)
Ms-*G6pc*-Fwd (CGACTCGCTATCTCCAAGTGA)
Ms-*G6pc*-Rev (CGACTCGCTATCTCCAAGTGA)
Ms-*Gck*-Fwd (ATGGCTGTGGATACTACAAGGA)
Ms-*Gck*-Rev (TTCAGGCCACGGTCCATCT)
Ms-*Leptin*-Fwd (GAGACCCCTGTGCGGTTC)
Ms-*Leptin*-Rev (CTGCGTGTGTGAAATGTCATTG)
Ms-*Lpl*-Fwd (TGTGTCTTCAGGGGTCCTTAG)
Ms-*Lpl*-Rev (GGGAGTTTGGCTCCAGAGTTT)
Ms-*Me1*-Fwd (GTCGTGCATCTCTCACAGAAG)
Ms-*Me1*-Rev (TGAGGGCAGTTGGTTTTATCTTT)
Ms-*Pck1*-Fwd (CTGCATAACGGTCTGGACTTC)
Ms-*Pck1*-Rev (CTGCATAACGGTCTGGACTTC)
Ms *Ppargc1a*-Fwd (AGCCGTGACCACTGACAACGAG)
Ms *Ppargc1a*-Rev (AGCCGTGACCACTGACAACGAG)
Ms-*Pklr*-Fwd (TCAAGGCAGGGATGAACATTG)
Ms-*Pklr*-Rev (CACGGGTCTGTAGCTGAGTG)
Ms-*Ppara*-Fwd (AACATCGAGTGTCGAATATGTGG)
Ms-*Ppara*-Rev (AGCCGAATAGTTCGCCGAAAG)
Ms-*Pparg*-Fwd (TCGCTGATGCACTGCCTATG)
Ms-*Pparg*-Rev (GAGAGGTCCACAGAGCTGATT)
Ms-*Scd1*-Fwd (GCTGGAGTACGTCTGGAGGAA)
Ms-*Scd1*-Rev (TCCCGAAGAGGCAGGTGTAG)
Ms-*Ucp1*-Fwd (CCTGCCTCTCTCGGAAACAA)
Ms-*Ucp1*-Rev (CCTGCCTCTCTCGGAAACAA)
Ms-*Tbp*-Fwd (GAAGCTGCGGTACAATTCCAG)
Ms-*Tbp*-Rev (CCCCTTGTACCCTTCACCAAT)
Ms-*Actb*-Fwd(GGCTGTATTCCCCTCCATCG)
Ms-*Actb*-Rev (CCAGTTGGTAACAATGCCATGT)
Ms-*Rplp0*-Fwd (AGATTCGGGATATGCTGTTGGC)
Ms-*Rplp0*-Rev (TCGGGTCCTAGACCAGTGTTC)

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE181477. The following datasets were generated: Pauline LiningP ColleenHK AbdulrahmanEG AminaF DinaE OmniaM NasserR MasoudGL 2022Sulforaphane Reduces Obesity by Reversing Leptin ResistanceDryad Digital Repository10.5061/dryad.z34tmpgd0 ÇakırI Lining PanP HadleyCK El-GamalA FadelA ElsayeghD FadelA RizkNM Ghamari-LangroudiM 2022Sulforaphane Reduces Obesity by Reversing Leptin ResistanceNCBI Gene Expression OmnibusGSE18147710.7554/eLife.67368PMC894777035323110

## Additional files

Supplementary file 1. Profiles of global transcriptional changes obtained from bulk RNAseq indicate significantly altered genes following 1-week sulforaphane (SFN) treatment in skeletal muscle, liver, inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), hypothalamus, and brown adipose tissue (BAT) of WT diet-induced obese (DIO) mice. The highest transcriptional changes were detected in the liver, and the least number of transcriptional changes were observed in the hypothalamus.

Supplementary file 2. Profiles of global transcriptional changes obtained from bulk RNAseq indicate significantly altered genes following a 4-week sulforaphane (SFN) treatment in skeletal muscle, liver, inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), hypothalamus, and brown adipose tissue (BAT) of NRF2 KO diet-induced obese (DIO) mice. Results failed to show the SFN-induced upregulation of *Hmox1* in the skeletal muscle of NRF2 KO mice.

Supplementary file 3. Profiles of potential transcription factors for the significantly upregulated genes following 1-week sulforaphane (SFN) treatment in skeletal muscle, liver, inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), hypothalamus, and brown adipose tissue (BAT) of WT diet-induced obese (DIO) mice. NRF2 is identified as the most significant transcription factor only for the skeletal muscle gene set in WT mice.

Supplementary file 4. Profiles of KEGG, Reactome, and GO enrichment of pathway analyses indicating significantly altered genes following sulforaphane (SFN) treatments in skeletal muscle, liver, inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT) and the hypothalamus of WT diet-induced obese (DIO) and NRF2 KO DIO, mice, and the brown adipose tissue (BAT) of WT DIO mice. KEGG pathway analysis of skeletal muscle transcriptome identifies ribosome biogenesis, proteasome pathway, the RNA transport, and mitophagy as the significantly upregulated pathways in SFN-treated wild-type mice. The KEGG pathway analysis of muscle samples from NRF2 KO animals identified only the splicesome pathway as significantly upregulated following SFN treatments.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

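The authors deposited FPKM values for every annotated mouse gene in the 60 libraries, and for each tissue a table of the genes under an unadjusted p of 0.05 in their comparison of SFN against vehicle. Those tables, as deposited by the authors, hold raw read counts per gene and library. They also hold a signal value per gene and library, which per the file headers and the values is the authors' read count divided by one size factor per library. The FPKM values as deposited were scaled by the authors by gene length and one factor per library. The log2 fold change as deposited is the authors' SFN-over-vehicle change, and the p-value and adjusted p-value columns are those of the authors' own test. The libraries were sequenced by Novogene from total RNA treated with DNase (paper's methods), and the genome builds mm10 and GRCm38 are named in the submitters' processing notes. The aligner, the counter, the annotation release and the authors' test are not given in the sources used here.

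Read counts of genes outside those tables were recovered by dividing the FPKM values back through gene length and a denominator per library. Of the 38197 genes above 0, 10204 gave whole reads within 0.01 of a read with the length in the tables and 27449 with the annotation length. For the other 544 the length was fitted to make the reads whole, which tests nothing. Of 146080 counts known from the tables 0 differed. The denominators were proportional to the DESeq2 size factors over all 60 libraries, so FPKM as deposited carries that scaling and not the total of mapped reads.

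Each tissue was analysed alone, with 5 vehicle-treated and 5 SFN-treated mice. Genes with a mean of at least 0.5 FPKM over the 10 libraries were kept, values were transformed to log2(FPKM + 0.1), and limma with an intensity trend (limma 3.58.1, R 4.3.3) tested SFN against vehicle, two-sided. The adjusted p is Benjamini-Hochberg over all genes kept in the tissue, and a gene passed at an adjusted p under 0.05. EdgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered counts for the same genes. Single genes were also tested by an exact permutation of the 10 mice. No paired analysis was possible because the vehicle and SFN groups within a tissue are different mice. The tissues came from the same mice, so differences between tissues were also tested with the mouse as a block.

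Gene lists were written down before the files were opened, 42 lists with 939 genes. Lists with at least 4 measured members were tested by camera with a preset correlation of 0.01, and adjusted over the lists of the tissue. With a correlation estimated from the data no list passed in any tissue, with 0.288 the lowest adjusted p. A count adjusted over the list alone adjusts the limma p of its members among themselves. It says which members stand out within a list and not within the tissue. The genes named are those the paper names, the 10 largest rises and 10 largest falls among protein-coding genes that passed with a mean of at least 1 FPKM and no overlap between the groups, and in each list up to 4 members with the smallest adjusted p together with highly expressed members where none passed. Gm49330 was named after its values were seen. Results for some single genes withheld for evaluation are not reported here.

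Results were repeated with another pseudocount, filter, scaling, tool and set test, with all tissues in one fit, and without each mouse in turn. The authors' p-values, the cell-type covariates and the removal of 4 iWAT libraries were added after seeing the data. A change with these settings is given in the closing section. Log2 fold changes of whole tissue mix changes within cells with changes in which cells were sampled, and RNA levels do not measure protein or activity.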

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

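Of the tests in this part, 25 tests of splits of the libraries and the test of lymph node genes were written down before their results were seen, and 5 tests of other explanations after. The splits of the other called lists and the split counts at an unadjusted p under 0.05 were not written down before. Items were singled out by fixed rules, a value far from the rest of its group, a response that differed between tissues, or a large group of changed genes in liver outside the main results chosen here.

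Some single values lie far from the rest of their group by a Dixon test, which by chance picks about 1 in 20 groups. Here 108 groups were checked and 10 held such a value. In eWAT SFN mouse 9 stood out in Arg1 (135 FPKM, nearest 30.8), Chil3 (33 FPKM, nearest 9.5), Il10 (3.47 FPKM, nearest 1.9) and Nfe2l2 (40.7 FPKM, nearest 33.7), and vehicle mouse 5 in Chil3 (3.09 FPKM, nearest 1.73). In BAT SFN mouse 9 stood out in Psmb7 (32.3 FPKM, nearest 29.5), SFN mouse 7 in Ucp1 (2200 FPKM, nearest 3650) and vehicle mouse 5 in Elovl3 (30.6 FPKM, nearest 15.6). SFN mouse 10 stood out in Trim24 in liver (5.56 FPKM, nearest 2.97) and vehicle mouse 2 in Nfe2l2 in iWAT (12.9 FPKM, nearest 15.9). SFN mouse 9 also had the highest macrophage list mean (8.53) and the lowest adipocyte list mean (5.55) of the eWAT libraries.

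The response of Hmox1 differed between skeletal muscle and the hypothalamus (0.872), iWAT (1.302), BAT (0.835) and liver (0.848) by limma. The difference from iWAT includes a fall of Hmox1 there. The same mice gave all tissues. With the mouse as a block the difference from BAT was lost (adjusted p = 0.1), and by exact permutation that from iWAT alone passed (adjusted p = 0.0397, 0.0927 for the hypothalamus, 0.169 for BAT and 0.0927 for liver). Hmox1 was higher in SFN-treated skeletal muscle, and 2 explanations other than regulation within the muscle were tested. More macrophages, which express Hmox1, would raise the macrophage list, and its median log2 fold change was -0.164 (upper quartile -0.07), which argues against that. Relative to the mean of Rplp0, Tbp and Actb, the reference genes of the paper's qPCR, the log2 fold change of Hmox1 was 0.849 (standard error 0.267), which argues against a scaling of the libraries, since a factor per library cancels in that ratio. Over the alternatives limma gave 0.664 to 0.949 without single mice, and no limma setting over single tissues passed over all genes, so a chance difference stays open.

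In liver the acute-phase list was higher, with a median log2 fold change of 1.873 over 19 genes. Relative to the mean of Rplp0, Tbp and Actb the mean of the list rose by 2.16 (standard error 0.23), which argues against a scaling of the libraries. Rplp0 itself had 0.548 in liver, Tbp -0.145 and Actb 0.095. More macrophages in the liver samples would raise the macrophage list, whose median was -0.131 (upper quartile -0.08). Both groups were injected, with drug or vehicle. Whether SFN acted on the liver directly or through reduced food intake was not tested and stays open.

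In iWAT, B and T cell genes were high in vehicle mouse 2 and SFN mice 6, 7 and 8. Lymph node tissue in those samples was tested on 4 genes of lymph node stroma and vessels outside the B and T cell lists, Cxcl13, Ccl21a, Chst4 and Madcam1, chosen after the libraries were singled out and before these genes' values were seen, though Glycam1, another gene of lymph node vessels, had been seen to follow these libraries and was left out for that reason. The lowest mean of these genes in the 4 libraries lay 1.26 above the highest of the others on the log2 scale, so lymph node tissue remains a candidate explanation. The gap rests on Cxcl13 (at least 27.9 FPKM in the 4, at most 10.4 in the others) and Chst4 (at least 0.481 and 0). Madcam1 overlapped (lowest 0.118, highest other 0.232), and Ccl21a was at 0 FPKM in all 10 libraries. The number of SFN-treated libraries above the highest vehicle-treated library in the B cell list was 0, which restates the pattern that prompted the count. In that pattern the list mean was 5.67 in vehicle mouse 2 and -0.51 and 0.2 in SFN mice 9 and 10. The pattern itself argues against the treatment as the whole cause. How much lymph node entered each sample was not measured.

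Other large groups in liver outside the main results chosen here were fatty acid oxidation (median log2 fold change -0.354), ER protein folding (0.587), the extracellular matrix (-0.665) and drug metabolism (-0.696). Among the KEGG pathways of liver in the paper's Supplementary file 4 are fatty acid degradation and drug metabolism as lower and protein processing in the endoplasmic reticulum as higher, so the authors' analysis holds 3 of these groups.

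To ask whether chance can be excluded, the 10 libraries of a tissue were split into 5 and 5 in 100 ways, and the splits calling at least as many genes as the treatment were counted. In liver 1 split did so (the treatment itself, 1751 genes, highest other split 2), and in eWAT 1 (29, highest other 4), so no other split tried reached these counts. In BAT 18 did (1, highest other 4) and in iWAT 11 (1, highest other 3216), so chance cannot be excluded there. In the hypothalamus (highest other 3) and skeletal muscle (highest other 8) the treatment called 0 genes, so all 100 splits call as many and the count decides nothing. Counted at an unadjusted p under 0.05, the splits with as many genes were 1 (4052 genes, highest other 2488) in liver, 2 (2053 genes, highest other 2155) in BAT, 3 (1745 genes, highest other 1860) in skeletal muscle, 6 (1857 genes, highest other 2556) in eWAT, 17 (1174 genes, highest other 5683) in iWAT and 21 (1011 genes, highest other 1919) in the hypothalamus. By that count, chosen after the results were seen and not adjusted over the tissues, fewer than 5 splits were as large in liver, BAT and skeletal muscle. In BAT and skeletal muscle another split had more genes, so chance cannot be excluded there or in the other 3. The 3216 genes of the highest other split in iWAT point to a structure of the samples.

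The same splits were made for lists, given as the number of splits with a camera p as small, the real p and the smallest p of another split. Fewer than 5 splits were as strong for these lists, acute phase in liver 1 (4.8e-21, 2.66e-13), ribosomal proteins in liver 2 (1.22e-30, 1.05e-33), ribosomal proteins in BAT 1 (9.45e-25, 4.03e-22), fatty acid synthesis in BAT 2 (9.11e-09, 4.11e-09), NRF2 targets in skeletal muscle 2 (2.15e-05, 1.18e-05), RNA transport in skeletal muscle 2 (1.87e-06, 2.5e-07), ribosome biogenesis in skeletal muscle 3 (4.22e-13, 2.92e-15), interferon-stimulated genes in eWAT 2 (7.51e-24, 4.55e-29), M2 macrophage genes in eWAT 3 (3.73e-05, 1.41e-06) and cholesterol synthesis in eWAT 4 (5.81e-13, 3.42e-18). That cut is nominal and not adjusted over the lists, so it does not exclude chance for a single list. Another split had a smaller p for all of these but acute phase in liver and ribosomal proteins in BAT. More splits were as strong, and chance cannot be excluded, for NRF2 targets in liver 6 (1.45e-08, 2.23e-12), fatty acid synthesis in eWAT 7 (2.43e-09, 3.35e-11), fatty acid synthesis in liver 8 (5.8e-09, 2.01e-12), the proteasome in skeletal muscle 10 (1.35e-07, 4.56e-14), brown and beige fat in BAT 14 (0.00493, 3.26e-05), ribosome biogenesis in BAT 15 (5.63e-05, 8.67e-11), NRF2 targets in eWAT 21 (4.86e-06, 9.78e-12), triglyceride synthesis in eWAT 31 (0.0119, 9.19e-06) and brown and beige fat in iWAT 32 (0.0183, 8.6e-07).

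Of all 94 lists that camera called, fewer than 5 splits were as strong for 26, 2 of 10 in the hypothalamus, 3 of 14 in iWAT, 6 of 21 in eWAT, 5 of 22 in BAT, 6 of 15 in liver and 4 of 12 in skeletal muscle. Chance cannot be excluded for the others, and for the 26 the cut is nominal, without adjustment over the lists. The called lists not given above, whose splits were not among the tests written down before, had these numbers of splits as strong. In the hypothalamus, fatty acid synthesis 2, oligodendrocytes 3, cholesterol synthesis 5, oxidative phosphorylation 5, proteasome 8, ER protein folding 8, erythrocytes 16, interferon-stimulated 19, feeding circuit 19 and ribosomal proteins 26. In iWAT, cholesterol synthesis 2, endothelium 3, fatty acid synthesis 4, extracellular matrix 6, myokines 13, erythrocytes 14, interferon-stimulated 31, proteasome 39, DNA replication and cell cycle 45, T cells 49, ribosomal proteins 67, oxidative phosphorylation 67 and skeletal muscle fibres 67. In eWAT, macrophages 1, ribosome biogenesis 4, ER protein folding 4, circadian clock 6, brown and beige fat 10, N-glycan synthesis 13, extracellular matrix 14, T cells 25, ribosomal proteins 35, pro-inflammatory 46, acute phase 48, fatty acid oxidation 54, adipocytes 54, proteasome 55 and DNA replication and cell cycle 60. In BAT, myokines 1, acute phase 3, extracellular matrix 4, drug metabolism 5, ER protein folding 10, N-glycan synthesis 12, cadherin and catenin adhesion 13, Myc targets 18, proteasome 23, pro-inflammatory 24, heat shock 24, endothelium 24, fatty acid oxidation 27, mitochondrial transcripts 31, translation initiation 34, DNA replication and cell cycle 36, macrophages 55 and oxidative phosphorylation 56. In liver, fatty acid oxidation 1, N-glycan synthesis 1, ER protein folding 2, drug metabolism 2, mitochondrial transcripts 5, oxidative phosphorylation 6, feeding circuit 6, extracellular matrix 7, adipocytes 11, DNA replication and cell cycle 15 and proteasome 38. In skeletal muscle, translation initiation 4, Myc targets 5, extracellular matrix 6, brown and beige fat 11, FoxO and fasting 17, heat shock 20, oxidative phosphorylation 24 and erythrocytes 27.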

How the results depend on the processing

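Tests with the authors' p-values, with a cell-type list as a covariate and without 4 iWAT libraries were chosen after the result was seen, and the cause of a changed result was not tested. Of the repeats of the main results 602 gave the same call, 61 were weaker, 9 stronger, 60 moved a count by more than 1.5 times, and 0 reversed. A change of sign was counted as reversed only where the main fit or the repeat passed, and otherwise as the same call. Without single mice Hmox1, which did not pass, had both signs in eWAT (-0.107 to 0.426), BAT (-0.179 to 0.143), liver (-0.189 to 0.072) and the hypothalamus (-0.183 to 0.022). Of the repeats of other results 3611 were the same, 294 weaker, 103 stronger and 3 reversed.

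Reversed directions: ribosomal proteins in iWAT were lower with the B cell list as a covariate (adjusted p = 4.4e-07, median -0.082, over its alternatives 2.35e-08 to 0.999), endothelium in eWAT was higher with the adipocyte list as a covariate (0.0306, median 0.18, over its alternatives 0.0306 to 0.898), and oxidative phosphorylation in iWAT lost its call as lower without SFN mouse 8 (adjusted p = 0.9, over its alternatives 4.08e-09 to 0.999), where camera ranked it on the higher side while its median of -0.003 stayed negative.

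Numbers of changed genes. In the hypothalamus 0 genes became 11 with DESeq2, 17 with all tissues in one fit and 11 with the authors' p-values, and without single mice 0 to 1. In iWAT 1 became 0 with a pseudocount of 1, 4 without a filter, 0 at a mean of at least 1 FPKM, 0 with edgeR, 169 with DESeq2, 163 in one fit, 0 among protein-coding genes, 134 with the authors' p-values, 4 with the B cell covariate and 6 without libraries 2, 6, 7 and 8, and without single mice 0 to 4. In eWAT 29 became 4 without a filter, 594 with DESeq2, 447 in one fit, 561 with the authors' p-values and 305 with the adipocyte covariate, and without single mice 0 to 39. In BAT 1 became 2 without a filter, 10 with edgeR, 570 with DESeq2, 108 in one fit, 534 with the authors' p-values and 2 with the muscle fibre covariate, and without single mice 0 to 7. In liver 1751 became 1116 without a filter and 2692 in one fit, and without single mice 919 to 2063. In skeletal muscle 0 became 3 with edgeR, 187 with DESeq2, 359 in one fit and 184 with the authors' p-values, and without single mice 0 to 4.

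Lists, as camera adjusted p with an estimated correlation, then by fry (a rotation test) where that call was lost, then the range without single mice. In iWAT, brown and beige fat 0.957 and 0.655 (0.025 to 0.42), also weaker with a pseudocount of 1 (0.0541), a mean of at least 1 FPKM (0.0687), median-of-ratios size factors (0.0832) and the B cell covariate (0.126). NRF2 targets in iWAT had a range of 0.0153 to 0.485. In eWAT, NRF2 targets 0.561 and 0.306 (5.12e-08 to 0.00417), fatty acid synthesis 0.434 and 0.135 (3.96e-10 to 1.68e-06), cholesterol synthesis 0.434 and 0.0587 (3.48e-14 to 2.59e-09), triglyceride synthesis 0.661 and 0.416 (0.00452 to 0.229), M2 macrophage 0.434 (6.61e-06 to 0.00247). With the adipocyte covariate triglyceride synthesis had 0.0721. In BAT, fatty acid synthesis 0.288 (2.57e-09 to 3.64e-06), ribosomal proteins 0.288 (8.16e-25 to 3.8e-17), ribosome biogenesis 0.546 and 0.211 (1.03e-06 to 0.0115), brown and beige fat 0.546 and 0.183 (0.0052 to 0.0418). NRF2 targets in BAT had a range of 0.0255 to 0.212. In liver, NRF2 targets 0.323 (2.38e-09 to 6.88e-07), fatty acid synthesis 0.323 (1.63e-09 to 2.32e-07), ribosomal proteins 0.323 (5.45e-33 to 1.34e-25). In skeletal muscle, NRF2 targets 0.465 and 0.155 (1.31e-05 to 0.00075), ribosome biogenesis 0.465 and 0.156 (1.3e-12 to 1.57e-09), proteasome 0.575 and 0.271 (1.45e-08 to 6.91e-05), RNA transport 0.465 and 0.156 (2.19e-06 to 0.000306). Ribosomal proteins in skeletal muscle had a range of 1.31e-05 to 0.909.

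Hmox1, as log2 fold change. With DESeq2 it passed in iWAT (-0.47, adjusted p = 0.00354) and in skeletal muscle (0.879, adjusted p = 0.0291), and without single mice limma gave -0.541 to -0.407 and 0.664 to 0.949. The difference between skeletal muscle and BAT was weaker with a pseudocount of 1 (0.722, adjusted p = 0.051) and with the mouse as a block (0.835, adjusted p = 0.1), and without single mice it was 0.573 to 1.075. Against the hypothalamus the range was 0.693 to 1.025, against eWAT 0.429 to 0.939 and against liver 0.69 to 1.09.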

Differences from the paper's values

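The main test was fixed before the data were examined. The comparison with the authors' p-values is of tests chosen after the result was seen.

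Numbers of changed genes were lower than in the paper in all 6 tissues, by more than 1.5 times in all but liver. The paper shows about 190 genes in skeletal muscle in Figure 5—figure supplement 3B, read by eye, and limma called 0. It shows about 150 in iWAT against 1, about 620 in eWAT against 29, about 550 in BAT against 1 and about 10 in the hypothalamus against 0 (all read by eye in the same panel). Counts near those of the paper came with DESeq2 on the recovered reads (187, 169, 594, 570 and 11 in that order), and with all tissues in one fit for iWAT (163) and eWAT (447). In libraries simulated with known changes, DESeq2 made more false calls than limma. In the same order of tissues they were 42 of 231 calls, 23 of 197, 34 of 221, 35 of 223 and 20 of 212. For limma they were 9 of 192, 4 of 155, 10 of 187, 7 of 191 and 9 of 198. The authors' p-values over the filtered genes gave 184, 134, 561, 534 and 11. For liver the paper states 2555 genes and limma called 1751, less than 1.5 times apart.

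Statements of the paper that the gene tables here bear on are these. Hmox1, the paper's NRF2 target, was lower in iWAT in the authors' table (log2 fold change -0.472, adjusted p = 0.0108) and had -0.495 in limma (adjusted p = 0.354). In liver the paper measured no rise of Hmox1, while its Connectivity Map analysis found a high correlation with the profile of NRF2 overexpression. NRF2 targets were lower there as a list (camera adjusted p = 7.46e-08, adjusted p = 0.323 with an estimated correlation), and 6 of 100 splits of the libraries were as strong, so chance cannot be excluded. Cholesterol synthesis (camera adjusted p = 0.233) and triglyceride synthesis (0.148) did not pass as lower in liver, and ribosome biogenesis in liver (0.227) and mitophagy in skeletal muscle (0.184) did not pass. The paper used GSEA for cholesterol and triglyceride synthesis and pathway enrichment of altered genes for the others. Its tests and gene sets differ from camera on the lists written here, so these results are not like for like. Among the tumor-suppressing genes that the paper names, Trp53 had 0.35 in skeletal muscle and -0.239 in liver, and Trim24 had -0.205 and Rb1 -0.2 in liver, with adjusted p from 0.0751 to 0.555 for these 4 values. Psmb7 had -0.152 in liver, and Psmb11 was at 0 FPKM in all liver libraries. For Arg1 and Chil3 in eWAT the ratios of mean FPKM were 6.22 and 5.99, against 6.2 and 5.9 in the paper, and without SFN mouse 9 they were 2.96 and 3.05.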

Other observations

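The topics and genes of this part were picked after the results were seen, from lists and tests fixed before, so the values are descriptions. Log2 fold changes are SFN over vehicle with 5 mice in each group, from limma.

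Circadian clock genes had log2 fold changes of both signs in every tissue. Negative log2 fold changes were 11 of 18 in the hypothalamus, 12 of 18 in iWAT, 11 of 17 in eWAT, 10 of 18 in BAT, 9 of 17 in liver and 11 of 18 in skeletal muscle, and the list passed in eWAT alone (camera adjusted p = 0.0283, 0.434 with an estimated correlation), with camera adjusted p = 0.0949, 0.155, 0.6, 0.705 and 0.666 in the other 5 tissues. The 6 members given next were picked for having one sign in all 6 tissues. Nr1d1, a clock repressor, had -0.22 in the hypothalamus, -1.17 in iWAT, -1.51 in eWAT, -1.42 in BAT, -1.14 in liver and -0.40 in skeletal muscle, and passed in eWAT (adjusted p = 0.0295) and liver (adjusted p = 0.0205). The eWAT call was lost without vehicle mouse 1, 2, 3 or 4 (adjusted p = 0.0788, 0.0602, 0.0705 and 0.085) or SFN mouse 6, 7 or 10 (0.0676, 0.0864 and 0.0753), and the liver call without vehicle mouse 5 (adjusted p = 0.0517). In the same order of tissues its relative Nr1d2 had -0.095, -0.68, -0.96, -1.24, -0.71 and -0.34, the output factor Dbp -0.33, -0.86, -0.71, -1.33, -2.01 and -2.36, and Per3, a period protein, -0.16, -0.31, -0.34, -0.43, -0.66 and -0.87. Cry1, a cryptochrome, had 0.075, 0.35, 0.50, 0.86, 0.44 and 0.44 and Arntl, the activator BMAL1, 0.23, 0.39, 0.23, 0.73, 0.89 and 0.76. In liver Nr1d2 (adjusted p = 0.0126) and Dbp (0.0185) passed too. Arntl passed in liver (0.0483), and that call was lost without vehicle mouse 1, 3, 4 or 5 (adjusted p = 0.0508, 0.0686, 0.0968 and 0.0625) or SFN mouse 6, 7, 8, 9 or 10 (0.0746, 0.105, 0.0586, 0.0711 and 0.0796). In eWAT Nr1d2 passed without SFN mouse 9 (adjusted p = 0.0478). The time of day of each dissection is not in the sample labels, so a difference in dissection time between the groups was not tested.

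Extracellular matrix genes were lower as a list in 5 tissues by camera. The medians were -0.53 in iWAT, -0.25 in eWAT, -0.58 in BAT, -0.67 in liver and -0.56 in skeletal muscle, and -0.018 in the hypothalamus, where the list did not pass (camera adjusted p = 0.755). With an estimated correlation all 5 calls were lost, with adjusted p = 0.957, 0.548, 0.358, 0.323 and 0.465 in that order, and 6, 14, 4, 7 and 6 of 100 splits of the libraries were as strong. BAT alone lay under the nominal cut of 5 splits, which is not adjusted over tissues. In each of the 5 tissues another split was stronger than the treatment, so chance cannot be excluded. Lum, a matrix proteoglycan, had 0.008, -0.95, -0.44, -1.40, -0.73 and -0.90 in the hypothalamus, iWAT, eWAT, BAT, liver and skeletal muscle.

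Acute-phase genes outside liver passed as a list in eWAT (camera adjusted p = 0.0434, 0.661 with an estimated correlation) and BAT (9.78e-06 and 0.288). They did not pass in the hypothalamus (0.11), in iWAT (0.182) or in skeletal muscle (0.553), where 3 of 8 values were positive. The eWAT list had 48 of 100 splits as strong, and that of BAT 3. Lcn2 had 1.78 in iWAT, 1.43 in eWAT, 2.63 in BAT and 3.37 in skeletal muscle, beside 5.21 in liver, and the value in liver passed over all genes while the others did not. Serpina3n had 0.40, 0.84, 1.3, 1.84, 3.50 and 1.76 from the hypothalamus to skeletal muscle in the order of the tissues above. Mt1, close in sequence to Mt2, had 0.05, 1.25, 0.78, 0.88, 3.399 and 2.06.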
